# Low incubation temperature during early development negatively affects survival and related innate immune processes in zebrafish larvae exposed to lipopolysaccharide

**DOI:** 10.1038/s41598-018-22288-8

**Published:** 2018-03-07

**Authors:** Qirui Zhang, Martina Kopp, Igor Babiak, Jorge M. O. Fernandes

## Abstract

In many fish species, the immune system is significantly constrained by water temperature. In spite of its critical importance in protecting the host against pathogens, little is known about the influence of embryonic incubation temperature on the innate immunity of fish larvae. Zebrafish (*Danio rerio*) embryos were incubated at 24, 28 or 32 °C until first feeding. Larvae originating from each of these three temperature regimes were further distributed into three challenge temperatures and exposed to lipopolysaccharide (LPS) in a full factorial design (3 incubation × 3 challenge temperatures). At 24 h post LPS challenge, mortality of larvae incubated at 24 °C was 1.2 to 2.6-fold higher than those kept at 28 or 32 °C, regardless of the challenge temperature. LPS challenge at 24 °C stimulated similar immune-related processes but at different levels in larvae incubated at 24 or 32 °C, concomitantly with the down-regulation of some *chemokine* and *lysozyme* transcripts in the former group. Larvae incubated at 24 °C and LPS-challenged at 32 °C exhibited a limited immune response with up-regulation of hypoxia and oxidative stress processes. *Annexin A2a*, *S100 calcium binding protein A10b* and *lymphocyte antigen-6*, *epidermis* were identified as promising candidates for LPS recognition and signal transduction.

## Introduction

In teleosts, the innate immune system is extremely important for host defence. The integumental physical barrier, which consists of skin, gill, gut and associated mucus are effective in preventing pathogens from adhering to the surface of fish^1,2^. Moreover, the mucus contains various antimicrobial substances, such as mucins, lysozymes, proteases, apolipoproteins, natural antibodies, and matrix metallopeptidase. Also, a variety of antimicrobial peptides are present, including cathelicidins, piscidins, defensins, hepcidins, and pardaxins, which not only function in pathogen cell lysis but also have roles in phagocytic chemotaxis, mast cell degranulation, and phagocytosis^3^. In most cases, the above surface barriers and associated factors are sufficient to defend the host against pathogens. If this first line of defence is breached, pathogens will encounter additional humoral immune mediators. Some mucosal antimicrobial components, such as lysozymes, proteases, complement components, also have functions in fish blood. For instance, lectins not only opsonise pathogens and prevent them from adhering to mucosal surfaces, but also activate the complement system in blood^4^. The complement system is crucial in targeting and lysing pathogens. For instance, complement component 3b (C3b) opsonises pathogens and presents them to phagocytic leukocytes, while C5b, C6, C7, C8, and C9 are able to form the membrane attack complex and lyse pathogens^5^. In addition to humoral regulators, cellular components also have key roles in the host defence. Once triggered by pathogens, leukocytes proliferate rapidly within a short time and are led by chemoattractants to infected sites. Cytokines, including interleukins (ILs), tumour necrosis factors (TNFs), chemokines, and interferons (IFNs), are also released by phagocytes; these are essential for regulation of pro- and anti-inflammatory responses^6^.

Pathogen-associated molecular patterns (PAMPs) are recognized by pattern recognition receptors (PRRs) on the surface of leukocytes and other cells involved in the innate immune response. Toll-like receptors (TLRs) are one of the most important PRR families conserved among vertebrates. In vertebrates, they are phylogenetically grouped into six major families and each TLR family recognizes distinct PAMP ligand types^7^. To date, 17 TLRs have been identified in teleosts, and some paralogues have been subjected to extensive duplications^8^. Following signal transduction, the nuclear factor-κB (NF-κB) is activated and released from its inhibitor protein IκB through phosphorylation and then transferred into the nucleus where it binds to DNA to activate the transcription of pro-inflammatory cytokine genes, such as *tnfα*, *il1β*, *il6*, and *ifnγ*^9^.

Teleosts lack some immune organs that are important in mammalian host defence. For instance, the bone marrow, which is the main immune organ of mammals for production of haematopoietic stem cells is absent in teleosts; its function is replaced by the pronephros and thymus^10^. Also, teleosts lack lymph nodes and germinal centres, which results in poor antibody affinity maturation and a limited immunoglobulin (Ig) repertoire^10^. Compared to the innate immune system, the adaptive immune system in fish takes longer to become fully functional^10,11^. For instance, in zebrafish (*Danio rerio*) the thymus is morphologically mature at 3 weeks post-fertilization (wpf), T cells are detectable at 4–6 wpf, and secreted Igs are measurable at 4 wpf^12^. The adaptive immune system also requires additional time to respond. For example, in Japanese eel (*Anguilla japonica*) at least two weeks are needed for the antibody production^13^. Therefore, teleosts rely heavily on the innate immune system, particularly during their early ontogeny.

As most fish are ectotherms, their body temperature changes following ambient thermal fluctuations. This is extremely challenging for the innate immune system during early stages of ontogeny in spite of their high developmental plasticity^14^. It has been demonstrated that the early thermal environment has a profound influence on various phenotypes in adults, such as muscle growth^15^, swimming performance^16^, reproduction^17^, thermal tolerance^18^, and sex determination^19^. However, little is known about the influence of environmental temperature on the developmental plasticity of the innate immune system. A few studies have focused on how temperature affects the post-larval stages of fish, but have not examined embryogenesis^20,21^. The only exception is a recent study in sea bream (*Sparus aurata*, L.) reporting the persistent thermal effect of embryonic development on the plasticity of the hypothalamus-pituitary-interrenal axis and immune function in adult fish^22^.

In this study, we investigated the thermal plasticity of innate immunity in zebrafish during early development. Lipopolysaccharide (LPS) is an endotoxin from Gram-negative bacteria with well characterized immunostimulatory and inflammatory properties in fish^23^. We used LPS to mimic a bacterial challenge and the mRNA transcriptome was analysed to evaluate the global innate immune response at early larval stages.

## Results

### Lipopolysaccharide challenge

Mortality rates in control groups ranged from 0 to 3% (Supplementary Table S1). In LPS treatment groups, mortality rates of larvae originating from the 24 °C incubation temperature were significantly higher than those from 28 °C and 32 °C incubation temperature groups, regardless of the subsequent challenge temperatures applied (Fig. 1). For instance, at the challenge temperature of 24 °C, the mortality rate of larvae from the incubation temperature of 24 °C was 53.5%, compared to 24.4% and 20.5% in larvae from the incubation temperatures of 28 °C and 32 °C, respectively. No significant difference in mortality was observed between 32 °C and 28 °C incubation groups regardless of subsequent challenge temperatures. For larvae originating from the same incubation temperature, challenge temperatures of 24 °C and 32 °C resulted in the lowest and highest mortality rates, respectively (Fig. 1). In particular, after incubation at 24 °C, the mortality rates of larvae were 53.5% and 85.9% at the challenge temperature of 24 °C and 32 °C, respectively.

**Figure 1:**
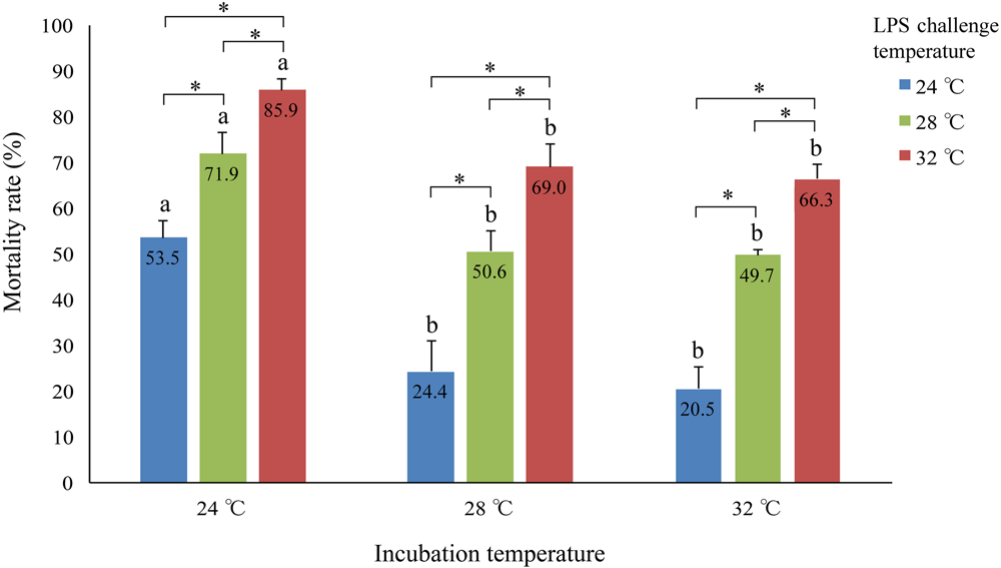
Mortality of larvae after LPS challenge. Mortality rates are represented as mean ± s.d. of triplicates. Significance was analysed using two-way ANOVA. Asterisks indicate the significant (*p*-value < 0.05) difference within the same incubation temperature group, while letters (“**a**”) and (“**b**”) indicate significant (*p*-value < 0.05) differences within the same LPS challenge temperature.

### RNA sequencing and mapping

Over 376 million raw reads were obtained by RNA-seq, of which 84.1% had a quality score Q ≥ 30 (Table 1). 

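The RNA-seq counted the mRNA of whole AB zebrafish larvae sampled after the first-feeding stage, at the end of the challenge, with each library made from a pool of 5 larvae. The 18 libraries form 6 groups of 3, namely LPS-challenged and control larvae at each of 3 temperature combinations. These are incubation and challenge at 24 °C (24 × 24 °C), incubation at 24 °C followed by challenge at 32 °C (24 × 32 °C), and incubation at 32 °C followed by challenge at 24 °C (32 × 24 °C). Larvae were exposed for 24 h to LPS of Pseudomonas aeruginosa, a lipopolysaccharide of the outer membrane of Gram-negative bacteria. By the mortality rates above, very unequal shares of the LPS-challenged larvae had died by then at the 3 combinations, and few controls. The LPS pools therefore come from unequal shares of survivors, and how far this affects the LPS effects compared below was not tested. The methods give the dose as 10 µg/L, whereas the sample labels give 10 mg/L. By the methods and Supplementary Table S1, the experiment was done 3 times with randomly chosen broodstock, each time with 1 beaker per temperature combination and treatment. The 3 pools of a group were read as coming from these 3 repeats, which the methods do not state for the libraries themselves, and the p-values measure the spread between them. The authors trimmed the reads with cutadapt v1.12, aligned them with TopHat2 2.1.0 to the GRCz10 genome and its Ensembl transcripts, and deposited raw counts per gene from HTSeq 0.6.1p1. The table of counts holds 31624 genes, of which 4328 had no count in any library. Total counts were 2088918 to 6679159 per library (median 5689632) in the LPS-challenged and 5075072 to 8261920 (median 6684396) in the control 24 × 24 °C larvae. In the 24 × 32 °C larvae, they were 1868228 to 2825333 (median 2390260) with LPS and 2405212 to 2897261 (median 2891453) in the control. In the 32 × 24 °C larvae, they were 2259161 to 2471792 (median 2297231) with LPS and 2351330 to 3257523 (median 2446905) in the control. These totals are 22.8 to 24.7 counts per 100 mapped reads of Supplementary Table S2, and the values given here use the counts. Genes with few counts were therefore measured more precisely in the 24 × 24 °C larvae than in the other groups. From the counts, 15722 genes passed edgeR's filter on low counts and were tested with its quasi-likelihood test after TMM normalization, with all 18 libraries in one fit. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper. Temperature groups were compared through the difference of their LPS effects, the interaction contrast of the same fit. Gene lists fixed beforehand were tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation, and with fry, whose directional test asks whether a list moves on balance one way and whose mixed test asks whether its genes change in either direction. Of the camera calls in the 3 LPS comparisons, none held with an estimated correlation, and 1 list held between the controls. The lists were written after the paper and its supplementary tables had been read, so members that the paper lists are not independent of its calls.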

After adapter and quality trimming, 361,234,698 clean reads were retained. Finally, 267,108,269 reads were successfully mapped to zebrafish transcriptome and genome, and 248,189,243 (92.9%) of them were uniquely mapped, including 122,554,742 read pairs (Supplementary Table S2).

**Table 1:** Summary of library read statistics. In total, 18 libraries, including three LPS treatment replicates and three control replicates from each of three temperature groups (Incubation 24 °C × Challenge 24 °C, Incubation 24 °C × Challenge 32 °C, Incubation 32 °C × Challenge 24 °C), were paired-end sequenced on a NextSeq 500 (Illumina).

	Minimum	Maximum	Total
Raw reads	11,339,354	48,009,280	376,254,382
Trimmed reads	10,897,668	46,119,584	361,234,698
≥Q30 reads	9,344,199	39,781,550	311,105,664
Mapped reads	8,183,262	34,199,926	267,108,269

**Table 2:** Representative genes between LPS-treated and control groups. List of selected DEGs with a fold change greater than 1.5, determined by DESeq2 (adjusted *p*-value < 0.05, Benjamin-Hochberg method).

Gene Name	Description	Fold Change	Padj
Incubation 24 °C × Challenge 24 °C			
*mmp13a*	matrix metallopeptidase 13a	8.5	<0.001
*il1β*	interleukin 1, beta	5.3	<0.001
*fosl1a*	FOS-like antigen 1a	3.6	<0.001
*lye*	lymphocyte antigen-6, epidermis	3.4	<0.001
*anxa2a*	annexin A2a	2.9	<0.001
*cxcl8a*	chemokine (C-X-C motif) ligand 8a	2.2	<0.001
*irf6*	interferon regulatory factor 6	2.0	<0.001
*cxcl8b*.*1*	chemokine (C-X-C motif) ligand 8b, duplicate 1	2.0	<0.001
*tnfrsf11b*	tumor necrosis factor receptor superfamily, member 11b	1.8	0.004
*il6st*	interleukin 6 signal transducer	1.6	0.002
*muc5*.*2*	mucin 5.2	−5.5	<0.001
*muc5*.*1*	mucin 5.1	−3.6	<0.001
*lyz*	lysozyme	−2.3	<0.001
*ccl20a*.*3*	chemokine (C-C motif) ligand 20a, duplicate 3	−2.1	<0.001
*ccl20b*	chemokine (C-C motif) ligand 20b	−1.9	0.002
*caspbl*	caspase b, like	−1.8	0.007
*ctss2*.*2*	cathepsin S, ortholog 2, tandem duplicate 2	−1.7	0.008
*mpeg1*.*2*	macrophage expressed 1, tandem duplicate 2	−1.7	0.034
*apoa4b*.*1*	apolipoprotein A-IV b, tandem duplicate 1	−1.7	0.020
*lta4h*	leukotriene A4 hydrolase	−1.5	0.030
Incubation 32 °C × Challenge 24 °C			
*mmp9*	matrix metallopeptidase 9	5.8	<0.001
*mmp13a*	matrix metallopeptidase 13a	4.5	<0.001
*ptgs2b*	prostaglandin-endoperoxide synthase 2b	3.0	<0.001
*fosl1a*	FOS-like antigen 1a	2.5	<0.001
*lye*	lymphocyte antigen-6, epidermis	2.4	<0.001
*cxcl8b*.*1*	chemokine (C-X-C motif) ligand 8b, duplicate 1	2.3	<0.001
*anxa2a*	annexin A2a	2.2	<0.001
*il1β*	interleukin 1, beta	2.1	0.002
*s100a10b*	S100 calcium binding protein A10b	1.9	0.002
*cebpβ*	CCAAT/enhancer binding protein (C/EBP), beta	1.8	0.050
*muc5*.*2*	mucin 5.2	−3.7	<0.001
*muc5*.*1*	mucin 5.1,oligomeric mucus/gel-forming	−2.3	<0.001
Incubation 24 °C × Challenge 32 °C			
*irg1l*	immunoresponsive gene 1, like	6.3	<0.001
*mmp9*	matrix metallopeptidase 9	4.8	<0.001
*timp2b*	TIMP metallopeptidase inhibitor 2b	4.4	<0.001
*igfbp1a*	insulin-like growth factor binding protein 1a	3.2	<0.001
*lect2l*	leukocyte cell-derived chemotaxin 2 like	2.7	0.001
*lye*	lymphocyte antigen-6, epidermis	2.6	<0.001
*tnfrsf11b*	tumor necrosis factor receptor superfamily, member 11b	2.5	0.006
*mgst3b*	microsomal glutathione S-transferase 3b	2.5	<0.001
*gsto2*	glutathione S-transferase omega 2	2.3	<0.001
*prg4b*	proteoglycan 4b	2.2	0.015
*irf6*	interferon regulatory factor 6	2.1	0.003
*gpx1b*	glutathione peroxidase	2.1	0.029
*mb*	myoglobin	2.1	0.009
*junba*	jun B proto-oncogene a	2.1	0.003
*itgav*	integrin, alpha V	1.9	0.010
*hspd1*	heat shock 60 protein 1	1.7	0.006
*hsp90b1*	heat shock protein 90, beta (grp94), member 1	1.6	0.020
*muc5*.*2*	mucin 5.2	−3.5	<0.001
*mpeg1*.*2*	macrophage expressed 1, tandem duplicate 2	−2.0	0.008
*hmgb1b*	high mobility group box 1b	−1.5	0.030

**Table 3:** Representative Gene Ontology processes regulated by LPS exposure. GO processes were enriched from DEGs by the clusterProfiler package (adjusted *p*-value < 0.05, Benjamin-Hochberg method). Enrichment values are defined as the ratio between GeneRatio and BgRatio. GeneRatio is the ratio of the number of genes that are annotated to a particular biological process over the size of the list of genes of interest. BgRatio is the ratio of the number of genes annotated to the biological term in the background distribution over the total number of genes in the background distribution.

Process	Gene-Ratio	BgRatio	Enrich-ment	Padj	Genes
Incubation 24 °C × Challenge 24 °C Up-regulated					
response to bacterium	7/84	119/14763	10.3	<0.001	*tnfrsf1α*/*cebpβ*/*mmp9*/*junba*/ *cxcl18b*/*il1β*/*junbb*
response to external biotic stimulus	8/84	186/14763	7.6	<0.001	*nfkbiαa*/*tnfrsf1a*/*cebpβ*/*mmp9*/*junba*/*cxcl18b*/*il1β*/*junbb*
positive regulation of response to external stimulus	3/84	21/14763	25.1	<0.001	*mmp9*/*cxcl18b*/*il6st*
myeloid leukocyte activation	3/84	24/14763	22.0	<0.001	*cxcl18b*/*il1β*/*cxcl8b*.*1*
leukocyte chemotaxis	5/84	49/14763	16.9	<0.001	*mmp13a*/*cxcl18b*/*cxcl8b*.*1*/ *il1β*/*cxcl8a*
defense response	7/84	281/14763	4.4	0.001	*ptgs2b*/*tnfrsf1α*/*mmp9*/*il1β*/ *cxcl18b*/*cxcl8b*.*1*/*cxcl8a*
response to wounding	9/84	200/14763	7.9	<0.001	*f3b*/*mmp9*/*sdc4*/*hbegfa*/*il6st*/ *f2rl1*.*2*/*cxcl8b*.*1*/*junbb*/*cxcl8a*
Incubation 24 °C × Challenge 24 °C Down-regulated					
response to xenobiotic stimulus	4/91	49/14763	13.2	<0.001	*foxq1a*/*si:ch211-117m20*.*5*/ *im:7150988*/*cyp1a*
defense response	7/91	281/14763	4.0	0.001	*lta4h*/*mpeg1*.*2*/*lyz*/*elf3*/*caspbl*/*ccl20b*/*ccl20a*.*3*
Incubation 32 °C × Challenge 24 °C Up-regulated					
response to bacterium	3/14	119/14763	26.6	<0.001	*cebpβ*/*mmp9*/*il1β*
myeloid leukocyte activation	2/14	107/14763	87.9	<0.001	*il1β*/*cxcl8b*.*1*
leukocyte chemotaxis	3/14	52/14763	60.8	0.001	*mmp13a*/*il1β*/*cxcl8b*.*1*
defense response	4/14	281/14763	15.0	<0.001	*ptgs2b*/*mmp9*/*il1β*/*cxcl8b*.*1*
response to wounding	3/14	200/14763	15.8	0.001	*mmp9*/*hbegfa*/*cxcl8b*.*1*
regeneration	2/14	137/14763	15.4	0.007	*mmp9*/*hbegfa*
Incubation 24 °C × Challenge 32 °C Up-regulated					
response to bacterium	5/129	119/14763	4.8	0.001	*lect2l*/*mmp9*/*hadhαa*/*irg1l*/ *junba*
response to external biotic stimulus	7/129	186/14763	4.3	0.004	*lect2l*/*cyp51*/*mmp9*/*hadhαa*/ *junba*/*irg1l*/*hspa5*
regeneration	7/129	137/14763	5.9	<0.001	*apoa1a*/*mvp*/*apoeb*/*mmp9*/ *hspd1*/*agr1*/*hbegfa*
response to hypoxia	4/129	45/14763	10.2	0.001	*hsp90b1*/*mb*/*igfbp1a*/*hspa5*
response to oxygen levels	4/129	46/14763	10.0	0.001	*hsp90b1*/*mb*/*igfbp1a*/*hspa5*

### Differentially expressed genes

A total of 605 differentially expressed genes (DEGs) (adjusted *p*-value < 0.05, fold change ≥ 1.5) were found in LPS-challenged larvae compared to their respective controls (Fig. 2, Supplementary Table S3). These included i) 294 DEGs (144 up-/150 down-regulated) in larvae incubated and challenged with LPS at 24 °C; ii) 33 DEGs (20 up-/13 down-regulated) in larvae incubated at 32 °C and challenged with LPS at 24 °C; and iii) 278 DEGs (190 up-/88 down-regulated) in larvae incubated at 24 °C and challenged with LPS at 32 °C. The comparison between LPS challenge temperatures revealed 207 DEGs (89 up-/118 down-regulated) specific to larvae challenged with LPS at 24 °C, 191 DEGs (135 up-/56 down-regulated) only in larvae challenged with LPS at 32 °C, and 87 DEGs (55 up-/32 down-regulated) shared by both groups (Fig. 2a). 

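In the 24 × 24 °C larvae, 67 genes were DEGs (37 up-/30 down-regulated), and in the 24 × 32 °C larvae, 307 were (214 up-/93 down-regulated). With the 5 DEGs of the 32 × 24 °C larvae, these sum to 379. The small GTPase gene arf4b, of the ADP-ribosylation factor family, rose at both challenge temperatures, with a log2 fold change of 4.25 (standard error 0.67, edgeR adjusted p = 0.0117) at 24 °C and 4.12 (standard error 0.70, edgeR adjusted p = 0.0104) at 32 °C. The paper lists arf4b at 24 × 24 °C with a far smaller rise. Another gene up-regulated at 24 °C was fam212b, with 2.69 (standard error 0.34, edgeR adjusted p = 0.000548). At 32 °C, the urea transporter gene slc14a2 fell, with a log2 fold change of -2.92 (standard error 0.57, edgeR adjusted p = 0.0104), and its level in the 24 × 24 °C larvae gave -2.12 (standard error 0.62, edgeR adjusted p = 0.189). Leave-one-out fits gave a 24 × 24 °C count of 19 (control replicate 1), 36 (control replicate 3), 18 (LPS replicate 2) or 37 (LPS replicate 3), and of 140 without 32 × 24 °C control replicate 1, which shares the fit. The 24 × 32 °C count was 186, 93 or 104 without control replicate 1, 2 or 3. Without single libraries of the comparison, the call of arf4b in the 24 × 24 °C larvae ended for LPS replicate 2 and control replicate 1 (edgeR adjusted p of 0.0642 to 0.0896), and that of fam212b held. The call of arf4b in the 24 × 24 °C larvae also ended under edgeR with a replicate block on the 6 libraries (adjusted p = 0.124, and 1.85e-05 to 0.0277 over its 8 alternatives set before), where edgeR with a replicate block on the 6 libraries was chosen after seeing the data. When libraries of the comparison were left out in turn, the call of arf4b in the 24 × 32 °C larvae ended for control replicate 3 (edgeR adjusted p = 0.055), and that of slc14a2 held. The call of arf4b in the 24 × 32 °C larvae also ended under edgeR on the 6 libraries of the comparison (adjusted p = 0.0809, and 1.59e-05 to 0.0809 over its 8 alternatives set before). At 24 °C and 32 °C, DESeq2 on all 18 libraries called 133 and 444 genes, edgeR on the 6 libraries of each comparison 327 and 295, and DESeq2 on those 6 libraries 332 and 283.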

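The lists of the challenge temperatures had 27 DEGs in common, 18 up- and 9 down-regulated, where independent lists of these sizes would share 0.504 and 0.177. They include the neutrophil gene scpp8, the cyclooxygenase gene ptgs2b, the metallopeptidase gene mmp9 and the mucin gene muc5.2. The 24 × 24 °C larvae had 40 DEGs outside the other list (19 up-/21 down-regulated) and the 24 × 32 °C larvae 280 (196 up-/84 down-regulated). The difference between the LPS effects at 32 °C and 24 °C was itself called for 1 gene, PDIA3, a protein disulfide isomerase of the endoplasmic reticulum, with edgeR (1186 genes at an unadjusted p under 0.05), for 2 genes with the replicate number as a block and for 30 genes with DESeq2. The shared count was 6, 16, 9 or 16 without 24 × 24 °C control replicate 1, control replicate 2, LPS replicate 2 or LPS replicate 3, 12 or 11 without 24 × 32 °C control replicate 2 or 3, and 51 or 42 without 32 × 24 °C control or LPS replicate 1. It was 62 with DESeq2 on all 18 libraries, 73 with edgeR and 97 with DESeq2 on the 6 libraries of each comparison.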

At the challenge temperature of 24 °C, there were 263 unique DEGs (124 up-/139 down-regulated) in larvae from the incubation temperature of 24 °C, 2 unique down-regulated DEGs in larvae incubated at 32 °C, and 31 common DEGs (20 up-/11 down-regulated) in both incubation temperature groups (Fig. 2b). 

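In the 32 × 24 °C larvae, 5 genes were DEGs (3 up-/2 down-regulated). The metallopeptidase genes mmp13a and mmp9 and the uncharacterised si:ch211-117l17.6, with a log2 fold change of 3.77 (standard error 0.58, edgeR adjusted p = 0.0333), were up-regulated. The gel-forming mucin gene muc5.2 and si:dkey-202l22.6, with -2.83 (standard error 0.47, edgeR adjusted p = 0.0359), were down-regulated. All but si:dkey-202l22.6 were also DEGs of the 24 × 24 °C larvae, in the same direction (3 up-/1 down-regulated, where independent lists would share 0.00706 and 0.00382), which left 63 DEGs in the 24 × 24 °C list alone (34 up-/29 down-regulated). The gene si:dkey-202l22.6 was also higher in the 32 × 24 °C than in the 24 × 24 °C controls, by 2.81 (standard error 0.41, edgeR adjusted p = 0.00519). That comparison uses the same 32 × 24 °C controls, so its fall with LPS starts from a raised control level. For si:dkey-202l22.6, the difference between the LPS effects of the incubation temperatures was -2.70 (standard error 0.68, edgeR adjusted p = 1). No gene was called for this difference by edgeR (0, with 404 at an unadjusted p under 0.05) or by DESeq2 (0). The 32 × 24 °C count was 24, 1 or 1 without control replicate 1, 2 or 3 and 31, 0 or 0 without LPS replicate 1, 2 or 3 (edgeR), and the shared count was 21, 1, 1, 19, 0 and 0 in turn, 7 without 24 × 24 °C control replicate 3 and 2 without 24 × 24 °C LPS replicate 3. With a library of another group left out, which shares the fit, the 32 × 24 °C count was 11 and 3 without 24 × 24 °C control and LPS replicate 3, and 3, 12 and 17 without 24 × 32 °C control replicate 3, LPS replicate 2 and LPS replicate 3, with 10 and 14 shared without the last 2. In fits that left out 1 library of the comparison, the calls of si:ch211-117l17.6 and si:dkey-202l22.6 ended for 1 or more of LPS replicates 2 and 3 and control replicates 1, 2 and 3 (edgeR adjusted p of 0.0631 to 0.301). The calls of si:ch211-117l17.6 and si:dkey-202l22.6 also ended under 1 or more of edgeR on the 6 libraries of the comparison and edgeR without the low-count filter (adjusted p of 0.064 to 0.131, and 7.26e-08 to 0.131 over their alternatives set before). Both libraries numbered 1 deviated together in this comparison, while numbers 2 and 3 were not shown to be pairs. With the number as a block, the count was 6 on all 18 libraries and 121 on the 6 libraries. The latter was chosen after seeing the data, as was the count of 30 (27 shared) without both libraries numbered 1. DESeq2 called 58 genes on all 18 libraries and 33 on the 6, edgeR 3 on the 6, and 15 after thinning to the smallest library and 1 without the low-count filter.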

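Control larvae of the 32 × 24 °C and 24 × 24 °C groups differed in 77 genes (33 up-/44 down-regulated), and those of the 24 × 32 °C and 24 × 24 °C groups in 976 (473 up-/503 down-regulated). By the times the paper gives, the 32 × 24 °C larvae were sampled 96 h and the other groups 171 h after fertilization. Age therefore cannot be told apart from incubation temperature where the 32 × 24 °C larvae are compared with the others. In the 32 × 24 °C controls, the ubiquitin domain gene ubtd1a was higher, with a log2 fold change of 1.58 (standard error 0.23, edgeR adjusted p = 0.00282), and msraa, a methionine sulfoxide reductase gene, was lower, with -1.46 (standard error 0.23, edgeR adjusted p = 0.0063). In the 24 × 32 °C controls, the lens crystallin gene crygm2b, one of a family of near-identical copies that may share reads, was higher, with 3.54 (standard error 0.64, edgeR adjusted p = 0.00195), and the trypsin-like protease gene prss60.2 was lower, with -2.95 (standard error 0.57, edgeR adjusted p = 0.0053). The interaction test does not apply between these 2 comparisons of controls, and the difference between the lists was not tested. Outside the other list were 52 DEGs of the 32 × 24 °C controls (22 up-/30 down-regulated) and 951 of the 24 × 32 °C controls (457 up-/494 down-regulated), while 10 were shared in the same direction and 15 in opposite directions. Independent lists would share 0.993 up- and 1.41 down-regulated genes in the same direction and 1.06 and 1.32 in opposite directions (5 and 10 here), and the correlation of fold changes across genes was 0.035 against 0.409 in 20 simulations of unchanged groups against the same 24 × 24 °C controls (covariance 0.00741 against 0.0395), so part of any overlap may come from the shared controls. The 32 × 24 °C count was 36, 12 or 19 without 24 × 24 °C control replicate 1, 2 or 3 51 or 44 without 32 × 24 °C control replicate 1 or 2, and 124 or 138 without 24 × 32 °C LPS replicate 2 or 32 × 24 °C LPS replicate 1, which share the fit, and the 24 × 32 °C count was 599, 597 or 400 without 24 × 24 °C control replicate 1, 2 or 3 and 525, 557 or 590 without 24 × 32 °C control replicate 1, 2 or 3. The 24 × 24 °C controls were the more deeply sequenced, and after thinning to the smallest library the counts were 44 and 658. DESeq2 on all 18 libraries called 191 and 995 genes, edgeR on the 6 libraries 68 and 1616, and edgeR without the low-count filter 132 and 853.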

A comparison between incubation and challenge temperatures identified 143 DEGs (51 up-/92 down-regulated) exclusively in control larvae incubated at 32 °C and challenged at 24 °C compared to larvae kept at constant 24 °C. A total of 1052 DEGs (462 up-/590 down-regulated) were only found in control larvae incubated at 24 °C and challenged with 32 °C compared to larvae maintained at 24 °C throughout experiment (Fig. 2c; Supplementary Table S6, S7).

**Figure 2:**
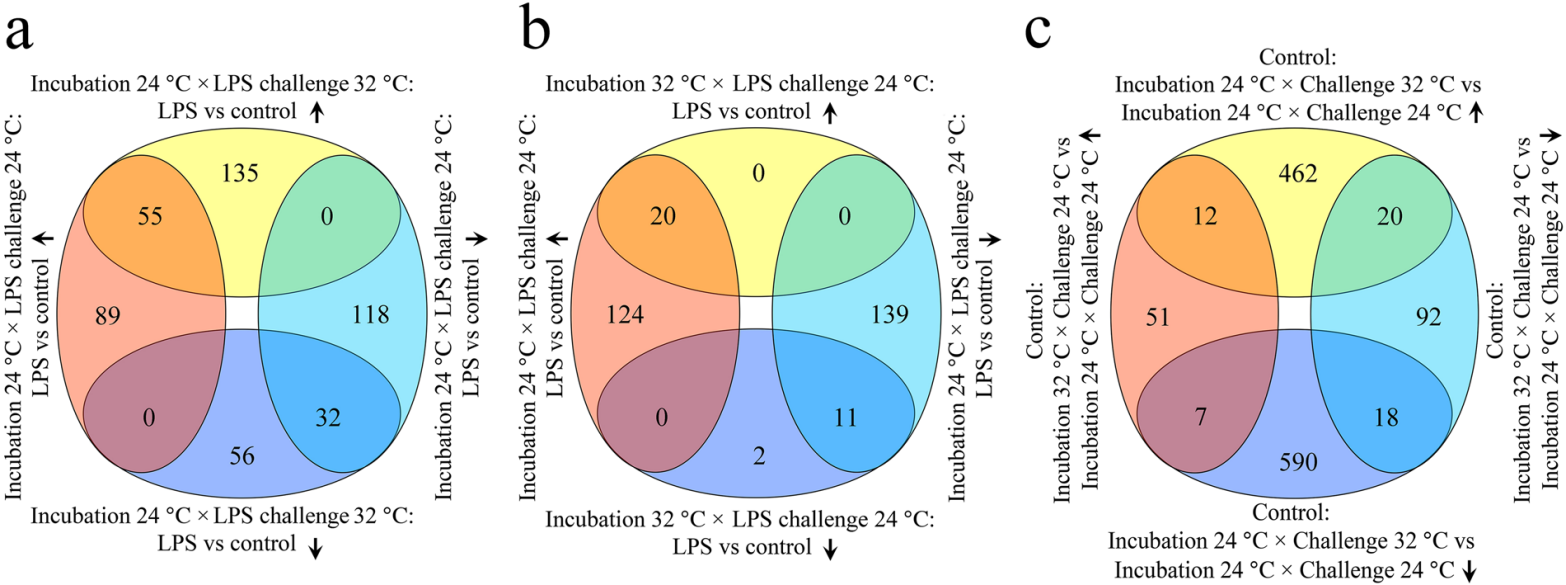
Venn diagram of differentially expressed genes. Comparison of DEGs (LPS-treated versus control) between larvae originating from the same incubation temperature of 24 °C but challenged with LPS at 24 °C or 32 °C (**a**), and between larvae originating from the 24 °C and 32 °C incubation temperatures, and challenged with LPS at the same temperature of 24 °C (**b**). DEGs with incubation and challenge temperatures in control larvae are also shown (**c**). Upward and downward arrows indicate up- and down-regulation, respectively.

The principal component analysis (PCA) indicated that the first principal component (PC1) explained 57% of the total variance, while PC2 explained 15% of the total variance (Fig. 3). Moreover, a higher variance of DEGs between LPS-treated larvae and control in each temperature group was observed in PC2. 

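Over the 348 genes that were DEGs in at least 1 of the 3 LPS comparisons, PC1 of the log2 CPM values explained 55% of the variance and PC2 14.2%. The LPS-challenged and control libraries of each temperature group lay apart on PC1, and the 24 × 32 °C libraries lay apart from the others on PC2. With DESeq2's size factors, its variance stabilizing transformation or genes scaled to unit variance, PC1 explained 54.8%, 53.9% or 49.1% and PC2 14.4%, 15.9% or 16.9%. Over the 500 most variable genes tested, PC1 explained 29.9% and PC2 19.7%.

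**Figure D1:**
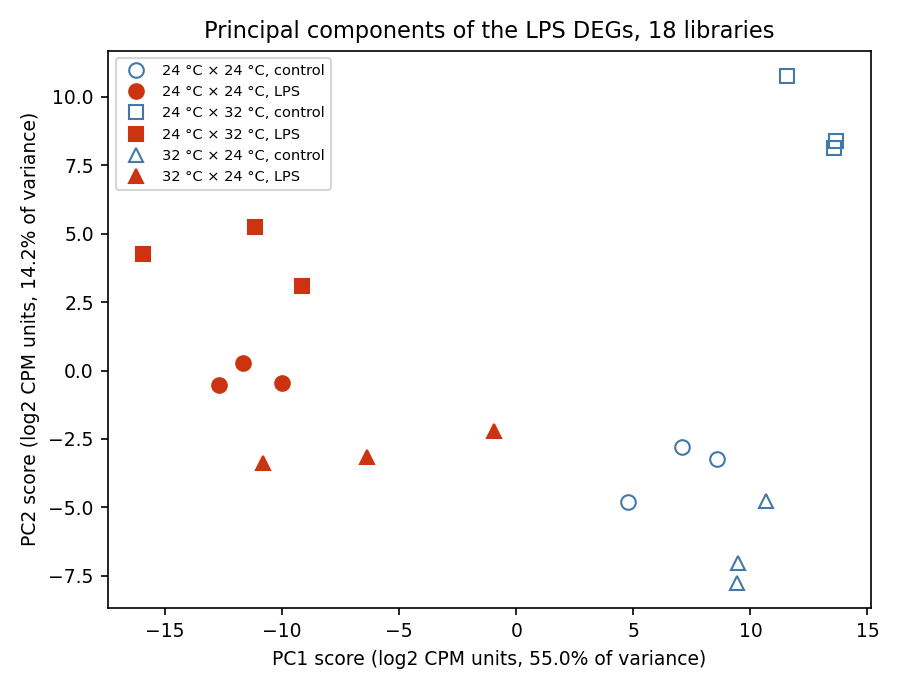
Principal components of the log2 CPM values of the 348 DEGs, with PC1 (55% of the variance) on the horizontal axis and PC2 (14.2%) on the vertical axis. Each point is 1 of the 18 libraries, and the LPS-challenged libraries have lower PC1 scores than the control libraries of their own temperature group.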

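The LPS-challenged libraries of the 24 × 24 °C larvae had a PC1 score of -11.44 ± 1.36 (SD, n = 3 pools) against 6.8 ± 1.91 in the control. Scores were -12.08 ± 3.49 against 12.93 ± 1.18 in the 24 × 32 °C larvae and -6.05 ± 4.95 against 9.85 ± 0.72 in the 32 × 24 °C larvae. On PC2, they were -0.23 ± 0.45 against -3.61 ± 1.05, 4.19 ± 1.07 against 9.08 ± 1.45, and -2.91 ± 0.62 against -6.52 ± 1.55 in the same order. The genes were chosen as DEGs between these libraries, so a distance between challenged and control libraries is built into the scores. Pooled over the temperature groups, the difference between LPS-challenged and control libraries took up 89.3% of PC1 and 0.4% of PC2. That between temperature groups took up 2.8% of PC1 and 82.8% of PC2. Within each group, challenged and control libraries lay apart on PC2 too. The direction at 24 × 32 °C was opposite to that of the other groups, so these differences cancel in the pooled share.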

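The 37 genes up-regulated in the 24 × 24 °C larvae, among them the cytokine gene il1b and the chemokine gene cxcl8b.1, had a median log2 fold change of 2.22 there, 1.66 in the 24 × 32 °C and 1.47 in the 32 × 24 °C larvae, and all 37 were positive in each group. The 30 down-regulated genes, which include the mucin genes muc5.1, muc5.2 and muc13a, had medians of -2.09, -1.13 and -1.94, with 30 of 30 negative at 24 × 32 °C and 29 at 32 × 24 °C. The 214 genes up-regulated in the 24 × 32 °C larvae, which include the ceramidase gene acer1 and the endoplasmic reticulum chaperone gene CANX, had a median of 0.32 in each of the other groups, where 176 (24 × 24 °C) and 165 (32 × 24 °C) were positive. Of the 93 down-regulated genes, with the collagen-binding SPARC among them, the medians were -1.01 at 24 × 32 °C, -0.40 at 24 × 24 °C (77 negative) and -0.14 at 32 × 24 °C (71 negative). Each set was chosen as DEGs of its own group, which favours large values there. The smaller medians in the other groups therefore do not show a weaker LPS response. Between controls, 21 of the 214 up-regulated genes were higher at 24 × 32 °C than at 24 × 24 °C, with a median of -0.64, a comparison that shares the 24 × 32 °C controls with the one the genes come from.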

Hierarchical clustering and heat maps displayed different gene expression patterns in each temperature group (Fig. 4). In larvae incubated and challenged with LPS at 24 °C, two clusters were generated, and both contained some key immune-related genes (Fig. 4a). In larvae incubated at 24 °C and challenged with LPS at 32 °C, three clusters were determined, and most immune-related genes were classified into cluster III (Fig. 4b). In larvae incubated at 32 °C and challenged with LPS at 24 °C, two clusters were identified, with the transcript levels of several key immune-related genes being up-regulated in cluster II (Fig. 4c).

**Figure 3:**
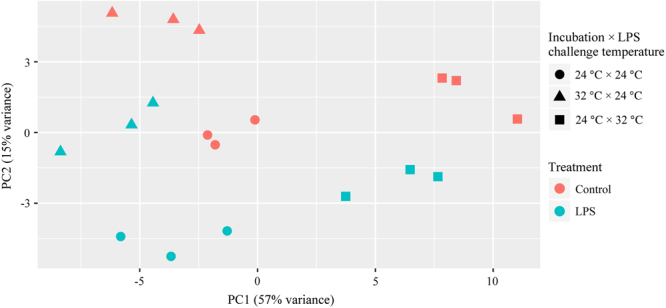
Principle component analyses of differentially expressed genes. PCA was performed on DEGs (LPS-treated versus control, adjusted *p*-value < 0.05, |fold change| ≥ 1.5) from all temperature groups. The first (PC1) and second principal components (PC2) are shown on horizontal and vertical axis, respectively.

**Figure 4:**
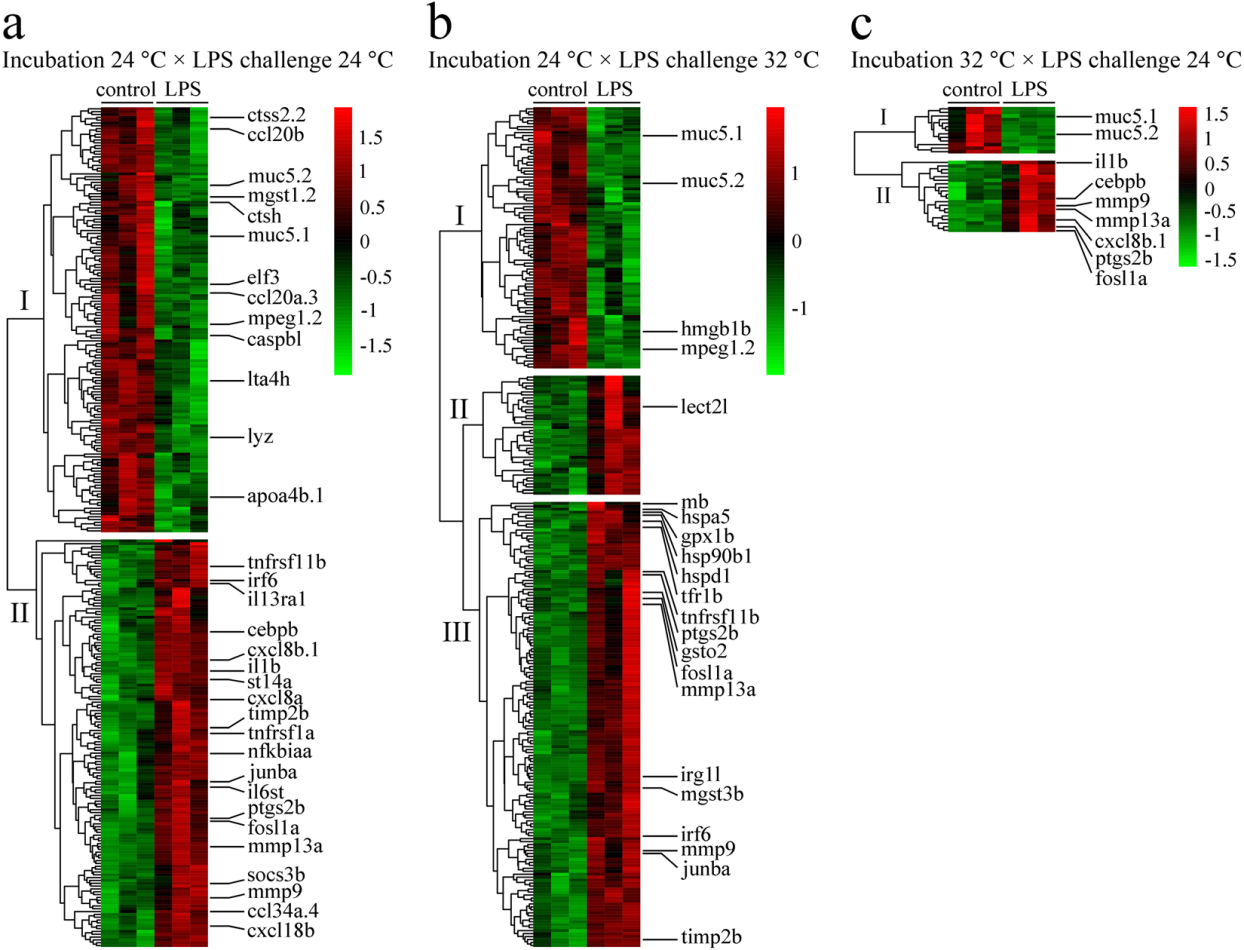
Hierarchical clustering and heat map of differentially expressed genes. Display based on DEGs (LPS-treated versus control, adjusted *p*-value < 0.05, |fold change| ≥ 1.5) for Incubation 24 °C × LPS Challenge 24 °C (**a**), Incubation 24 °C × LPS Challenge 32 °C (**b**) and Incubation 32 °C × LPS Challenge 24 °C (**c**). Log_2_ transformed gene fold change is indicated by the colour scale. Hierarchical clustering groups are shown on the vertical axis. Representative genes in each temperature group are indicated.

### Immune processes regulated in response to LPS

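Of 39 genes of inflammatory signalling tested with LPS at 24 × 24 °C, 5 were up-regulated and 0 down-regulated (15 and 0 adjusted over the list alone), with a median log2 fold change of 0.72 (camera adjusted p = 8.63e-19 upwards, and adjusted p = 0.127 with an estimated correlation). The immediate early gene egr1 rose by 0.74 (standard error 0.16, edgeR adjusted p = 0.0386) on the log2 scale. Of 17 neutrophil markers, 3 rose and none fell (5 and 1 adjusted over the list alone, camera adjusted p = 5.06e-05 upwards, and adjusted p = 0.443 with an estimated correlation), with scpp8, a secreted phosphoprotein gene, at 4.28 (standard error 0.59, edgeR adjusted p = 0.00239). Of 21 genes of matrix metallopeptidases and their inhibitors, which remodel the matrix in wounds, 3 rose (6 up- and 1 down-regulated adjusted over the list alone, camera adjusted p = 5.64e-07 upwards, and adjusted p = 0.145 with an estimated correlation). Of 14 genes of inflammatory cytokines and chemokines, 3 rose, namely il1b, cxcl8a and cxcl8b.1 (4 up- and 1 down-regulated adjusted over the list alone, camera adjusted p = 0.00197 upwards, and adjusted p = 0.187 with an estimated correlation). On leaving out 1 library of the comparison at a time, the call of egr1 ended for each of the 6 libraries (edgeR adjusted p of 0.0816 to 0.215), and that of scpp8 held.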

In larvae incubated and challenged with LPS at 24 °C, a number of immune processes were enriched by up-regulated DEGs, including “response to bacterium”, “myeloid leukocyte activation”, “leukocyte chemotaxis”, “defence response”, and “response to wounding” (Fig. 5a, Table 3). In contrast, the two immune processes “response to xenobiotic stimulus” and “defence response” were enriched within the down-regulated DEGs (Fig. 5b, Table 3). 

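Of 10 genes of mucins and goblet cells, 4 fell at 24 × 24 °C and none rose (5 and 0 adjusted over the list alone, camera adjusted p = 1.05e-07 downwards, and adjusted p = 0.127 with an estimated correlation). Among them, muc13a, a membrane mucin gene, had a log2 fold change of -2.00 (standard error 0.43, edgeR adjusted p = 0.0386) and the fucosyltransferase gene fut9d one of -1.72 (standard error 0.35, edgeR adjusted p = 0.0364). Of 18 keratin genes, none was called with edgeR over all genes (10 had an unadjusted p under 0.05, DESeq2 called 3 on all 18 and 5 on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 8) and 1 was up- and 7 down-regulated adjusted over the list alone, with a median of -0.71 (camera adjusted p = 1.05e-07 downwards, and adjusted p = 0.127 with an estimated correlation). Of 46 genes of the fin fold and collagen matrix, 1 fell (11 adjusted over the list alone, camera adjusted p = 1.24e-16 downwards, and adjusted p = 0.127 with an estimated correlation), the collagen gene col14a1b, at -1.19 (standard error 0.21, edgeR adjusted p = 0.0102). Of 24 genes of xenobiotic metabolism, 1 rose and none fell (2 and 3 adjusted over the list alone), and camera had a direction opposite to the list's median of 0.02 (camera adjusted p = 0.786 downwards, and adjusted p = 0.971 with an estimated correlation). The gene that rose was the cytochrome P450 gene cyp2k18, at 2.24 (standard error 0.40, edgeR adjusted p = 0.0149). The paper's down-regulated xenobiotic process rests on 4 genes. Of these, cyp1a had -1.42 (edgeR adjusted p = 0.134) and foxq1a -1.39 (edgeR adjusted p = 0.141). All 4 had the paper's direction, a fall. Each had an adjusted p under 0.05 in 1 or more of its 8 alternatives set before. After removal of 1 library of the comparison, the calls of muc13a, fut9d, col14a1b and cyp2k18 ended for 1 or more of the 6 libraries (edgeR adjusted p of 0.0534 to 0.246). The calls of muc13a and fut9d also ended under 1 or more of edgeR on counts thinned to the smallest library and edgeR without the low-count filter (adjusted p of 0.0832 to 0.0923, and 2.08e-13 to 0.0923 over their alternatives set before).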

In larvae incubated at 32 °C and exposed to LPS at 24 °C, similar immune processes as above were enriched at even higher values by up-regulated DEGs, including two additional processes, “regeneration”, and “positive regulation of immune effector process” (Fig. 5a). 

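The inflammatory and matrix-remodelling groups had the same camera direction at 32 × 24 °C as at 24 × 24 °C, with few single genes called. Of 39 genes of inflammatory signalling, none was called with edgeR over all genes (20 had an unadjusted p under 0.05, DESeq2 called 2 on all 18 and 3 on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 6) and 13 were up-regulated adjusted over the list alone, with a median of 0.50 (camera adjusted p = 2.86e-17 upwards, and adjusted p = 0.245 with an estimated correlation). Of 21 genes of matrix metallopeptidases and inhibitors, 2 rose (6 adjusted over the list alone, camera adjusted p = 3.54e-07 upwards, and adjusted p = 0.245 with an estimated correlation), where mmp9, a neutrophil-borne gelatinase gene, was at 76.0 ± 28.4 CPM (SD, n = 3 pools) with LPS and 3.79 ± 0.985 CPM in the control, and mmp13a, a collagenase gene, at 48.6 ± 22.4 and 2.07 ± 0.812 CPM. These 2 were also the called members of 17 neutrophil markers (3 up- and 1 down-regulated adjusted over the list alone, camera adjusted p = 0.000127 upwards, and adjusted p = 0.593 with an estimated correlation). Of 54 genes of tight junctions and the epidermal barrier, none was called with edgeR over all genes (23 had an unadjusted p under 0.05, DESeq2 called 8 on all 18 and 4 on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 14) and 11 were up- and 2 down-regulated adjusted over the list alone (camera adjusted p = 5.51e-09 upwards, and adjusted p = 0.593 with an estimated correlation). For the difference between the LPS effects after incubation at 32 °C and at 24 °C, the inflammatory signalling list had a median of 0.01 (camera adjusted p = 0.955), that of metallopeptidases one of -0.07 (camera adjusted p = 0.829) and that of neutrophil markers one of -0.11 (camera adjusted p = 0.891), each against the sign of the camera direction and each with adjusted p = 0.985 with an estimated correlation. With 1 library of the comparison fewer, the calls of mmp9 and mmp13a ended for 1 or more of LPS replicates 2 and 3 and control replicates 1, 2 and 3 (edgeR adjusted p of 0.075 to 0.233). The calls of mmp9 and mmp13a also ended under 1 or more of edgeR without the low-count filter and removal of both 32 × 24 °C libraries numbered 1 (adjusted p of 0.0817 to 0.0841, and 3.67e-23 to 0.0841 over their alternatives set before), where removal of both 32 × 24 °C libraries numbered 1 was chosen after seeing the data.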

No immune process was enriched by down-regulated DEGs. 

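At 32 × 24 °C, 1 of 10 genes of mucins and goblet cells fell, muc5.2 (5 adjusted over the list alone), and the list had a median of -0.68 (camera adjusted p = 6.52e-09 downwards, and adjusted p = 0.245 with an estimated correlation). The gel-forming mucin gene muc5.2, a component of secreted mucus, was at 1.84 ± 1.06 CPM (SD, n = 3 pools) with LPS and 45.1 ± 25.3 CPM in the control. Keratin genes had a median of -0.33 (camera adjusted p = 0.119 downwards, and adjusted p = 0.664 with an estimated correlation), and genes of the fin fold and collagen matrix one of -0.16 (camera adjusted p = 0.000178 downwards, and adjusted p = 0.593 with an estimated correlation), with no member of either called with edgeR over all genes. Of the keratin and of the matrix genes, 5 and 4 had an unadjusted p under 0.05 with edgeR, DESeq2 called 0 on all 18 and 0 on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 1 and 1. When any 1 library of the comparison was dropped, the call of muc5.2 ended for LPS replicates 2 and 3 (edgeR adjusted p of 0.0684 to 0.119). The call of muc5.2 also ended under edgeR on the 6 libraries of the comparison (adjusted p = 0.231, and 1.4e-15 to 0.231 over its 8 alternatives set before).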

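At 24 × 32 °C, 4 of 17 neutrophil markers rose and none fell (8 and 0 adjusted over the list alone, camera adjusted p = 6.22e-06 upwards, and adjusted p = 0.34 with an estimated correlation). The largest rise was in scpp8, at 5.59 (standard error 0.78, edgeR adjusted p = 0.00167), followed by mmp9 and adam8a, a leukocyte metallopeptidase gene at 2.08 (standard error 0.51, edgeR adjusted p = 0.0354), and cyba, which encodes a subunit of the phagocyte NADPH oxidase, at 1.24 (standard error 0.29, edgeR adjusted p = 0.0266). Of 39 genes of inflammatory signalling, 4 rose (11 adjusted over the list alone), with a median of 0.51 (camera adjusted p = 1.29e-07 upwards, and adjusted p = 0.34 with an estimated correlation), and fosl2 was at 1.05 (standard error 0.24, edgeR adjusted p = 0.0224). Of 54 genes of tight junctions and the epidermal barrier, 10 rose and 1 fell (18 and 1 adjusted over the list alone, camera adjusted p = 4.71e-10 upwards, and adjusted p = 0.34 with an estimated correlation). With LPS at 24 × 24 °C, edgeR called 3 of these 54 and 27 had an unadjusted p under 0.05, while DESeq2 called 8 on all 18 and 22 on the 6 libraries. At 24 × 32 °C, the claudin genes cldne, at 2.30 (standard error 0.41, edgeR adjusted p = 0.0125), and cldnb, at 2.12 (standard error 0.39, edgeR adjusted p = 0.0132), encode tight junction proteins of the epidermis. Of 32 genes of complement and the acute phase, none was called with edgeR over all genes (4 had an unadjusted p under 0.05, DESeq2 called 1 on all 18 and on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 1, with 0 up- and 0 down-regulated adjusted over the list alone, camera adjusted p = 0.0214 upwards, and adjusted p = 0.852 with an estimated correlation). Once 1 library of the comparison was withheld, the calls of adam8a, cyba, fosl2, cldne and cldnb ended for 1 or more of LPS replicates 1 and 3 and control replicates 1, 2 and 3 (edgeR adjusted p of 0.0512 to 0.162), and that of scpp8 held. The call of adam8a also ended under DESeq2 with a fold change prior on the 6 libraries, DESeq2 on the 6 libraries, edgeR on the 6 libraries of the comparison and edgeR on counts thinned to the smallest library (adjusted p of 0.0945 to 0.176, and 0.0107 to 0.174 over its 8 alternatives set before), where DESeq2 with a fold change prior on the 6 libraries was chosen after seeing the data.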

In larvae incubated at 24 °C and exposed to LPS at 32 °C, only three immune-related processes were stimulated compared to control, namely “response to bacterium”, “response to external biotic stimulus”, and “regeneration” (Fig. 5a, Table 3). 

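Of 48 hypoxia-inducible genes tested, 2 rose with LPS in the 24 × 32 °C larvae (4 up- and 1 down-regulated adjusted over the list alone), the growth factor binding protein gene igfbp1a and the transferrin receptor gene tfr1b, at 1.29 (standard error 0.31, edgeR adjusted p = 0.0403). The list's median was 0.14 (camera adjusted p = 0.0214 upwards, and adjusted p = 0.34 with an estimated correlation). Of its well-known members, ndrg1b had a log2 fold change of 0.79 (standard error 0.34, edgeR adjusted p = 0.268). At 24 × 24 °C, 1 of the 48 rose, igfbp1a, with a list median of 0.07 (camera adjusted p = 0.0426 upwards, and adjusted p = 0.478 with an estimated correlation), and the difference between the LPS effects at the challenge temperatures had a median of 0.08 (camera adjusted p = 0.49 upwards, and adjusted p = 0.803 with an estimated correlation). In the leave-one-out fits of the comparison, the call of tfr1b ended for LPS replicates 1 and 2 and control replicates 1, 2 and 3 (edgeR adjusted p of 0.0678 to 0.152). The call of tfr1b also ended under edgeR without the low-count filter, edgeR with a replicate block and edgeR on counts thinned to the smallest library (adjusted p of 0.0632 to 0.09, and 1.1e-05 to 0.09 over its 8 alternatives set before).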

In the same larvae group, two oxygen deficiency processes, “response to hypoxia” and “response to oxygen levels”, were enriched (Fig. 5a, Table 3). The full Gene Ontology (GO) processes are listed in Supplementary Table S4.

**Figure 5:**
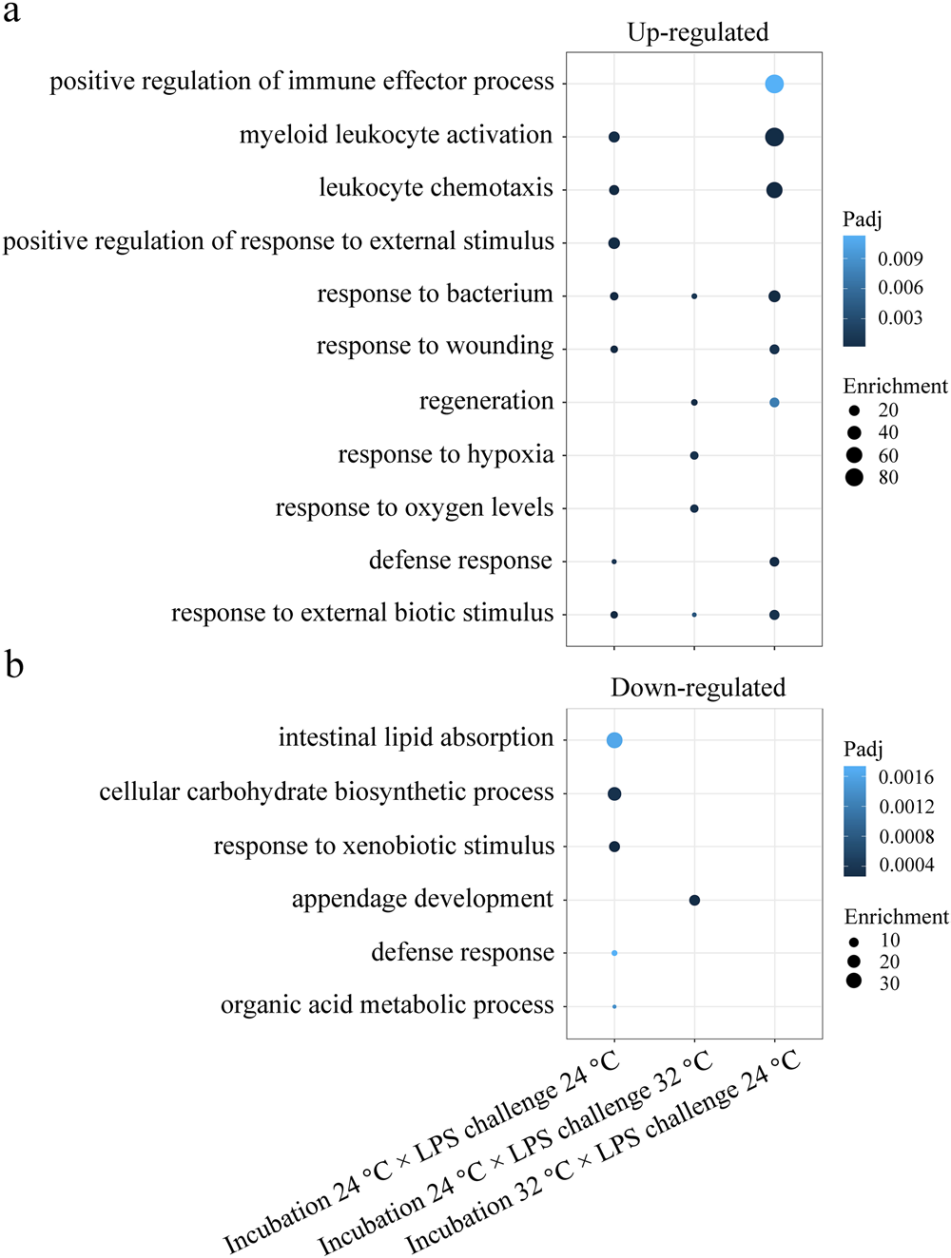
Representative GO processes of genes differentially regulated with LPS challenge. Up- (**a**) and down-regulated (**b**) GO processes in the different Incubation × LPS Challenge temperature groups are shown as dots, with size representing enrichment values (GeneRatio/BgRatio) and colour density reflecting their adjusted *p*-value. Significance was set at adjusted *p*-value < 0.05 (Benjamin-Hochberg method).

### KEGG pathway enrichment following LPS challenge

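The fructose-1,6-bisphosphatase gene fbp1a, an enzyme of gluconeogenesis, fell at 24 × 24 °C, with a log2 fold change of -1.27 (standard error 0.21, edgeR adjusted p = 0.00601). It was the called member of 42 liver markers, which had a median of -0.39 (0 up- and 3 down-regulated adjusted over the list alone, camera adjusted p = 0.000228 downwards, and adjusted p = 0.711 with an estimated correlation). Of 13 adaptors and kinases of the TLR pathway, none was called with edgeR over all genes (0 had an unadjusted p under 0.05, DESeq2 called 0 on all 18 and on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 0, with 0 up- and 0 down-regulated adjusted over the list alone), with the median of 0.02 against the camera direction (camera adjusted p = 0.984 downwards, and adjusted p = 0.985 with an estimated correlation). MYD88, the adaptor shared by most TLRs, was at 0.42 (standard error 0.32, edgeR adjusted p = 0.952). Of 37 genes of p53 and apoptosis, none rose and 1 fell, the inflammatory caspase gene caspbl (1 and 1 adjusted over the list alone), with a median of 0.01 (camera adjusted p = 0.321 upwards, and adjusted p = 0.767 with an estimated correlation). The stress-inducible growth arrest gene GADD45G had 0.30 (standard error 0.22, edgeR adjusted p = 0.95). In the paper's apoptosis pathway are tnfrsf1a and nfkbiaa, both higher with LPS here too (adjusted p of 0.0329 to 0.529 and 0.00721 to 0.916 over their 8 alternatives set before). Fitted without 1 of the libraries of the comparison, the call of fbp1a ended for LPS replicate 2 (edgeR adjusted p = 0.0637). The call of fbp1a also ended under edgeR on counts thinned to the smallest library (adjusted p = 0.0571, and 2.15e-07 to 0.0571 over its 8 alternatives set before).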

In larvae incubated and exposed to LPS at 24 °C, pathways such as “*Salmonella* infection”, “adipocytokine signalling”, “TLR signalling”, “cytokine-cytokine receptor interaction”, and “apoptosis” were enriched by up-regulated DEGs (Fig. 6a), while “arachidonic acid metabolism” and “fructose and mannose metabolism” were enriched by down-regulated DEGs (Fig. 6b). In larvae incubated at 24 °C and challenged with LPS at 32 °C, pathways including “steroid biosynthesis”, “metabolism of xenobiotics by cytochrome P450”, “fatty acid elongation”, “protein processing in endoplasmic reticulum”, and “phagosome” were enriched by up-regulated DEGs (Fig. 6a), while “ECM-receptor interaction”, and “arachidonic acid metabolism” were enriched by down-regulated DEGs (Fig. 6b). 

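Of 34 genes of fatty acid elongation and ceramides at 24 × 32 °C, 7 rose and none fell (9 and 0 adjusted over the list alone, camera adjusted p = 4.71e-10 upwards, and adjusted p = 0.155 with an estimated correlation, fry adjusted p = 0.0142), with the alkaline ceramidase gene acer1 at 3.37 (standard error 0.44, edgeR adjusted p = 0.00048) and the sphingolipid hydroxylase gene degs2 at 2.14 (standard error 0.33, edgeR adjusted p = 0.00206). Of 22 genes of cholesterol synthesis, 2 rose (7 adjusted over the list alone, camera adjusted p = 3.63e-09 upwards, and adjusted p = 0.34 with an estimated correlation, fry adjusted p = 0.0551), with ebp, a sterol isomerase gene, at 2.00 (standard error 0.45, edgeR adjusted p = 0.0224). Of 44 genes of endoplasmic reticulum chaperones and the unfolded protein response, 10 rose and none fell (17 and 0 adjusted over the list alone, camera adjusted p = 6.05e-14 upwards, and adjusted p = 0.155 with an estimated correlation, fry adjusted p = 0.00884), among them the calnexin gene CANX at 0.86 (standard error 0.13, edgeR adjusted p = 0.00142). Of 24 genes of xenobiotic metabolism, 2 rose (5 adjusted over the list alone, camera adjusted p = 3.36e-05 upwards, and adjusted p = 0.34 with an estimated correlation), cyp2k18 at 2.74 (standard error 0.52, edgeR adjusted p = 0.0122) and the aldehyde dehydrogenase gene aldh3b1 at 1.68 (standard error 0.30, edgeR adjusted p = 0.00709). Of 46 genes of the fin fold and collagen matrix, 10 fell and none rose (12 and 2 adjusted over the list alone, camera adjusted p = 5.95e-08 downwards, and adjusted p = 0.34 with an estimated correlation), with the matrix glycoprotein gene SPARC at -1.11 (standard error 0.12, edgeR adjusted p = 6.25e-05), the actinodin gene and2 of the fin fold at -1.06 (standard error 0.21, edgeR adjusted p = 0.0125) and the collagen gene COL1A1 at -0.77 (standard error 0.15, edgeR adjusted p = 0.00847). Without single libraries of the comparison, the calls of ebp and cyp2k18 ended for 1 or more of LPS replicates 2 and 3 and control replicates 1, 2 and 3 (edgeR adjusted p of 0.0519 to 0.095). The call of ebp also ended under DESeq2 with a fold change prior on the 6 libraries, DESeq2 on the 6 libraries and edgeR on counts thinned to the smallest library (adjusted p of 0.0662 to 0.0713, and 0.00357 to 0.0713 over its 8 alternatives set before), where DESeq2 with a fold change prior on the 6 libraries was chosen after seeing the data.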

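Several of these groups also differed between the controls that define the comparison. In the 24 × 32 °C controls relative to the 24 × 24 °C controls, 7 of 22 genes of cholesterol synthesis were lower and none was higher (9 and 0 adjusted over the list alone, camera adjusted p = 2.31e-08 downwards, and adjusted p = 0.488 with an estimated correlation), with ebp at -2.37 (standard error 0.41, edgeR adjusted p = 0.00132). Of 44 genes of endoplasmic reticulum chaperones, 15 were lower and 2 higher there (21 and 3 adjusted over the list alone, camera adjusted p = 6.78e-10 downwards, and adjusted p = 0.397 with an estimated correlation), with the disulfide isomerase gene pdia4 at -0.99 (standard error 0.20, edgeR adjusted p = 0.00538). For the difference between the LPS effects at 32 °C and 24 °C, the cholesterol list had a median of 1.125 (camera adjusted p = 6.23e-09 upwards, and adjusted p = 0.417 with an estimated correlation) and the fatty acid list one of 0.39 (camera adjusted p = 0.000112 upwards, and adjusted p = 0.417 with an estimated correlation).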

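In the 32 × 24 °C larvae, no gene of cholesterol synthesis, of fatty acid elongation or of the endoplasmic reticulum was called with edgeR over all genes. The cholesterol list had a median log2 fold change of 0.46 (camera adjusted p = 7.45e-05 upwards, and adjusted p = 0.593 with an estimated correlation) and the fatty acid list one of 0.27 (camera adjusted p = 0.00106 upwards, and adjusted p = 0.593 with an estimated correlation). That of endoplasmic reticulum chaperones had -0.02 (camera adjusted p = 0.391 downwards, and adjusted p = 0.818 with an estimated correlation). Of the members of these 3 lists, in that order, 6, 7 and 1 had an unadjusted p under 0.05 with edgeR, DESeq2 called 0 on all 18 and 0 on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 0, 1 and 0. The sterol isomerase gene ebp had 0.77 (standard error 0.31, edgeR adjusted p = 0.843), the calnexin gene CANX -0.09 (standard error 0.13, edgeR adjusted p = 1) and the ceramidase gene acer1 1.58 (standard error 0.51, edgeR adjusted p = 0.537). Of 24 genes of xenobiotic metabolism, none was called with edgeR over all genes (4 had an unadjusted p under 0.05, DESeq2 called 2 on all 18 and on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 2) and 2 were up-regulated adjusted over the list alone (camera adjusted p = 0.0588 upwards, and adjusted p = 0.686 with an estimated correlation).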

No pathways were enriched by DEGs in larvae incubated at 32 °C and challenged with LPS at 24 °C. The full Kyoto encyclopaedia of genes and genomes (KEGG) pathways are listed in Supplementary Table S5.

**Figure 6:**
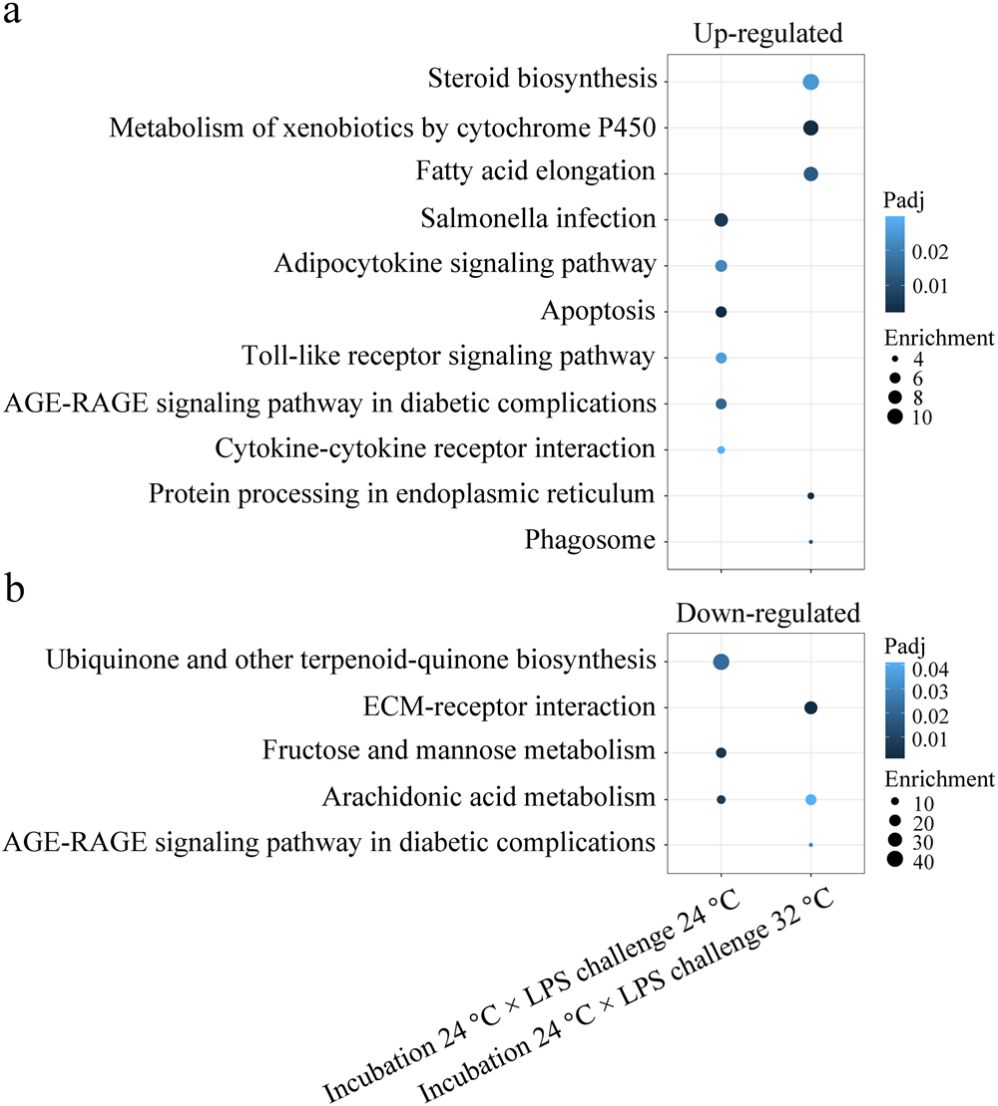
Selected KEGG pathways. KEGG pathways of up- (**a**) and down-regulated (**b**) DEGs were generated independently. Size is proportional to the enrichment value (GeneRatio/BgRatio), whereas colour density represents the adjusted *p*-value. Significance was set at adjusted *p*-value < 0.05 (Benjamin-Hochberg method).

### Representative immune genes involved in response to LPS

Expression of several immune-related genes was significantly regulated in LPS-treated larvae compared to control in each temperature group. In larvae incubated and challenged with LPS at 24 °C, several immune-related transcripts were up-regulated with fold-changes between 1.6 and 5.3, including cytokine *il1β* and its receptors *cxcl8a*, *cxcl8b*, *tumour necrosis factor receptor superfamily*, *member 11b* (*tnfrsf11b*), *interleukin 13 receptor*, *alpha 1* (*il13rα1*), and *interleukin 6 signal transducer* (*il6st*), pro-inflammatory mediator genes *nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor*, *alpha a* (*nfκbiαa*), *suppressor of cytokine signaling 3b* (*socs3b*), *suppression of tumorigenicity 14 (colon carcinoma) a* (*st14a*), *fosl1a*, and *jun B proto-oncogene a* (*junba*), and chemokines *chemokine (C-C motif) ligand 34a*, *duplicate 4* (*ccl34a*.*4*) and *cxcl18b* (Table 2). 

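The cytokine gene il1b (ENSDARG00000098700), a central signal of inflammation, rose from 3.89 ± 0.722 CPM (SD, n = 3 pools) in the control to 34.0 ± 5.51 CPM with LPS at 24 × 24 °C, a log2 fold change of 3.16 (standard error 0.55, edgeR adjusted p = 0.0157). The neutrophil-attracting chemokine genes cxcl8b.1 (ENSDARG00000102299), at 3.06 (standard error 0.47, edgeR adjusted p = 0.00571), and cxcl8a, at 2.44 (standard error 0.45, edgeR adjusted p = 0.0117), rose as well. Of the receptor genes, tnfrsf11b had 1.38 (standard error 0.43, edgeR adjusted p = 0.269), il13ra1 0.84 (standard error 0.24, edgeR adjusted p = 0.179) and il6st 0.78 (standard error 0.21, edgeR adjusted p = 0.129). The membrane protease gene st14a had 0.79 (standard error 0.22, edgeR adjusted p = 0.154), the AP-1 gene junba 0.82 (standard error 0.21, edgeR adjusted p = 0.0971) and cebpb, a transcription factor of the acute phase, 1.08 (standard error 0.42, edgeR adjusted p = 0.531). Of 8 alternatives set beforehand, 2 called each of tnfrsf11b, il13ra1, il6st, st14a, junba and cebpb, DESeq2 on the 6 libraries in each case. Under a replicate block on the 6 libraries in edgeR (chosen after seeing the data), all but junba were called. When libraries of the comparison were left out in turn, the calls of il1b and cxcl8a ended for 1 or more of LPS replicates 1 and 2 and control replicates 1, 2 and 3 (edgeR adjusted p of 0.0507 to 0.168), and that of cxcl8b.1 held. The call of cxcl8a also ended under edgeR on counts thinned to the smallest library (adjusted p = 0.254, and 0.000136 to 0.254 over its 8 alternatives set before).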

Some key immune transcripts were down-regulated between 1.7 and 2.3 fold, including the antibacterial transcripts *lysozyme* (*lyz*), *macrophage expressed 1*, *tandem duplicate 2* (*mpeg1*.*2*), *cathepsin H* (*ctsh*), *cathepsin S*, *ortholog 2*, *tandem duplicate 2* (*ctss2*.*2*), and *apolipoprotein A-IV b*, *tandem duplicate 1* (*apoa4b*.*1*), pro-inflammatory transcripts *E74-like factor 3* (*elf3*), *leukotriene A4 hydrolase* (*lta4h*), and *caspase b*, *like* (*caspbl*), chemokine transcripts *ccl20a*.*3* and *ccl20b* (Table 2). 

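At 24 × 24 °C, elf3, an epithelial transcription factor gene, had a log2 fold change of -0.95 (standard error 0.40, edgeR adjusted p = 0.608), and lta4h, whose product makes a leukotriene that attracts neutrophils, had -0.72 (standard error 0.29, edgeR adjusted p = 0.545). The chemokine gene ccl20a.3 had -2.25 (standard error 0.55, edgeR adjusted p = 0.087). Among 8 alternatives set before the results, 4 called ccl20a.3, 2 called lta4h and 1 called elf3, DESeq2 on the 6 libraries in each case. By edgeR with a replicate block on the 6 libraries (chosen after seeing the data), all but elf3 were called. Its relative ccl20b had too few counts to pass the filter, and without the filter it had -2.87 (standard error 0.62, edgeR adjusted p = 0.0254).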

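At 32 × 24 °C, il1b was at 11.8 ± 5.45 CPM (SD, n = 3 pools) with LPS and 1.05 ± 1.01 CPM in the control, a log2 fold change of 3.60 (standard error 0.89, edgeR adjusted p = 0.263). The chemokine gene cxcl8b.1 had 3.81 (standard error 0.72, edgeR adjusted p = 0.072) and the C/EBP transcription factor gene cebpb 1.39 (standard error 0.48, edgeR adjusted p = 0.701), and none of the 3 was called with edgeR over all genes. Out of 8 other settings fixed in advance, 4 called cxcl8b.1, 3 called il1b and 1 called cebpb, DESeq2 on the 6 libraries in each case, and so did edgeR without LPS replicate 1 for cxcl8b.1 (adjusted p = 0.0357). When edgeR had a replicate block on the 6 libraries (chosen after seeing the data), all were called. Of 14 genes of inflammatory cytokines and chemokines, 0 were called with edgeR over all genes (4 had an unadjusted p under 0.05, DESeq2 called 3 on all 18 and 2 on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 2, with 2 up- and 1 down-regulated adjusted over the list alone). The list had a median of -0.03 and a mean of 0.29 (camera adjusted p = 0.187 upwards, and adjusted p = 0.593 with an estimated correlation), and fry's mixed test gave an adjusted p of 1.28e-07. For the difference between the LPS effects of the incubation temperatures, cxcl8b.1 had 0.76 (standard error 0.94, edgeR adjusted p = 1), and il1b had an edgeR adjusted p of 1.

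**Figure D2:**
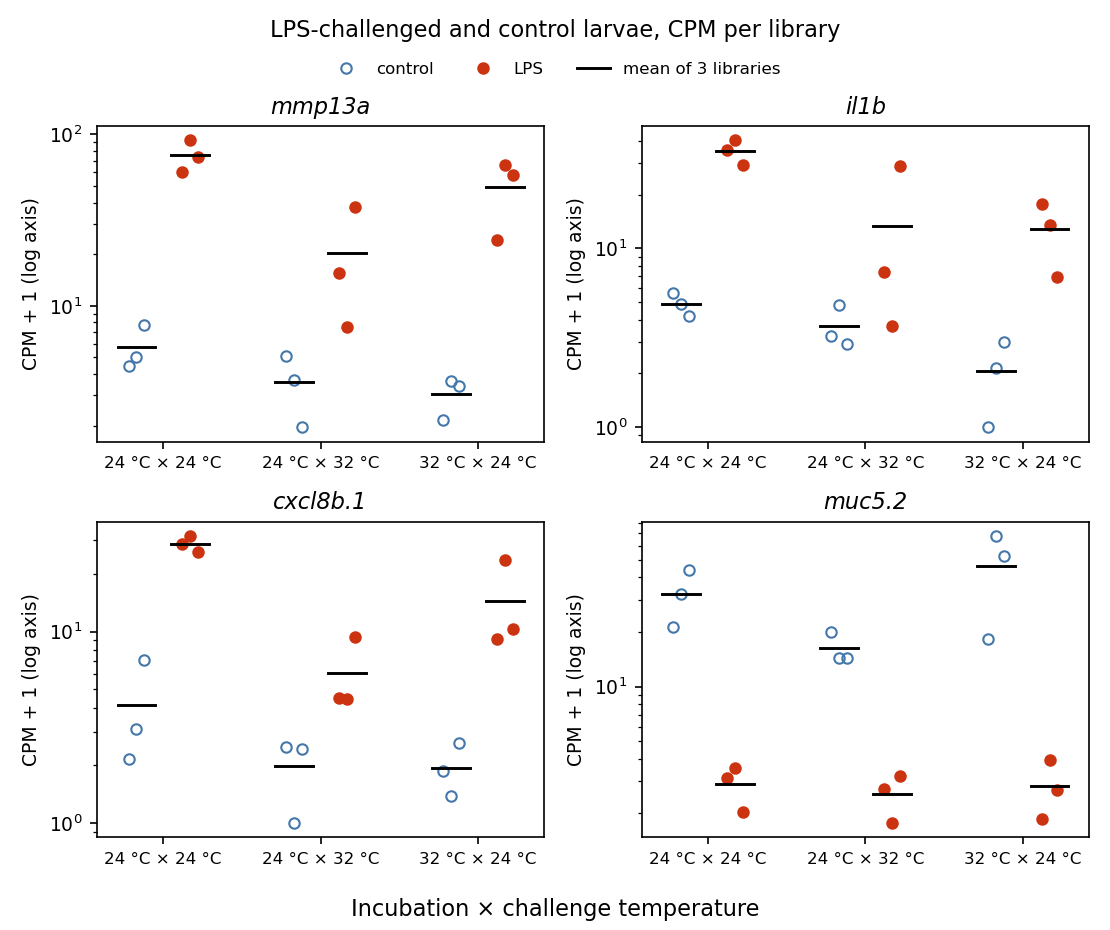
CPM + 1 (log axis) of mmp13a, il1b, cxcl8b.1 and muc5.2 in the 3 temperature groups on the horizontal axis (incubation × challenge temperature), with open blue points for control and filled red points for LPS-challenged libraries and a black line for the mean of the 3 libraries of a group. The mean of il1b rises from 1.05 to 11.8 CPM at 32 × 24 °C, and that of muc5.2 is lower with LPS in each group.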

In larvae incubated at 32 °C and challenged with LPS at 24 °C, transcript levels of some immune-related genes were up-regulated, including *il1β* (2.1-fold), *cxcl8b*.*1* (2.3-fold), and *CCAAT/enhancer binding protein (C/EBP)*, *beta* (*cebpβ*) (1.8-fold) (Table 2). In larvae incubated at 24 °C and challenged with LPS at 32 °C, immune transcripts such as *immunoresponsive gene 1*, *like* (*irg1l*), *TIMP metallopeptidase inhibitor 2b* (*timp2b*), *leukocyte cell-derived chemotaxin 2 like* (*lect2l*), *tnfrsf11b*, *interferon regulatory factor 6* (*irf6*), and *junba* were up-regulated between 2.1- and 6.3-fold. 

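At 24 × 32 °C, irg1l, whose mammalian counterpart makes the antimicrobial itaconate, had a log2 fold change of 3.10 (standard error 0.84, edgeR adjusted p = 0.082), and the metallopeptidase inhibitor gene timp2b had 2.95 (standard error 0.80, edgeR adjusted p = 0.0807). Of 8 settings fixed beforehand, 4 called each of irg1l and timp2b, DESeq2 on the 6 libraries in each case. In edgeR with a replicate block on the 6 libraries (chosen after seeing the data), both were called. The decoy receptor gene tnfrsf11b rose, at 2.18 (standard error 0.49, edgeR adjusted p = 0.0254), as did the AP-1 gene junba, at 1.23 (standard error 0.24, edgeR adjusted p = 0.0102). No gene of the table could be matched to lect2l, which was not analysed here. In fits that left out 1 library of the comparison, the calls of tnfrsf11b and junba ended for 1 or more of LPS replicates 1 and 3 and control replicates 2 and 3 (edgeR adjusted p of 0.0511 to 0.128). The call of tnfrsf11b also ended under edgeR on the 6 libraries of the comparison (adjusted p = 0.0597, and 0.00126 to 0.0597 over its 8 alternatives set before).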

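At 24 × 32 °C, the mitochondrial chaperone gene hspd1 rose, at 0.81 (standard error 0.16, edgeR adjusted p = 0.0125), and so did hsp90b1, an endoplasmic reticulum chaperone gene, at 0.68 (standard error 0.16, edgeR adjusted p = 0.0265). Its partner hspa5 had 0.72 (standard error 0.23, edgeR adjusted p = 0.119). The glutathione peroxidase gene gpx1b rose, at 1.61 (standard error 0.37, edgeR adjusted p = 0.0246), and the glutathione transferase gene gsto2 rose, at 1.45 (standard error 0.35, edgeR adjusted p = 0.046), while mgst3b had 1.41 (standard error 0.38, edgeR adjusted p = 0.0729). Among 8 settings chosen in advance, 5 called mgst3b and 1 called hspa5, DESeq2 on the 6 libraries in each case. Given a replicate block on the 6 libraries in edgeR (chosen after seeing the data), both were called. Of 46 heat shock protein genes, 1 rose and none fell (3 and 2 adjusted over the list alone), with a median of 0.05 and a mean of -0.10 (camera adjusted p = 0.983 downwards, and adjusted p = 0.987 with an estimated correlation). The heat-inducible chaperone gene hspa1b, outside this list, fell with LPS, at -3.84 (standard error 0.84, edgeR adjusted p = 0.0376, and 1.85e-07 to 0.307 over its 7 alternatives set before). It has near-identical copies that may share reads. On leaving out 1 library of the comparison at a time, the calls of hspd1, hsp90b1, gpx1b and gsto2 ended for 1 or more of the 6 libraries (edgeR adjusted p of 0.0519 to 0.147). The call of gsto2 also ended under edgeR without the low-count filter and edgeR on counts thinned to the smallest library (adjusted p of 0.0578 to 0.0933, and 0.000285 to 0.0933 over its 8 alternatives set before).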

The expression of some heat shock protein (HSP) genes such as *heat shock 60 protein 1* (*hspd1*), *hspa5*, *hsp90b1*, and antioxidant genes such as *glutathione peroxidase 1b* (*gpx1b*), *glutathione S-transferase omega 2* (*gsto2*), *microsomal glutathione S-transferase 3b* (*mgst3b*) was enhanced 1.6–2.5 fold (Table 2). In addition, transcripts such as *matrix metallopeptidase 9* (*mmp9*), *mmp13a*, *ptgs2b*, *fosl1a*, *heparin-binding EGF-like growth factor a* (*hbegfa*), *insulin-like growth factor binding protein 1a* (*igfbp1a*), *lye*, and *anxa2a* were up-regulated, whereas *mucin 5*.*1*, *oligomeric mucus/gel-forming* (*muc5*.*1*), and *muc5*.*2* were down-regulated in all three temperature groups (Fig. 4, Table 2).

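The collagenase gene mmp13a rose at 24 × 24 °C, by 3.92 (standard error 0.49, edgeR adjusted p = 0.00239) on the log2 scale, and at 32 × 24 °C, by 4.59 (standard error 0.66, edgeR adjusted p = 0.0333), and had 2.81 (standard error 0.72, edgeR adjusted p = 0.0586) at 24 × 32 °C. The gelatinase gene mmp9 rose in all 3 groups, by 2.55 (standard error 0.46, edgeR adjusted p = 0.0281) at 24 × 24 °C, 3.19 (standard error 0.60, edgeR adjusted p = 0.0173) at 24 × 32 °C and 4.31 (standard error 0.63, edgeR adjusted p = 0.0359) at 32 × 24 °C. The mucin gene muc5.2 fell in all 3, with a log2 fold change of -3.89 (standard error 0.49, edgeR adjusted p = 0.00151), -3.31 (standard error 0.68, edgeR adjusted p = 0.0179) and -4.53 (standard error 0.56, edgeR adjusted p = 0.0065) in that order. Its neighbour in the family muc5.1 fell at 24 × 24 °C, with -2.48 (standard error 0.48, edgeR adjusted p = 0.0386), and had -1.42 (standard error 0.52, edgeR adjusted p = 0.185) and -2.31 (standard error 0.51, edgeR adjusted p = 0.168) in the other groups. Out of 8 alternatives set in advance, 4 called each of mmp13a and muc5.1 in the 24 × 32 °C larvae, DESeq2 on the 6 libraries in each case, and so did edgeR without LPS replicate 2 for mmp13a (adjusted p = 0.0167). With edgeR and a replicate block on the 6 libraries (chosen after seeing the data), both were called. Of 8 alternatives set beforehand, 3 called muc5.1 in the 32 × 24 °C larvae, DESeq2 on the 6 libraries among them, and so did edgeR without control replicate 1 (adjusted p = 0.00912). Under a replicate block on the 6 libraries in edgeR (chosen after seeing the data), it was called. After removal of 1 library of the comparison, the calls of mmp9 and muc5.1 in the 24 × 24 °C larvae ended for 1 or more of the 6 libraries (edgeR adjusted p of 0.0586 to 0.207), and those of mmp13a and muc5.2 held. The calls of mmp9 and muc5.1 in the 24 × 24 °C larvae also ended under 1 or more of edgeR on the 6 libraries of the comparison, edgeR without the low-count filter and edgeR on counts thinned to the smallest library (adjusted p of 0.0535 to 0.145, and 1.76e-17 to 0.145 over their alternatives set before). With 1 library of the comparison fewer, the calls of mmp9 and muc5.2 in the 24 × 32 °C larvae ended for 1 or more of LPS replicate 2 and control replicates 1, 2 and 3 (edgeR adjusted p of 0.0534 to 0.0884). When any 1 library of the comparison was dropped, the calls of mmp13a, mmp9 and muc5.2 in the 32 × 24 °C larvae ended for 1 or more of LPS replicates 2 and 3 and control replicates 1, 2 and 3 (edgeR adjusted p of 0.0684 to 0.233). The calls of mmp13a, mmp9 and muc5.2 in the 32 × 24 °C larvae also ended under 1 or more of edgeR without the low-count filter, removal of both 32 × 24 °C libraries numbered 1 and edgeR on the 6 libraries of the comparison (adjusted p of 0.0817 to 0.231, and 3.67e-23 to 0.231 over their alternatives set before), where removal of both 32 × 24 °C libraries numbered 1 was chosen after seeing the data.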

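The cyclooxygenase gene ptgs2b, which makes prostaglandins in inflammation, rose by 3.04 (standard error 0.54, edgeR adjusted p = 0.0223) on the log2 scale at 24 × 24 °C and by 3.45 (standard error 0.70, edgeR adjusted p = 0.0237) at 24 × 32 °C, and had 3.33 (standard error 0.71, edgeR adjusted p = 0.16) at 32 × 24 °C. The AP-1 gene fosl1a rose by 2.28 (standard error 0.39, edgeR adjusted p = 0.0149) at 24 × 24 °C and had 1.88 (standard error 0.49, edgeR adjusted p = 0.0605) and 3.22 (standard error 0.61, edgeR adjusted p = 0.072) in the 24 × 32 °C and 32 × 24 °C larvae. The growth factor gene hbegfa, active in wound healing, rose by 1.35 (standard error 0.24, edgeR adjusted p = 0.0149) and 1.16 (standard error 0.28, edgeR adjusted p = 0.0376) after incubation at 24 °C, and had 1.42 (standard error 0.27, edgeR adjusted p = 0.072) after incubation at 32 °C. For igfbp1a, which restrains insulin-like growth factors, the values were 2.22 (standard error 0.38, edgeR adjusted p = 0.016) at 24 × 24 °C and 2.06 (standard error 0.44, edgeR adjusted p = 0.153) at 32 × 24 °C, and at 24 × 32 °C it rose from 16.2 ± 3.01 to 73.9 ± 41.7 CPM (SD, n = 3 pools, edgeR adjusted p = 0.0189). Among 8 alternatives set before the results, 3 called fosl1a in the 24 × 32 °C larvae, DESeq2 on the 6 libraries among them, and so did edgeR without LPS replicate 2 (adjusted p = 0.0166). By edgeR with a replicate block on the 6 libraries (chosen after seeing the data), it was called. Out of 8 other settings fixed in advance, 3 called each of ptgs2b, fosl1a, hbegfa and igfbp1a in the 32 × 24 °C larvae, DESeq2 on the 6 libraries in each case, and so did edgeR without LPS replicate 1 for fosl1a (adjusted p = 0.0186) and hbegfa (adjusted p = 0.0389). When edgeR had a replicate block on the 6 libraries (chosen after seeing the data), all were called. Once 1 library of the comparison was withheld, the calls of ptgs2b, fosl1a, hbegfa and igfbp1a in the 24 × 24 °C larvae ended for 1 or more of the 6 libraries (edgeR adjusted p of 0.051 to 0.133). The calls of ptgs2b, fosl1a and hbegfa in the 24 × 24 °C larvae also ended under 1 or more of edgeR without the low-count filter and edgeR on counts thinned to the smallest library (adjusted p of 0.0503 to 0.0982, and 9.52e-31 to 0.0982 over their alternatives set before). In the leave-one-out fits of the comparison, the calls of ptgs2b, hbegfa and igfbp1a in the 24 × 32 °C larvae ended for 1 or more of LPS replicate 3 and control replicates 1, 2 and 3 (edgeR adjusted p of 0.0511 to 0.148). The calls of ptgs2b, hbegfa and igfbp1a in the 24 × 32 °C larvae also ended under 1 or more of edgeR on the 6 libraries of the comparison, edgeR on counts thinned to the smallest library, edgeR without the low-count filter and edgeR with a replicate block on the 6 libraries (adjusted p of 0.0509 to 0.144, and 3.99e-07 to 0.144 over their alternatives set before), where edgeR with a replicate block on the 6 libraries was chosen after seeing the data.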

## Discussion

### Thermal developmental plasticity of innate immunity

Animals display thermal plasticity during their embryonic development, which tends to improve their performance at that particular temperature compared to that of animals exposed to other thermal conditions^16,18^. In the present study, we have shown that the survival of LPS-challenged larvae was affected by their embryonic incubation temperature. At this ontogeny stage, the adaptive immune system of zebrafish has not yet become competent, and they rely only on innate immunity for protection against pathogens^12^. The higher mortality rate of larvae originating from 24 °C embryonic incubation temperature, compared to that of larvae originating from 28 °C or 32 °C incubation temperatures, regardless of subsequent challenge temperatures, suggests that the innate immune response was negatively affected by the low incubation temperature (24 °C). In contrast, incubation at a high temperature (32 °C) had a negligible effect on the subsequent ability of first-feeding larvae to cope with LPS challenge. Low temperatures have been demonstrated to negatively influence the innate immune parameters, such as lysozyme activity^20^, respiratory burst activity^21^, opsonisation capacity^21^, blood leucocyte profiles^24^ and complement activity^21^ in adult fish. However, this cannot be generalised to all teleosts, since enhanced innate immune parameters, including blood leucocyte percentages^20^, phagocytic kidney macrophage proportion^24^, and complement activity^24^ have been observed in fish kept in low temperatures. This could be due to different properties of innate immune parameters or distinct sensitivities of different fish species to their environmental temperature, as described in Atlantic halibut strains^20^. It should be stressed that the above studies of thermal acclimation in fish were carried out at months or years post fertilization, when both the innate and adaptive immune systems were fully developed and functional. Therefore, they could not fully reflect the developmental plasticity of innate immunity during early ontogeny. Our study, focusing on the early life of zebrafish, found a negative effect of a low incubation temperature (24 °C) on the innate immune response of larvae to LPS challenge compared to 28 °C or 32 °C.

### Effect of incubation temperature on the innate immune response to LPS

In larvae incubated and exposed to LPS at 24 °C, compared to their control in the same temperature group, the pro-inflammatory response was stimulated, as suggested by the up-regulation of expression of some pro-inflammatory genes (*il1β*, *cxcl8a*, *ptgs2b*, *cebpβ*, *fosl1a*) and processes (“response to bacterium”, “myeloid leukocyte activation”, “leukocyte chemotaxis”, “defence response”, “response to wounding”). 

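At 24 × 24 °C, caspbl, which encodes an inflammatory caspase, fell, with a log2 fold change of -2.60 (standard error 0.56, edgeR adjusted p = 0.0364). The genes of the NF-κB inhibitor nfkbiaa and of the cytokine signalling suppressor socs3b had 0.81 (standard error 0.34, edgeR adjusted p = 0.579) and 1.00 (standard error 0.24, edgeR adjusted p = 0.0844). Of 8 settings fixed beforehand, 4 called socs3b and 2 called nfkbiaa, DESeq2 on the 6 libraries in each case, and so did edgeR without LPS replicate 1 for socs3b (adjusted p = 0.0235). In edgeR with a replicate block on the 6 libraries (chosen after seeing the data), both were called. The paralog nfkbiab had 0.17 (standard error 0.18, edgeR adjusted p = 0.983). Fitted without 1 of the libraries of the comparison, the call of caspbl ended for LPS replicates 1, 2 and 3 and control replicate 2 (edgeR adjusted p of 0.0835 to 0.299). Without control replicate 1 or 3, caspbl did not pass the count filter and was not tested.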

The up-regulation of the inflammatory negative mediator transcripts *nfkbiαa*^25^ and *socs3b*^26^, and the down-regulation of the pro-IL-1β processing transcript *caspbl*^27^, implies that the anti-inflammatory response could also be elicited. The anti-inflammatory response is a protective mechanism to quench excessive inflammatory signals, and to avoid pathophysiological consequences, such as sepsis^28^. Moreover, the down-regulation of antimicrobial transcripts (*lyz*, *mpeg1*.*2*, *apoa4b*.*1*, *ctsh*, *ctss2*.*2*) and immune-related processes (“response to xenobiotic stimulus”, “defence response”) indicates a decreased effectiveness of the innate immune response to LPS. 

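The macrophage gene mpeg1.2, which encodes a pore-forming protein of the perforin family, had a log2 fold change of -1.78 (standard error 0.66, edgeR adjusted p = 0.491) at 24 × 24 °C. The lysosomal protease genes ctsh and ctss2.2 had -0.88 (standard error 0.30, edgeR adjusted p = 0.355) and -1.03 (standard error 0.29, edgeR adjusted p = 0.156). Among 8 settings chosen in advance, 2 called each of ctsh and ctss2.2 and 1 called mpeg1.2, DESeq2 on the 6 libraries in each case. Given a replicate block on the 6 libraries in edgeR (chosen after seeing the data), ctsh was called. Of 17 macrophage markers, none was called with edgeR over all genes (6 had an unadjusted p under 0.05, DESeq2 called 1 on all 18 and 4 on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 2, with 0 up- and 2 down-regulated adjusted over the list alone), with a median of -0.26 (camera adjusted p = 0.198 downwards, and adjusted p = 0.711 with an estimated correlation). Neutrophil markers had a median of 0.14 in the same larvae.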

Cationic lysozymes bind to negatively charged LPS at a stoichiometry lysozyme:LPS molar ratio of 1:3, resulting in the LPS structure transition from non-lamellar cube to the multilamella with reduced endotoxicity^29^. A significant drop of 2.3-fold in *lyz* expression can thereby weaken this neutralization effect. 

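The lysozyme gene lyz, expressed by neutrophils and macrophages, was at 24.1 ± 2.73 CPM (SD, n = 3 pools) with LPS and 63.0 ± 9.66 CPM in the control at 24 × 24 °C, a log2 fold change of -1.38 (standard error 0.32, edgeR adjusted p = 0.0844). Out of 8 alternatives set in advance, 6 called lyz, DESeq2 on the 6 libraries among them. With edgeR and a replicate block on the 6 libraries (chosen after seeing the data), it was called. At 24 × 32 °C, it had -0.98 (standard error 0.42, edgeR adjusted p = 0.245) and at 32 × 24 °C -1.12 (standard error 0.36, edgeR adjusted p = 0.55).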

Apolipoproteins, a main group of high-density lipoproteins, neutralize LPS activity either by opsonizing its endotoxic lipid A domain or via blocking LPS-binding protein^30^. A drop (1.7-fold) in transcript levels of *apoa4b*.*1* suggests a decrease in the host capacity to neutralise endotoxic LPS. In addition, CXCL8a, CXCL8b.2, CXCL18b, and CCL34a.1 have been reported to have higher expression levels in susceptible channel catfish (*Ictalurus punctatus*) than in resistant fish when challenged with *Edwardsiella ictaluri*^31,32^. 

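The gene apoa4b.1, of an apolipoprotein of lipoprotein particles, was at 124 ± 31.4 CPM (SD, n = 3 pools) with LPS and 252 ± 55.8 CPM in the control at 24 × 24 °C. This is a log2 fold change of -1.04 (standard error 0.49, edgeR adjusted p = 0.763). Of 8 alternatives set beforehand, 1 called apoa4b.1, DESeq2 on the 6 libraries. Under a replicate block on the 6 libraries in edgeR (chosen after seeing the data), it was called. The related apoa4a had -1.57 (standard error 0.56, edgeR adjusted p = 0.387).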

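Of the chemokine genes at 24 × 24 °C, cxcl18b had a log2 fold change of 1.56 (standard error 0.41, edgeR adjusted p = 0.115). Among 8 alternatives set before the results, 2 called cxcl18b, DESeq2 on the 6 libraries among them. By edgeR with a replicate block on the 6 libraries (chosen after seeing the data), it was called. The gene ccl34a.4 had too few counts to pass the filter and had 2.27 (standard error 0.63, edgeR adjusted p = 0.151) without it. Both are ligands that attract leukocytes, and the related ccl34b.1 had -0.07 (standard error 0.35, edgeR adjusted p = 1). The 14 tested genes of inflammatory cytokines and chemokines had a median of 0.03 and a mean of 0.60, and fry's mixed test gave an adjusted p of 2.12e-09.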

The up-regulation of *cxcl8a*, *cxcl8b*.*1*, *cxcl18b*, *ccl34a*.*4* with a fold-change between 1.7 and 2.2 may have contributed to an increased sensitivity of the larvae to LPS challenge. Both up- and down-regulated immune transcripts and processes in larvae incubated and exposed to LPS at 24 °C resulted in an intermediate mortality rate of 53.5% compared to other temperature groups (Fig. 7a).

**Figure 7:**
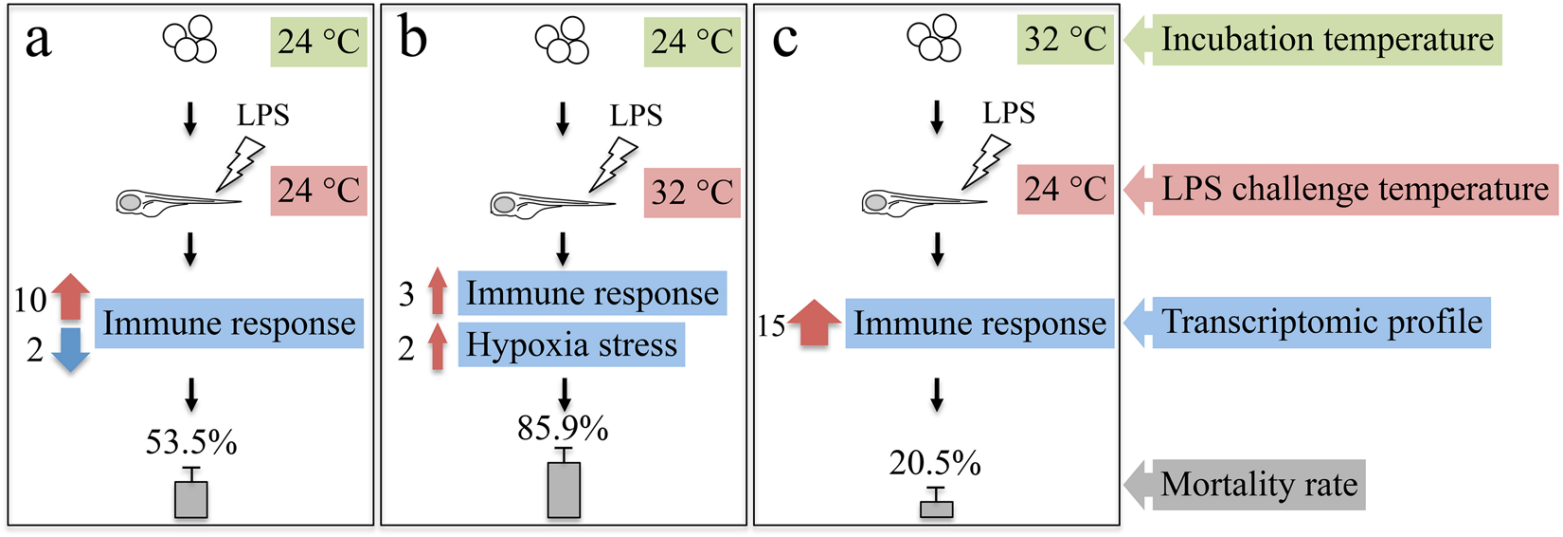
Diagram summarising the effect of incubation (24 °C, 32 °C) and challenge temperatures (24 °C, 32 °C) on the innate immune response of zebrafish larvae to LPS. Larvae incubated and challenged with LPS at 24 °C showed both up- (red arrow) and down-regulated (blue arrow) immune transcripts and processes following LPS challenge (**a**); larvae incubated at 24 °C followed by LPS exposure at 32 °C, displayed a weak immune response at the transcriptome level but additional hypoxia and stress transcripts were stimulated (**b**); an incubation temperature of 32 °C and subsequent LPS challenge at 24 °C elicited a strong immune response in larvae (**c**). The respective mortality rates are also indicated for each temperature group. The width of the arrows reflects the different numbers of immune- and hypoxia-related GO processes that are affected by LPS challenge in each temperature group. Only incubation temperatures 24 °C and 32 °C are shown, since the 28 °C group was not used for transcriptomic analyses.

In larvae incubated at 32 °C and exposed to LPS at 24 °C, pro-inflammatory transcripts (*il1β*, *cxcl8b*.*1*, *ptgs2b*, *cebpβ*, *fosl1a*) and processes (“response to bacterium”, “myeloid leukocyte activation”, “leukocyte chemotaxis”, “defense response”, “response to wounding”) were up-regulated in comparison to the respective controls. The regulation trends of these immune transcripts and processes were similar to those in larvae incubated and challenged with LPS at 24 °C (Table 2, Fig. 5a), and displayed even higher enrichment values of GO processes than the latter group, implying a much stronger innate immune response to LPS. This could contribute to improve the resistance of larvae to LPS in this temperature group (incubation 32 °C × challenge 24 °C) compared to their counterparts (incubation 24 °C × challenge 24 °C). Similarly, enhanced innate immune competence was observed in fish reared at high temperatures, as manifested in serum lysozyme activity^20^, complement activity^21^, respiratory burst^21^, neutrophil proportion^33^, and IFNγ signalling pathway^34^.

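The LPS response of the incubation temperatures was compared on the 214 up- and 93 down-regulated genes of the 24 × 32 °C larvae, which share no library with either, such as the neutrophil gene scpp8, the AP-1 gene junba and the ceramidase gene acer1. These genes were not chosen for immune function, and the 214 had a median log2 fold change of 0.32 at both 24 × 24 °C and 32 × 24 °C. The score of a library was the mean log2 CPM of the up- minus that of the down-regulated genes. It was -0.39 ± 0.08 (SD, n = 3 pools) with LPS and -1.42 ± 0.18 in the control at 24 × 24 °C, a difference of 1.03, and -0.69 ± 0.43 and -1.43 ± 0.05 at 32 × 24 °C, a difference of 0.74. Each difference had an exact permutation p of 0.1, the smallest that 3 against 3 allow. The LPS effect after incubation at 32 °C minus that after 24 °C was -0.29 (exact permutation p = 0.39, where 0.0025 was the smallest possible), and -0.07 to -0.49 with single libraries of these 2 groups left out. Taken within replicate numbers 1 to 3, a pairing chosen after the results were seen, it was -0.736, -0.055 and -0.082, all of one sign (exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). Of 14 genes that the paper gives as regulated by LPS after both incubations, 11 had the larger LPS effect after 32 °C, a difference that edgeR called for none (1 at an unadjusted p under 0.05, mmp9), nor did DESeq2. Among them, il1b differed by 0.44, cxcl8b.1 by 0.76, mmp13a by 0.67 and mmp9 by 1.76, and the 3 with the smaller effect were lye, muc5.1 and igfbp1a. This count was made after the results were seen. The 14 had passed the paper's tests of these same libraries, and few genes passed at 32 × 24 °C. Such a selection favours large estimated effects there, so the count cannot decide the direction. A lower control level can also enlarge an LPS effect. The paper lists mmp9, fosl1a and cebpb as lower in the 32 × 24 °C than in the 24 × 24 °C controls. Of the 37 genes up-regulated at 24 × 24 °C, 6 were higher in the 32 × 24 °C controls, with a median log2 difference of -0.481. The interaction contrast of edgeR gave 0.30 (standard error 0.93, edgeR adjusted p = 1) for the prostaglandin synthase gene ptgs2b, 0.94 (standard error 0.77, edgeR adjusted p = 1) for the AP-1 gene fosl1a and 0.31 (standard error 0.63, edgeR adjusted p = 1) for cebpb. From the similar direction of the immune transcripts and processes and from the higher enrichment values of the GO processes, the paper proposes a stronger innate immune response to LPS after incubation at 32 °C.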

The change from an incubation temperature of 32 °C to the challenge temperature of 24 °C over 7 hours might have had some influence on biological processes. In common carp (*Cyprinus carpio*) that experienced cold exposure from 30 °C to either 23 °C, 17 °C or 10 °C over 1, 2, or 3 days, respectively, the expression profile of approximately 3,400 unique genes was affected^35^. To evaluate the potential effect of temperature decrease, a comparison was performed between control larvae (without LPS treatment) that experienced a temperature decrease from 32 °C to 24 °C and those kept at a constant 24 °C (Supplementary Table S6). We observed the up-regulation of transcripts of one cold-induced gene *cold inducible RNA binding protein b* (*cirbpb*) (1.6-fold) and one temperature responsive process (“response to temperature stimulus”). In particular, the nuclear receptor *nuclear receptor subfamily 1*, *group d*, *member 1* (*nr1d1*) transcripts, which code for proteins involved in both circadian and thermogenic pathways through mediation of brown adipose tissue in response to cold exposure^36^, were up-regulated 3.5-fold. It has been demonstrated that the modulation of physiological metabolism occurs to mitigate the effect of temperature decrease^37^. 

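The cold-inducible RNA-binding protein gene cirbpb was higher in the 32 × 24 °C controls than in the 24 × 24 °C controls, with a log2 fold change of 0.68 (standard error 0.11, edgeR adjusted p = 0.00768). Of 46 heat shock protein genes, none was called with edgeR over all genes (13 had an unadjusted p under 0.05, DESeq2 called 3 on all 18 and 4 on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 3, with 3 up- and 1 down-regulated adjusted over the list alone), with a median of 0.10 (camera adjusted p = 0.0583 upwards, and adjusted p = 0.563 with an estimated correlation). The related gene cirbpa had 0.38 (standard error 0.13, edgeR adjusted p = 0.22). Without single libraries of the comparison, the call of cirbpb ended for 24 × 24 °C control replicate 3 (edgeR adjusted p = 0.0598).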

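Genes of the circadian clock differed between the 32 × 24 °C and 24 × 24 °C controls in both directions. The repressor gene nr1d1, one of the output regulators of the clock, was at 123 ± 30.9 CPM (SD, n = 3 pools) in the 32 × 24 °C controls and 26.0 ± 8.74 CPM in the 24 × 24 °C controls, a log2 fold change of 2.25 (standard error 0.37, edgeR adjusted p = 0.0163). The period gene per1a was higher as well, at 1.92 (standard error 0.25, edgeR adjusted p = 0.0025), with ciarta at 1.37 (standard error 0.23, edgeR adjusted p = 0.0114). The retinoid-related orphan receptor gene rorcb, at -1.82 (standard error 0.27, edgeR adjusted p = 0.00607), and the cryptochrome gene cry1bb, at -1.73 (standard error 0.30, edgeR adjusted p = 0.0157), were lower. Of 34 clock genes, 5 were higher and 3 lower (11 and 6 adjusted over the list alone, camera adjusted p = 8.88e-05 upwards, and adjusted p = 0.511 with an estimated correlation, and adjusted p = 2.48e-05 with fry's mixed test). In the LPS-challenged larvae of the same groups, 7 of these 8 genes differed in the same direction, 6 of them as DEGs, with nr1d1 at 2.79 and per1a at 2.18. The groups were sampled 96 h (32 × 24 °C) and 171 h (24 × 24 °C) after fertilization by the times the paper gives, which differ by 3 h in the hour of the day. When libraries of the comparison were left out in turn, the calls of nr1d1, ciarta and cry1bb ended for 1 or more of 24 × 24 °C control replicates 2 and 3 and 32 × 24 °C control replicates 2 and 3 (edgeR adjusted p of 0.0598 to 0.0944), and those of per1a and rorcb held. The call of nr1d1 also ended under edgeR with a replicate block on the 6 libraries (adjusted p = 0.128, and 5.94e-13 to 0.0328 over its 8 alternatives set before), where edgeR with a replicate block on the 6 libraries was chosen after seeing the data.

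**Figure D3:**
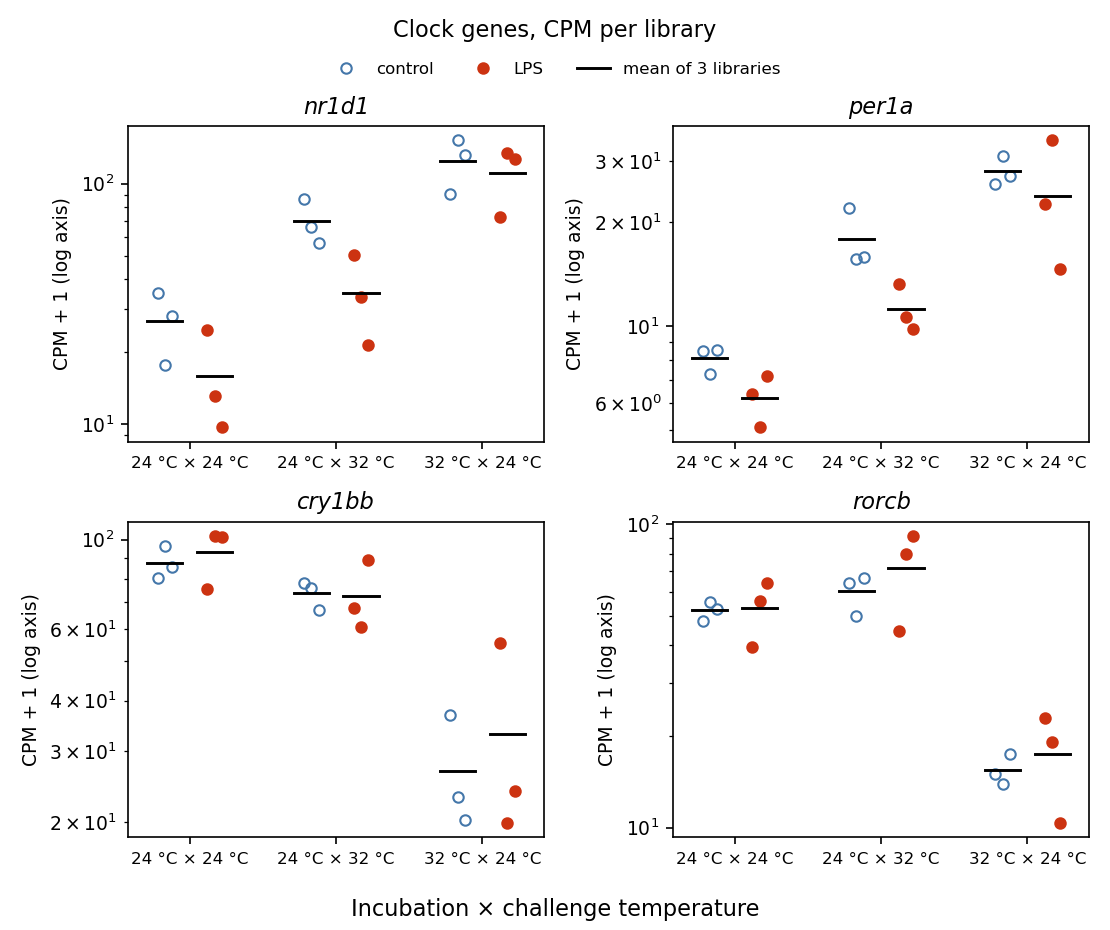
CPM + 1 (log axis) of nr1d1, per1a, cry1bb and rorcb, with the 3 temperature groups (incubation × challenge temperature) on the horizontal axis, open blue points for control libraries, filled red points for LPS-challenged libraries and a black line for the mean of 3 libraries. The mean of cry1bb in controls is 86.5 CPM at 24 × 24 °C and 25.7 CPM at 32 × 24 °C.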

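Between the 32 × 24 °C and 24 × 24 °C controls, hspbap1, whose product binds a small heat shock protein, had a log2 fold change of -1.15 (standard error 0.30, edgeR adjusted p = 0.0833), and hsp70l, one of the near-identical hsp70 copies that may share reads, had -1.65 (standard error 1.08, edgeR adjusted p = 0.577). The vitamin D hydroxylase gene cyp24a1 had -1.56 (standard error 0.78, edgeR adjusted p = 0.439) and the glutathione peroxidase gene gpx1a -0.83 (standard error 0.20, edgeR adjusted p = 0.0615). Out of 8 other settings fixed in advance, 5 called gpx1a, 4 called hspbap1 and 1 called each of hsp70l and cyp24a1, DESeq2 on the 6 libraries in each case. When edgeR had a replicate block on the 6 libraries (chosen after seeing the data), all were called. Of 61 antioxidant and glutathione genes, none was higher and 3 were lower (0 and 5 adjusted over the list alone, camera adjusted p = 6.29e-05 downwards, and adjusted p = 0.511 with an estimated correlation), among them the methionine sulfoxide reductase gene msrb1a, at -0.87 (standard error 0.19, edgeR adjusted p = 0.0452). In fits that left out 1 library of the comparison, the call of msrb1a ended for 24 × 24 °C control replicates 2 and 3 and 32 × 24 °C control replicates 1, 2 and 3 (edgeR adjusted p of 0.0677 to 0.198). The call of msrb1a also ended under edgeR on the 6 libraries of the comparison and removal of both 32 × 24 °C libraries numbered 1 (adjusted p of 0.111 to 0.126, and 0.0101 to 0.111 over its 8 alternatives set before), where removal of both 32 × 24 °C libraries numbered 1 was chosen after seeing the data.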

As expected, some HSP transcripts (*hspb associated protein 1* (*hspbap1*) and *hsp70l*) were down-regulated, as well as the antioxidant gene transcripts *cytochrome P450*, *family 24*, *subfamily A*, *polypeptide 1* (*cyp24a1*) and *gpx1a*. Nonetheless, none of these processes or transcripts were significantly regulated when the LPS treatment was taken into account, indicating that the potential effect from temperature decrease on LPS-stimulated immune response was minimal. Moreover, 10 out of 33 DEGs and all (15 out of 15) GO processes were directly or indirectly related to immunity in larvae incubated at 32 °C and challenged with LPS at 24 °C, suggesting that a more effective immune response may be elicited in larvae from the 32 °C incubation temperature group compared to their counterparts incubated during embryonic development at 24 °C. These results explain the lowest mortality rate (20.5 ± 4.7%) of larvae incubated at 32 °C and challenged with LPS at 24 °C among all the temperature groups (Fig. 7c).

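With LPS at 32 × 24 °C, the clock gene nr1d1 had a log2 fold change of -0.16 (standard error 0.36, edgeR adjusted p = 1) against the controls and the cold-inducible cirbpb 0.02 (standard error 0.11, edgeR adjusted p = 1). The heat shock genes hspbap1 and hsp70l had 0.16 (standard error 0.35, edgeR adjusted p = 1) and 1.58 (standard error 1.17, edgeR adjusted p = 1), and the metabolic genes cyp24a1 and gpx1a had 2.86 (standard error 0.76, edgeR adjusted p = 0.352) and 0.40 (standard error 0.21, edgeR adjusted p = 0.945). The paper reports that none of these transcripts changed significantly with LPS, and reasons that any effect of the temperature decrease on the immune response to LPS was small. Its list for LPS at 24 × 24 °C has cyp24a1 as up-regulated, and its list at 32 × 24 °C was not used here.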

### Effect of challenge temperature on the innate immune response to LPS

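At 24 × 32 °C, the cytokine gene il1b was at 12.3 ± 13.6 CPM (SD, n = 3 pools) with LPS and 2.67 ± 1.03 CPM in the control (edgeR adjusted p = 0.156), with LPS-challenged pools that differed widely. The genes tnfa and il6 had too few counts to pass the filter. Without it, tnfa, which encodes tumour necrosis factor, had 0.1 (standard error 1.87, edgeR adjusted p = 1), and il6 had no count in these libraries. DESeq2 on all 18 libraries called il1b without and with a fold change prior (adjusted p = 0.039 and 0.0447, and 0.039 to 0.278 over its 7 alternatives set before), as did edgeR without LPS replicate 2 (adjusted p = 0.0368). Its log2 fold change of 2.18 became 2.69 there and 0.64 without LPS replicate 3 (adjusted p = 0.639), the highest and lowest on leaving out 1 library of the comparison. Of 14 genes of inflammatory cytokines and chemokines, none was called with edgeR over all genes (3 had an unadjusted p under 0.05, DESeq2 called 1 on all 18 and 0 on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 0, with 0 up- and 0 down-regulated adjusted over the list alone). The median of -0.14 and the mean of 0.31 differed in sign (camera adjusted p = 0.983 downwards, and adjusted p = 0.987 with an estimated correlation). The difference between the LPS effects on il1b at 32 °C and 24 °C was -0.98 (standard error 1.00, edgeR adjusted p = 0.842).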

In larvae incubated at 24 °C and exposed to LPS at 32 °C, only three immune-related processes (“response to external biotic stimulus”, “response to bacterium”, “regeneration”) were enriched, compared to their respective controls (Fig. 5a), and none of the key cytokine genes (*tnfα*, *il1β*, *il6*) was expressed at higher levels, suggesting a limited activation of the innate immune response by LPS. Nevertheless, the abundance of transcripts of some genes with important roles in inflammatory response was changed. For instance, *irg1l* transcript levels were up-regulated 6.3-fold. Its homolog gene, *Irg1*, is inducible by LPS in mouse macrophages, and encodes cis-aconitate decarboxylase to catalyse the production of the antimicrobial itaconate^38^. IRG1 is also involved in suppressing LPS-mediated sepsis and pro-inflammatory cytokine production in mouse^39^. The up-regulation of *timp2b* (4.4-fold) could either activate the pro-inflammatory NF-κB pathway in human melanoma cells, protecting cells from apoptosis^40^, or exert the anti-inflammatory function by inhibiting NF-κB activity in murine microglial cells, to suppress the production of nitric oxide, TNFα, IL1β, and reactive oxygen species (ROS)^41^. Transcript levels of the cytokine gene, *high mobility group box 1b* (*hmgb1b*), which is involved in pro-inflammatory response^42^, necrotic cell death^43^, and sepsis^44^, were down-regulated 1.5-fold. *lect2l* was up-regulated 2.7-fold; LECT2 has a neutrophil chemotactic activity specifically in the liver^45^. 

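The gene hmgb1b, of a nuclear protein that acts as a danger signal when released, was at 134 ± 14.8 CPM (SD, n = 3 pools) with LPS and 212 ± 40.6 CPM in the control at 24 × 32 °C. Its log2 fold change was -0.67 (standard error 0.18, edgeR adjusted p = 0.0562), and that at 24 × 24 °C was -0.14 (standard error 0.17, edgeR adjusted p = 0.993). Of 8 settings fixed beforehand, 4 called hmgb1b in the 24 × 32 °C larvae, DESeq2 on the 6 libraries among them. In edgeR with a replicate block on the 6 libraries (chosen after seeing the data), it was called.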

The protein encoded by *hspd1* (1.7-fold up-regulation) plays a critical role in regeneration and wound healing of both hair cells and caudal fins of zebrafish larvae^46^. 

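The myoglobin gene mb, which encodes an oxygen-binding protein, had a log2 fold change of 1.38 (standard error 0.44, edgeR adjusted p = 0.123) with LPS at 24 × 32 °C. Among 8 settings chosen in advance, 3 called mb, DESeq2 on the 6 libraries among them. Given a replicate block on the 6 libraries in edgeR (chosen after seeing the data), it was not called. Of 61 antioxidant and glutathione genes, 3 rose and none fell (4 and 0 adjusted over the list alone), with a median of 0.05 (camera adjusted p = 0.0309 upwards, and adjusted p = 0.829 with an estimated correlation). Beside gpx1b and gsto2, the glutathione transferase gene gstt2 rose, at 1.20 (standard error 0.28, edgeR adjusted p = 0.0266). At 24 × 24 °C, 0 of the 61 were called with edgeR over all genes (9 had an unadjusted p under 0.05, DESeq2 called 0 on all 18 and 2 on the 6 libraries, and edgeR with a replicate block on the 6 libraries, chosen after seeing the data, called 2), and the median was -0.20 (camera adjusted p = 1.28e-05 downwards, and adjusted p = 0.478 with an estimated correlation). The difference between the LPS effects had a median of 0.40 (camera adjusted p = 2.45e-07 upwards, and adjusted p = 0.417 with an estimated correlation). On leaving out 1 library of the comparison at a time, the call of gstt2 ended for LPS replicate 2 and control replicates 1, 2 and 3 (edgeR adjusted p of 0.0742 to 0.113). The call of gstt2 also ended under DESeq2 with a fold change prior on the 6 libraries, DESeq2 on the 6 libraries and edgeR on counts thinned to the smallest library (adjusted p of 0.179 to 0.19, and 0.0151 to 0.19 over its 8 alternatives set before), where DESeq2 with a fold change prior on the 6 libraries was chosen after seeing the data.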

The oxidative stress and antioxidant response of larvae were affected as well, with the induction of hypoxia processes (“response to hypoxia”, “response to oxygen levels”), hypoxia inducible (*myoglobin* (*mb*), *igfbp1a*) and antioxidant genes (*gpx1b*, *gsto2*, *mgst3b*). In fact, the regulation of ROS and antioxidant activities by LPS has been demonstrated in zebrafish embryos^47,48^. Taken together, the limited inflammatory response and the induced hypoxia and oxidative stress could contribute jointly to the high mortality rate (85.9 ± 2.3%) of larvae incubated at 24 °C and challenged with LPS at 32 °C (Fig. 7b).

An increase in water temperature could lead to hypoxic conditions, which further promote the production of ROS, causing oxidative stress and affecting physiological activities. In control zebrafish larvae experiencing a temperature increase from 24 °C to 32 °C, transcripts of *oxidative stress responsive serine-rich 1* (*oser1*) and *reactive oxygen species modulator 1* (*romo1*) were up-regulated 1.5-fold. On the other hand, transcripts of several antioxidant genes, including *gpx1a*, *glutathione S-transferase*, *alpha tandem duplicate 1* (*gsta*.*1*), *gsto2*, *glutathione S-transferase pi 1* (*gstp1*), *gstp2*, *peroxiredoxin 6* (*prdx6*), and *NADPH oxidase organizer 1a* (*noxo1a*) were down-regulated 1.5–2.4 fold, as compared to larvae kept at constant 24 °C. We also noticed the up-regulation of HSP transcripts, such as *serpin peptidase inhibitor*, *clade H*, *member 1b* (*serpinh1b*), *hsp90aa1*.*1*, *hsp90aa1*.*2*, *crystallin*, *alpha A* (*cryaa*), *DnaJ heat shock protein family member A4* (*dnaja4*), *heat shock cognate 70* (*hsc70*), and the down-regulation of *antifreeze protein type IV* (*afp4*), and *cold inducible RNA binding protein a* (*cirbpa*) (Supplementary Table S7); this suggested that both hypoxia and antioxidant activities were elicited. 

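In the 24 × 32 °C controls, romo1, which encodes a mitochondrial protein linked to reactive oxygen species, was at 309 ± 21.4 CPM (SD, n = 3 pools) against 196 ± 3.92 CPM in the 24 × 24 °C controls, a log2 fold change of 0.66 (standard error 0.10, edgeR adjusted p = 0.000656). The stress-responsive gene oser1 was higher too, at 0.64 (standard error 0.18, edgeR adjusted p = 0.0313). After removal of 1 library of the comparison, the call of oser1 ended for 24 × 24 °C control replicates 1, 2 and 3 and 24 × 32 °C control replicates 1 and 3 (edgeR adjusted p of 0.0608 to 0.205). The call of oser1 also ended under edgeR without the low-count filter and edgeR on counts thinned to the smallest library (adjusted p of 0.0536 to 0.139, and 0.00981 to 0.139 over its 8 alternatives set before).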

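Heat shock protein genes were the clearest group among the controls challenged at 32 °C. Of 46 tested, 19 were higher and none was lower than in the 24 × 24 °C controls (25 and 1 adjusted over the list alone), and this list alone kept its camera call with an estimated correlation (camera adjusted p = 4.03e-17 upwards, and adjusted p = 0.0416 with an estimated correlation). The collagen chaperone gene serpinh1b was at 4.57 (standard error 0.55, edgeR adjusted p = 0.000405), the cytosolic chaperone genes hsp90aa1.1 at 3.66 (standard error 0.45, edgeR adjusted p = 0.000378) and hsp90aa1.2 at 2.52 (standard error 0.20, edgeR adjusted p = 3.79e-07), and the lens chaperone gene cryaa at 2.08 (standard error 0.19, edgeR adjusted p = 2.84e-06). Their co-chaperone dnaja4 was at 2.97 (standard error 0.42, edgeR adjusted p = 0.000736) and hsc70 at 1.36 (standard error 0.22, edgeR adjusted p = 0.000878), and these copies may share reads with others of their families. The cold-inducible cirbpa was lower, at -1.24 (standard error 0.14, edgeR adjusted p = 1.15e-05), and the apolipoprotein-like afp4 had -1.66 (standard error 0.86, edgeR adjusted p = 0.278). Out of 8 alternatives set in advance, 2 called afp4, DESeq2 on the 6 libraries among them. With edgeR and a replicate block on the 6 libraries (chosen after seeing the data), it was not called. The calls of hsp90aa1.1 and dnaja4 ended under edgeR with a replicate block on the 6 libraries (adjusted p of 0.0654 to 0.137, and 2.98e-15 to 0.0445 over their alternatives set before), where edgeR with a replicate block on the 6 libraries was chosen after seeing the data.

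**Figure D4:**
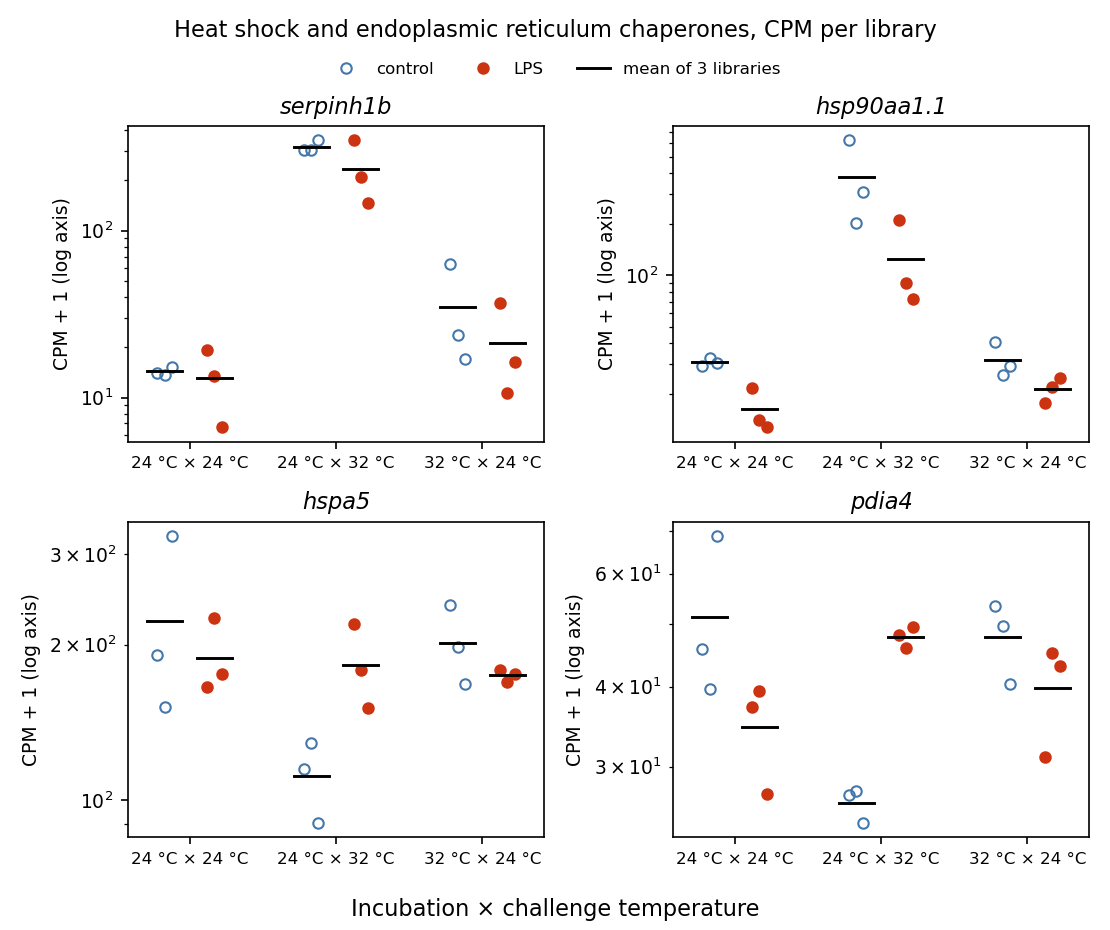
CPM + 1 (log axis) of the heat shock genes serpinh1b and hsp90aa1.1 and the endoplasmic reticulum chaperone genes hspa5 and pdia4, with the 3 temperature groups (incubation × challenge temperature) on the horizontal axis, open blue points for control libraries, filled red points for LPS-challenged libraries and a black line for the mean of 3 libraries. The mean of serpinh1b in controls is 13.4 CPM at 24 × 24 °C and 318 CPM at 24 × 32 °C.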

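Of 61 antioxidant and glutathione genes, 3 were higher and 4 lower in the 24 × 32 °C than in the 24 × 24 °C controls (3 and 6 adjusted over the list alone), with a median of -0.24 (camera adjusted p = 0.00552 downwards, and adjusted p = 0.895 with an estimated correlation). The peroxiredoxin gene prdx6 was lower, at -0.67 (standard error 0.13, edgeR adjusted p = 0.00362), as were the glutathione peroxidase gene gpx1a, at -0.86 (standard error 0.20, edgeR adjusted p = 0.0128), and gstt2, at -1.09 (standard error 0.26, edgeR adjusted p = 0.0137). Of the other glutathione transferase genes, gsta.1 had -0.83 (standard error 0.38, edgeR adjusted p = 0.202), gsto2 -0.79 (standard error 0.34, edgeR adjusted p = 0.179), gstp1 -0.63 (standard error 0.25, edgeR adjusted p = 0.129) and its close copy gstp2, which may share reads with it, -2.40 (standard error 1.44, edgeR adjusted p = 0.356). The NADPH oxidase organizer gene noxo1a had -1.90 (standard error 0.76, edgeR adjusted p = 0.147). Of 8 alternatives set beforehand, 2 called each of gsta.1, gsto2, gstp1 and gstp2 and 1 called noxo1a, DESeq2 on the 6 libraries in each case. Under a replicate block on the 6 libraries in edgeR (chosen after seeing the data), all were called. Of 48 hypoxia-inducible genes, 2 were higher and 2 lower, with a median of -0.03 and camera in the opposite direction (camera adjusted p = 0.813 upwards, and adjusted p = 0.949 with an estimated correlation). The collagen prolyl hydroxylase gene p4ha2 was higher, at 1.45 (standard error 0.23, edgeR adjusted p = 0.000727), and the mitochondrial gene higd1a lower, at -0.96 (standard error 0.20, edgeR adjusted p = 0.00533). With 1 library of the comparison fewer, the calls of gpx1a and gstt2 ended for 1 or more of 24 × 24 °C control replicate 3 and 24 × 32 °C control replicate 2 (edgeR adjusted p of 0.0576 to 0.0669), and those of prdx6, p4ha2 and higd1a held. The calls of gpx1a and gstt2 also ended under edgeR on counts thinned to the smallest library (adjusted p of 0.088 to 0.131, and 0.000226 to 0.131 over their alternatives set before).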

A study in adult Atlantic salmon demonstrated that high temperature and oxygen deficiency affected quite similar genes and pathways related to heat shock and antioxidant responses^49^. Another report in two-banded seabream (*Diplodus vulgaris*), white seabream (*Diplodus sargus*), European seabass (*Dicentrarchus labrax*) and thinlip grey mullet (*Liza ramada*) showed that protective mechanisms, including the production of HSPs, and the antioxidant activity of glutathione S-transferase, catalase, and lipid peroxidation, can be enhanced to alleviate the effects from temperature increase and associated oxidative stress^50^. In our study, there were no significant differences in mortality rates of control larvae when the temperature changed from 24 °C to 32 °C, suggesting a limited effect of the temperature increase *per se*. Nevertheless, we cannot exclude a possible interaction between challenge temperature and LPS treatment.

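The LPS effects at the challenge temperatures of 32 °C and 24 °C differed for PDIA3 (ENSDARG00000102640), a disulfide isomerase gene of the endoplasmic reticulum, by 1.07 (standard error 0.16, edgeR adjusted p = 0.0281) on the log2 scale. Its level was 122 ± 8.77 CPM (SD, n = 3 pools) with LPS and 154 ± 6.39 CPM in the control at 24 × 24 °C, and 190 ± 13.9 and 114 ± 13.6 CPM at 24 × 32 °C. Of 44 genes of endoplasmic reticulum chaperones and the unfolded protein response, 1 was called for this difference (18 adjusted over the list alone), with a median of 0.58 (camera adjusted p = 9.47e-18 upwards, and adjusted p = 0.124 with an estimated correlation, fry adjusted p = 0.0315). Inflammatory signalling had a median of -0.03 (camera adjusted p = 0.602 downwards, and adjusted p = 0.929 with an estimated correlation). The PDIA3 call ended in 10 of 12 fits that left out 1 library of the comparison (edgeR adjusted p up to 0.156), namely all but those without control replicate 1 or LPS replicate 1 of the 24 × 32 °C larvae, and in 2 of the 6 that left out a 32 × 24 °C library, which shares the fit (control replicate 2 or LPS replicate 3).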

### Lipopolysaccharide signalling in zebrafish

It has been demonstrated that the regulation of immune signalling pathways in response to LPS is well conserved between teleosts and mammals^51^ but alternative receptors other than TLR4 for LPS signal transduction can exist in teleosts. Some other fish-specific TLRs, such as TLR21 and TLR22, have been proposed as LPS receptor candidates^52^. However, no TLR genes showed significantly different expression in the present study. 

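Of 16 TLR genes found in the table, 1 had enough counts to be tested, tlr5b, whose product recognises flagellin, with 9 to 50 counts per library. Its log2 fold change was 0.21 (standard error 0.28, edgeR adjusted p = 0.998) at 24 × 24 °C, 0.13 (standard error 0.32, edgeR adjusted p = 0.881) at 24 × 32 °C and 0.28 (standard error 0.34, edgeR adjusted p = 1) at 32 × 24 °C. The fish genes tlr18, tlr22 and tlr21 had at most 16, 14 and 3 counts in a library, and the tlr4 copies tlr4ba, tlr4bb and tlr4al at most 7, 1 and 1, and none of these passed the count filter.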

Some non-TLR receptors are also known to be involved in LPS signal transduction, such as beta-2 integrins^53^, scavenger receptor^54^, and C-type lectin^55^. GO analyses and InterPro annotation identified some up-regulated transcripts with potentially similar functions in zebrafish larvae exposed to LPS. *CD44 molecule a* (*cd44a*) codes for a protein with a C-type lectin-like domain and the genes *transmembrane protease*, *serine 4a* (*tmprss4a*) and *tmprss13b* encode scavenger receptors. 

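The gene cd44a, of a hyaluronan receptor on the cell surface, had a log2 fold change of 2.04 (standard error 0.46, edgeR adjusted p = 0.0559) at 24 × 24 °C, 2.37 (standard error 0.64, edgeR adjusted p = 0.0582) at 24 × 32 °C and 2.16 (standard error 0.61, edgeR adjusted p = 0.335) at 32 × 24 °C. The membrane serine protease gene tmprss4a had 1.02 (standard error 0.34, edgeR adjusted p = 0.334), 1.00 (standard error 0.42, edgeR adjusted p = 0.239) and 0.49 (standard error 0.40, edgeR adjusted p = 1) in the same order, and tmprss13b had 1.39 (standard error 0.37, edgeR adjusted p = 0.128), 0.73 (standard error 0.49, edgeR adjusted p = 0.477) and 0.60 (standard error 0.46, edgeR adjusted p = 1). All 9 values were positive and none was called with edgeR over all 18 libraries. Among 8 alternatives set before the results, 6 called cd44a and 2 called each of tmprss4a and tmprss13b in the 24 × 24 °C larvae, DESeq2 on the 6 libraries in each case, and so did edgeR without control replicate 3 for cd44a (adjusted p = 0.0127). By edgeR with a replicate block on the 6 libraries (chosen after seeing the data), all were called.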

The products of *proteoglycan 4b* (*prg4b*) and *integrin*, *alpha V* (*itgav*) genes display scavenger receptor and integrin activities, respectively. 

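The lubricin gene prg4b rose with LPS at 24 × 32 °C, at 1.57 (standard error 0.30, edgeR adjusted p = 0.00988), and so did the integrin subunit gene itgav, at 1.16 (standard error 0.26, edgeR adjusted p = 0.0237). At 24 × 24 °C, prg4b had 0.32 (standard error 0.29, edgeR adjusted p = 0.97) and itgav 0.03 (standard error 0.24, edgeR adjusted p = 1), and the difference between the LPS effects had an edgeR adjusted p of 0.494 for prg4b and 0.477 for itgav. When any 1 library of the comparison was dropped, the calls of prg4b and itgav ended for 1 or more of LPS replicate 2 and control replicates 1, 2 and 3 (edgeR adjusted p of 0.0566 to 0.104). The call of itgav also ended under edgeR on counts thinned to the smallest library (adjusted p = 0.0771, and 0.00347 to 0.0771 over its 8 alternatives set before).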

Further experimental evidence is needed to support their potential roles in sensing LPS.

Heat shock proteins have been implicated in LPS signal transduction. Human HSP60 contains a specific region for LPS binding^56^, while murine HSP60 was able to bind to its specific receptor on the macrophage surface independent of TLR4, but its subsequent cytokine response was dependent on TLR4^57^. Another study in Chinese hamster (*Cricetulus griseus*) ovary cells revealed that HSP70 and HSP90 were involved in sensing LPS signal from CD14 and transferring to the downstream receptors^58^. Our data showed the up-regulation of *hspd1* and *hsp90b1* in larvae incubated at 24 °C and challenged with LPS at 32 °C, suggesting their possible roles in LPS signalling. Moreover, the expression of *anxa2a* and its receptor gene *s100a10b* was up-regulated in all three temperature groups. 

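The annexin gene anxa2a, whose product binds membranes and calcium, had a log2 fold change of 1.76 (standard error 0.36, edgeR adjusted p = 0.0511) at 24 × 24 °C, 1.36 (standard error 0.36, edgeR adjusted p = 0.0656) at 24 × 32 °C and 1.78 (standard error 0.37, edgeR adjusted p = 0.145) at 32 × 24 °C. The gene of its partner s100a10b had 0.66 (standard error 0.22, edgeR adjusted p = 0.337), 0.86 (standard error 0.22, edgeR adjusted p = 0.0516) and 1.17 (standard error 0.23, edgeR adjusted p = 0.072) in the same order. All 6 values were positive and none was called with edgeR over all 18 libraries. Out of 8 other settings fixed in advance, 6 called anxa2a and 2 called s100a10b in the 24 × 24 °C larvae, DESeq2 on the 6 libraries in each case. When edgeR had a replicate block on the 6 libraries (chosen after seeing the data), both were called. Of 8 settings fixed beforehand, 4 called each of anxa2a and s100a10b in the 24 × 32 °C larvae, DESeq2 on the 6 libraries in each case, and so did edgeR without control replicate 1 for s100a10b (adjusted p = 0.0143). In edgeR with a replicate block on the 6 libraries (chosen after seeing the data), both were called. Among 8 settings chosen in advance, 3 called each of anxa2a and s100a10b in the 32 × 24 °C larvae, DESeq2 on the 6 libraries in each case, and so did edgeR without LPS replicate 1 for anxa2a (adjusted p = 0.00533) and s100a10b (adjusted p = 0.0309). Given a replicate block on the 6 libraries in edgeR (chosen after seeing the data), both were called.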

Annexin has multiple functions, including modulation of reactive oxygen species^59^ and regulation of the inflammatory response triggered by TLR4^60^. Its new function as a TLR2 ligand was recently reported in mouse^61^. It is also noteworthy that the transcripts of *lye* were up-regulated between 2.4- and 3.6-fold in all three temperature groups. 

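The gene lye, of the Ly-6 family expressed in epithelia, rose at 24 × 24 °C, by 1.90 (standard error 0.30, edgeR adjusted p = 0.00853) on the log2 scale, and at 24 × 32 °C, by 1.66 (standard error 0.32, edgeR adjusted p = 0.0134), and had 1.79 (standard error 0.31, edgeR adjusted p = 0.0704) at 32 × 24 °C. Out of 8 alternatives set in advance, 3 called lye in the 32 × 24 °C larvae, DESeq2 on the 6 libraries among them, and so did edgeR without LPS replicate 1 (adjusted p = 0.0383). With edgeR and a replicate block on the 6 libraries (chosen after seeing the data), it was called. The difference between the LPS effects was -0.25 (standard error 0.43, edgeR adjusted p = 0.914) between challenge temperatures and -0.12 (standard error 0.43, edgeR adjusted p = 1) between incubation temperatures. Once 1 library of the comparison was withheld, the call of lye in the 24 × 24 °C larvae ended for control replicates 1 and 3 (edgeR adjusted p of 0.0523 to 0.0647). In the leave-one-out fits of the comparison, the call of lye in the 24 × 32 °C larvae ended for control replicates 2 and 3 (edgeR adjusted p of 0.0673 to 0.0703).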

*Lye* is constitutively expressed in immune and epithelial cells^62^, with pleiotropic functions in extracellular signal transduction, phagocyte activation, and inflammatory response^63^. The direct interaction between LPS and these genes should be investigated to ascertain their involvement in LPS recognition and signalling cascade in fish.

## Conclusions

In summary, we demonstrated that both embryonic incubation and challenge temperatures affected the innate immune response to LPS in zebrafish larvae (Fig. 7). The lowest incubation temperature (24 °C) resulted in a higher mortality rate of larvae compared to the other two incubation temperatures (28 °C and 32 °C). Transcriptome analyses revealed the underlying molecular basis of this plasticity. The up-regulation of innate immune processes in response to LPS challenge was restricted in larvae originating from the lowest embryonic incubation temperature. The highest challenge temperature not only limited the immune response but also stimulated additional hypoxia and oxidative stress processes. Three genes (*anxa2a*, *s100a10b*, and *lye*), whose transcripts were up-regulated in larvae from all the temperature groups are promising receptor candidates in LPS signal transduction. These results substantially increase our understanding of the thermal plasticity of the innate immunity in zebrafish during their early development and have broader implications for fisheries and aquaculture in the context of global climate change.

## Materials and Methods

### Ethics statement

All animal procedures were conducted in compliance with the guidelines provided by the Norwegian Animal Research Authority (FOTS ID 8387) and approved by the Nord University (Norway) ethics committee.

### Fish husbandry

Zebrafish (AB strain) were maintained in a recirculating system (Aquatic Habitats, USA) under standard husbandry conditions, including a stable temperature of 28 ± 0.5 °C and photoperiod of 12 h light: 12 h dark. Adult fish were fed SDS Small Granular diet (Special Diets Services, SDS, UK) for maintenance, and SDS 400 for conditioning prior to spawning.

### Experimental design

The experimental design is illustrated in Fig. 8. Eggs were collected in the morning two hours after first light. Approximately 3,000–4,000 eggs (2- to 64-cell stage) obtained from 10 males and 20 females were pooled and then divided into three groups with an approximately equal number in each group. The temperatures of three groups were adjusted to 24 °C, 28 °C, and 32 °C, respectively, at a rate of 0.6–0.8 °C/h. Eggs were incubated in sterile E3 medium containing 0.1 mg/L methylene blue (Sigma-Aldrich, USA) until the first-feeding stage. This standard ontogeny stage is defined as the point when the swim bladder is inflated, the mouth is protruding and larvae start to actively seek food^64^. One-third of the medium was changed daily and larvae were not fed throughout the experiment. When 75% reached the first-feeding stage (129 ± 1 hpf at 24 °C, 74 ± 1 at 28 °C, 54 ± 1 at 32 °C; Supplementary Table S1, Supplementary Fig. S1c), larvae from each incubation temperature group were further divided into the three challenge temperature groups (24 °C, 28 °C, 32 °C), and the temperature adjustments were performed as above. As shown in Supplementary Fig. S2, there were no significant differences in body length with incubation temperature (4.1 ± 0.2 mm at 24 °C, 4.0 ± 0.1 mm at 28 °C, and 4.1 ± 0.2 mm at 32 °C; mean ± s.d., n = 10). A full factorial design of three incubation temperatures and three challenge temperatures yielded nine temperature combinations. A total of 18 beakers (nine for LPS challenge and nine for control) were used. After 18 h, some larvae from each incubation × challenge temperature group were immersed in distilled water containing 10 µg/L LPS from *Pseudomonas aeruginosa* 10 (Sigma-Aldrich, USA). LPS was prepared as a stock solution at 10 mg/L in standard phosphate-buffered saline (Sigma-Aldrich, USA). The remaining individuals (controls) were immersed in distilled water containing the same dose of phosphate-buffered saline (200 µL). Larvae were kept in open 500 mL beakers immersed in fish tanks at 24 °C, 28 °C or 32 °C (challenge temperature) at a density of 149 ± 32 larva per 200 mL (n = 54, Supplementary Table S1). At the start (0 h) and 24 h post LPS challenge, mortality rates of LPS-treated and control larvae were determined in triplicate. Significant differences were evaluated by two-way analysis of variance (ANOVA) and LSD *post hoc* test with SPSS Statistics (v21.0.0.0, IBM). The ANOVA assumptions of normality and equal variance of the data were verified by Kolmogorov-Smirnov test and by Levene’s test, respectively. Statistical significance was determined at *p*-value < 0.05. Mortality rates were presented as mean ± standard deviation (s.d.). The experiment was repeated three times using randomly selected broodstock fish from the same laboratory population.

**Figure 8:**
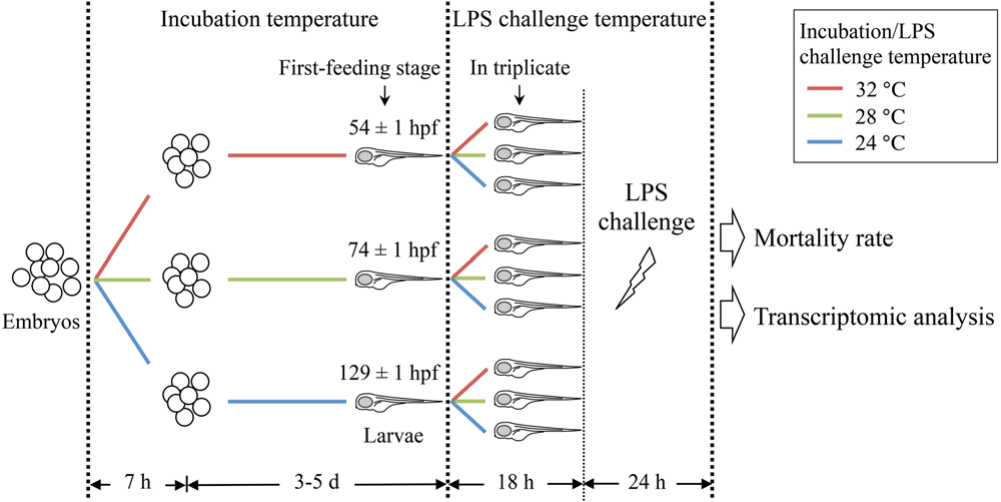
Experimental design. Zebrafish embryos obtained from spawning wild type fish maintained at 28 °C, were randomly assigned to three groups and incubated at 24 °C, 28 °C, or 32 °C (incubation temperature) throughout embryonic development. At the first-feeding stage, larvae from each incubation temperature group were divided into three new groups, followed by a temperature change to either of 24 °C, 28 °C or 32 °C (LPS challenge temperature) over 7 hours. At 18 h post the first-feeding stage, the LPS challenge was performed in all 9 temperature groups (3 incubation temperatures × 3 challenge temperatures). Mortality was evaluated at 24 h post LPS challenge. Groups exhibiting significantly different mortality rates were chosen for further transcriptomic analyses.

At 24 h post LPS challenge, three LPS challenge replicates and three control replicates from each of the three incubation × challenge temperature groups (incubation 24 °C × challenge 24 °C, incubation 24 °C × challenge 32 °C, incubation 32 °C × challenge 24 °C) were chosen for further transcriptomic analyses. All three incubation × challenge temperature groups showed significantly different mortality rates following LPS challenge (Fig. 1). Larvae were euthanized with 300 mg/L tricaine methanesulfonate (MS-222; Sigma-Aldrich, USA), snap-frozen in liquid nitrogen and stored at −80 °C until use. To obtain sufficient total RNA for transcriptome sequencing, each replicate was a pool of five larvae.

### Total RNA isolation, library preparation and mRNA sequencing

Samples were homogenized at 6,500 rpm for 2 × 20 s in a Precellys 24 homogenizer (Bertin Instruments, France). Total RNA was extracted from whole larvae following the QIAzol protocol (Qiagen, Germany). RNA concentration, purity and quality were determined using the NanoDrop 1000 (Thermo Scientific, USA) and the TapeStation 2200 (Agilent Technologies, USA).

TruSeq libraries were prepared from total RNA according to the manufacturer’s protocol (Illumina, USA). After purification with oligo-dT beads, mRNAs were washed and fragmented into an average length of 508–541 base pairs. The first strand of complementary DNA was synthesized with random hexamer primers (Illumina, USA), while the second strand was synthesized by Second Strand Master Mix (Illumina, USA). All 18 libraries were barcoded and normalized with the KAPA library quantification kit (Kapa Biosystems, USA). The pooled libraries were then denatured according to the NextSeq System Denature and Dilute Libraries Guide (Illumina, USA) and loaded at 11 pM on a NextSeq 500 reagent cartridge (Illumina, USA) for 150 cycle, paired-end sequencing at the Nord University genomics platform (Norway).

### Bioinformatics analyses

Raw RNA-seq data were converted to FASTQ format with bcl2fastq2 (v2.17, Illumina), followed by quality control using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and adapter removal using cutadapt (http://cutadapt.readthedocs.io/en/stable/guide.html) with the parameters: -q 30,25 --quality-base = 33 --trim-n -m 20. Clean reads were mapped to the zebrafish transcriptome (GRCz10.86.chr.gtf) and genome (GRCz10.dna.toplevel.fa) from Ensembl (http://www.ensembl.org) using TopHat2^65^ with parameters: -r 100 --mate-std-dev 100. Mapped reads were counted against the reference transcriptome (GRCz10.86.chr.gtf) by HTSeq-count (http://htseq.readthedocs.io/en/release_0.9.1/), and further used for differential expression analyses by DESeq2^66^ to compare LPS-treated versus control groups. DEGs were determined by DESeq2 with an adjusted *p*-value < 0.05 (Benjamin-Hochberg method). DEGs with a |fold change| ≥ 1.5 were subjected to Gene Ontology (GO) biological process and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses by clusterProfiler^67^. Graphical representation was achieved using ggplot2 and pheatmap R packages.

## Electronic supplementary material

Supplementary Tables S1-S7 and Figures S1-S2

# Supplementary material for: Low incubation temperature during early development negatively affects survival and related innate immune processes in zebrafish larvae exposed to lipopolysaccharide
**Source:** Sci Rep. 2018 Mar 7;8:4142. doi: 10.1038/s41598-018-22288-8

Low incubation temperature during early development negatively
affects survival and related innate immune processes in zebrafish
larvae exposed to lipopolysaccharide

Qirui Zhang, Martina Kopp, Igor Babiak & Jorge M.O. Fernandes*

Supplementary Material

Supplementary Table legends

Supplementary Table S1. Early development and mortality rate of zebrafish larvae following LPS challenge in all temperature groups. Embryo survival rate, hatching rate, hours until 75% larvae reaching first-feeding stage, body size, numbers of larvae used in experiment and mortality rates are shown. Significance was analysed using two-way ANOVA ($p < 0.05$).

Supplementary Table S2. Summary of sequenced and mapped reads from each library.

Supplementary Table S3. Full list of differentially expressed genes in LPS-challenged larvae compared to control (adjusted p -value < 0.05 , Benjamin-Hochberg method, DESeq2).

Supplementary Table S4. Full list of GO processes enriched in LPS-challenged larvae compared to the corresponding untreated control (adjusted p -value < 0.05 , Benjamin-Hochberg method, clusterProfiler).

Supplementary Table S5. KEGG pathways enriched in LPS-challenged larvae compared to the corresponding untreated control (adjusted p -value < 0.05 , Benjamin-Hochberg method, clusterProfiler).

Supplementary Table S6. Comparison of DEGs and GO processes in control larvae between Incubation 32 °C $\times$ Challenge 24 °C and Incubation 24 °C $\times$ Challenge 24 °C.

Supplementary Table S7. Comparison of DEGs and GO processes in control larvae between Incubation 24 °C $\times$ Challenge 32 °C and Incubation 24 °C $\times$ Challenge 24 °C.

Supplementary Figure legends

Supplementary Figure S1. Early development of zebrafish at different incubation temperatures. Embryo survival (a), egg hatching rate (b), and time until 75% larvae reaching first-feeding stage (c) at different incubation temperatures are shown. The first-feeding stage is reached by 129 ± 1 , 74 ± 1 and 54 ± 1 hours post-fertilization at 24 °C, 28 °C and 32 °C, respectively (mean $\pm$ S.E., n=129, 138 and 152, respectively). Superscript letters indicate significant (p -value < 0.05) differences determined by two-way ANOVA.

Supplementary Figure S2. Morphology of first feeding larvae at different incubation temperatures. (a) Morphology of first feeding larvae incubated at 24 °C (129 hpf), 28 °C (74 hpf) or 32 °C (54 hpf), and (b) respective body length (4.1 ± 0.2 mm at 24 °C, 4.0 ± 0.1 mm at 28 °C, and 4.1 ± 0.2 mm at 32 °C; mean $\pm$ s.d., n=10) are shown.

Supplementary Table S1. Early development and mortality rate of zebrafish larvae following LPS challenge in all temperature groups.

Mortality rates of LPS-challenged larvae and control at different temperatures

Thermal conditions		Mortality rate (%)									
Incubation temperature	Challenge temperature	Replicate 1		Replicate 2		Replicate 3		Mean		s.d.	
		Control	LPS	Control	LPS	Control	LPS	Control	LPS	Control	LPS
24 °C	24 °C	0.0	48.1	0.0	51.5	0.0	61.0	0.0	53.51	0.00	3.87
24 °C	28 °C	2.5	62.9	0.0	76.1	0.0	76.9	0.8	71.93	0.85	4.54
24 °C	32 °C	1.5	82.0	0.0	85.5	2.9	90.1	1.5	85.85	0.84	2.34
28 °C	24 °C	0.0	15.4	0.0	20.0	0.0	37.7	0.0	24.35	0.00	6.79
28 °C	28 °C	1.3	58.7	0.0	43.5	0.0	49.5	0.4	50.56	0.43	4.42
28 °C	32 °C	2.0	78.3	0.0	60.5	0.0	68.3	0.7	69.02	0.68	5.16
32 °C	24 °C	0.0	11.5	1.8	27.4	0.0	22.8	0.6	20.54	0.61	4.72
32 °C	28 °C	0.9	49.2	0.0	47.7	0.0	52.2	0.3	49.69	0.30	1.33
32 °C	32 °C	2.0	60.8	5.9	72.3	1.0	65.8	1.5	66.31	1.51	3.32

The mortality rate of one control group (in red color) was identified as an outlier by Grubbs test, and was removed.

Larvae numbers used in the experiment

Replicate 1

Incubation temperature	Challenge temperature	Control				LPS			
		Dead	Survival	Total	Mortality (%)	Dead	Survival	Total	Mortality (%)
24 °C	24 °C	0	156	156	0.0	88	95	183	48.1
24 °C	28 °C	3	115	118	2.5	110	65	175	62.9
24 °C	32 °C	3	199	202	1.5	91	20	111	82.0
28 °C	24 °C	0	195	195	0.0	30	165	195	15.4
28 °C	28 °C	2	152	154	1.3	81	57	138	58.7
28 °C	32 °C	3	145	148	2.0	130	36	166	78.3
32 °C	24 °C	0	150	150	0.0	17	131	148	11.5
32 °C	28 °C	1	109	110	0.9	61	63	124	49.2
32 °C	32 °C	2	98	100	2.0	121	78	199	60.8

Replicate 2

Incubation temperature	Challenge temperature	Control				LPS			
		Dead	Survival	Total	Mortality (%)	Dead	Survival	Total	Mortality (%)
24 °C	24 °C	0	116	116	0.0	53	50	103	51.5
24 °C	28 °C	0	131	131	0.0	108	34	142	76.1
24 °C	32 °C	0	84	84	0.0	118	20	138	85.5
28 °C	24 °C	0	112	112	0.0	34	136	170	20.0
28 °C	28 °C	0	137	137	0.0	80	104	184	43.5
28 °C	32 °C	0	160	160	0.0	124	81	205	60.5
32 °C	24 °C	2	108	110	1.8	49	130	179	27.4
32 °C	28 °C	0	132	132	0.0	82	90	172	47.7
32 °C	32 °C	7	111	118	5.9	133	51	184	72.3

Replicate 3

Incubation temperature	Challenge temperature	Control				LPS			
		Dead	Survival	Total	Mortality (%)	Dead	Survival	Total	Mortality (%)
24 °C	24 °C	0	132	132	0.0	61	39	100	61.0
24 °C	28 °C	0	164	164	0.0	113	34	147	76.9
24 °C	32 °C	3	100	103	2.9	127	14	141	90.1
28 °C	24 °C	0	162	162	0.0	55	91	146	37.7
28 °C	28 °C	0	176	176	0.0	103	105	208	49.5
28 °C	32 °C	0	117	117	0.0	114	53	167	68.3
32 °C	24 °C	0	168	168	0.0	33	112	145	22.8
32 °C	28 °C	0	148	148	0.0	83	76	159	52.2
32 °C	32 °C	1	101	102	1.0	131	68	199	65.8

Survival rate of embryos incubated at different temperatures

24 °C

	Total	Dead	Survival	Survival rate (%)
Replicate 1	132	32	100	75.8
Replicate 2	117	24	93	79.5
Replicate 3	120	30	90	75.0
Mean				76.7
S.D.				2.4

28 °C

	Total	Dead	Survival	Survival rate (%)
Replicate 1	126	44	82	65.1
Replicate 2	116	32	84	72.4
Replicate 3	174	28	146	83.9
Mean				73.8
S.D.				9.5

32 °C

	Total	Dead	Survival	Survival rate (%)
Replicate 1	129	30	99	76.7
Replicate 2	134	26	108	80.6
Replicate 3	120	20	100	83.3
Mean				80.2
S.D.				3.3

Hatching rate of eggs incubated at different temperatures

24 °C

	Total	Final hatched	Final hatched %
Replicate 1	98	98	100.0
Replicate 2	126	120	95.2
Replicate 3	114	105	92.1
Mean			95.8
S.D.			4.0

28 °C

	Total	Final hatched	Final hatched %
Replicate 1	102	100	98.0
Replicate 2	100	98	98.0
Replicate 3	111	111	100.0
Mean			98.7
S.D.			1.1

32 °C

	Total	Final hatched	Final hatched %
Replicate 1	132	132	100.0
Replicate 2	104	104	100.0
Replicate 3	112	110	98.2
Mean			99.4
S.D.			1.0

Hours until first-feeding stage at different incubation temperatures

24 °C

	Total	1st feeding	1st feeding %	First feeding time (h)
Replicate 1	49	37	75.5	130
Replicate 2	42	32	76.2	127.5
Replicate 3	38	29	76.3	129.5
Mean				129.0
S.D.				1.3

28 °C

	Total			First feeding time (h)
Replicate 1	51	38	74.5	74
Replicate 2	50	38	76.0	72
Replicate 3	37	28	75.7	74.5
Mean				73.5
S.D.				1.3

32 °C

	Total			First feeding time (h)
Replicate 1	44	33	75.0	53
Replicate 2	52	39	75.0	53.5
Replicate 3	56	42	75.0	54.5
Mean				53.7
S.D.				0.8

* The time is the hours post fertilization when 75% of larvae reached the first-feeding stage.

Supplementary Table S2. Summary of sequenced and mapped reads from each library.

Incubation x Challenge	Treatment	Replicate	Raw Reads	Trimmed Reads	Trimmed Reads (%)	≥ Q30 Reads	≥ Q30 Reads (%)	Mapped Reads	Mapped Reads (%)
24 °C x 24 °C	Control	1	29,138,294	27,993,192	96.1%	24,248,483	86.6	20,795,171	74.3
24 °C x 24 °C	Control	2	39,589,228	37,926,356	95.8%	32,266,081	85.1	27,513,112	72.5
24 °C x 24 °C	Control	3	48,009,280	46,119,584	96.1%	39,781,550	86.3	34,199,926	74.2
24 °C x 24 °C	LPS	1	38,607,716	37,020,126	95.9%	31,778,088	85.8	27,149,958	73.3
24 °C x 24 °C	LPS	2	32,606,122	31,319,710	96.1%	27,015,219	86.3	23,097,284	73.7
24 °C x 24 °C	LPS	3	13,087,100	12,494,350	95.5%	10,490,981	84.0	9,112,339	72.9
24 °C x 32 °C	Control	1	16,636,234	15,995,190	96.1%	13,842,591	86.5	12,000,553	75.0
24 °C x 32 °C	Control	2	16,462,628	15,830,164	96.2%	13,723,577	86.7	11,909,198	75.2
24 °C x 32 °C	Control	3	13,710,256	13,163,236	96.0%	11,401,416	86.6	9,886,811	75.1
24 °C x 32 °C	LPS	1	11,339,354	10,897,668	96.1%	9,344,199	85.7	8,183,262	75.1
24 °C x 32 °C	LPS	2	15,830,474	15,260,992	96.4%	13,247,552	86.8	11,573,004	75.8
24 °C x 32 °C	LPS	3	13,709,870	13,185,506	96.2%	11,463,527	86.9	9,744,808	73.9
32 °C x 24 °C	Control	1	19,012,080	18,266,678	96.1%	15,798,692	86.5	13,479,617	73.8
32 °C x 24 °C	Control	2	13,945,212	13,399,992	96.1%	11,512,240	85.9	9,927,664	74.1
32 °C x 24 °C	Control	3	13,415,120	12,885,140	96.0%	11,161,100	86.6	9,554,337	74.2
32 °C x 24 °C	LPS	1	13,706,952	13,159,532	96.0%	11,362,226	86.3	9,763,391	74.2
32 °C x 24 °C	LPS	2	14,563,068	13,992,340	96.1%	12,093,805	86.4	10,083,518	72.1
32 °C x 24 °C	LPS	3	12,885,394	12,324,942	95.7%	10,574,337	85.8	9,134,316	74.1
Sum			376,254,382	361,234,698	96.0%	311,105,664		267,108,269	

Supplementary Table S3. Full list of differentially expressed genes in LPS-challenged larvae compared to control (adjusted p-value < 0.05, Benjamin-Hochberg method, DESeq2).

Incubation 24 °C × Challenge 24 °C LPS vs control (294 DEGs)

* Adjusted *p*-value (padj) < 0.05, Benjamin-Hochberg method; |fold change| ≥ 1.5

Up-regulated (144 DEGs)

Ensembl_ID	Fold_Change	Padj	ZFIN_Symbol	Description
ENSDARG00000012395	8.5	0.000	mmp13a	matrix metalloproteinase 13a
ENSDARG000000098700	5.3	0.000	il1b	interleukin 1, beta
ENSDARG00000010276	5.1	0.000	ptgs2b	prostaglandin-endoperoxide synthase 2b
ENSDARG000000093124	4.6	0.000	scpp8	secretory calcium-binding phosphoprotein 8
ENSDARG000000099351	3.7	0.000	igfbp1a	insulin-like growth factor binding protein 1a
ENSDARG00000015355	3.6	0.000	fosl1a	FOS-like antigen 1a
ENSDARG000000105422	3.4	0.000	si:dkey-1k23.3	si:dkey-1k23.3
ENSDARG000000100630	3.4	0.000	lye	lymphocyte antigen-6, epidermis
ENSDARG000000090352	3.4	0.000	CR855311.1	Chromosome 16: 31,668,025-31,670,760 reverse strand
ENSDARG000000073900	3.3	0.000	fam212b	family with sequence similarity 212, member B
ENSDARG000000102059	3.1	0.000	si:ch211-117l17.6	si:ch211-117l17.6
ENSDARG000000104593	3.1	0.000	cyp2k18	cytochrome P450, family 2, subfamily K, polypeptide 18
ENSDARG000000104992	3.1	0.000	epgn	epithelial mitogen homolog (mouse)
ENSDARG000000103277	2.9	0.000	cyp24a1	cytochrome P450, family 24, subfamily A, polypeptide 1
ENSDARG000000003216	2.9	0.000	anxa2a	annexin A2a
ENSDARG000000031136	2.8	0.000	moxd1	monooxygenase, DBH-like 1
ENSDARG000000040284	2.7	0.000	si:dkey-79d12.5	si:dkey-79d12.5
ENSDARG000000009544	2.7	0.000	cldnb	claudin b
ENSDARG000000007344	2.6	0.000	tcap	titin-cap (telethonin)
ENSDARG000000068493	2.5	0.000	si:zfos-411a11.2	si:zfos-411a11.2
ENSDARG000000002295	2.5	0.000	si:dkey-21p1.3	si:dkey-21p1.3
ENSDARG000000074487	2.5	0.000	CR762483.1	Chromosome 13: 30,562,119-30,564,069 forward strand
ENSDARG000000097123	2.4	0.000	FP102170.1	Chromosome 24: 38,777,319-38,782,952 reverse strand
ENSDARG000000060094	2.4	0.000	ptgis	prostaglandin I2 (prostacyclin) synthase
ENSDARG000000036135	2.4	0.000	bbox1	butyrobetaine (gamma), 2-oxoglutarate dioxygenase (gamma-butyrobetaine hydroxylase) 1
ENSDARG000000056795	2.3	0.000	serpine1	serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1
ENSDARG000000075121	2.3	0.000	hbegfa	heparin-binding EGF-like growth factor a
ENSDARG000000091801	2.3	0.000	serpinb14	serpin peptidase inhibitor, clade B (ovalbumin), member 14
ENSDARG000000104795	2.2	0.000	cxcl8a	chemokine (C-X-C motif) ligand 8a
ENSDARG000000104133	2.2	0.000	5S_rRNA	5S ribosomal RNA
ENSDARG000000099411	2.2	0.000	zgc:158343	zgc:158343
ENSDARG000000087863	2.2	0.000	cd44a	CD44 molecule (Indian blood group) a
ENSDARG000000093381	2.1	0.000	tgm2l	transglutaminase 2, like
ENSDARG000000017799	2.1	0.000	tgm1	transglutaminase 1, K polypeptide
ENSDARG000000068288	2.1	0.000	lamc2	laminin, gamma 2
ENSDARG000000039863	2.1	0.000	lifrb	leukemia inhibitory factor receptor alpha b
ENSDARG000000075261	2.1	0.000	timp2b	TIMP metalloproteinase inhibitor 2b
ENSDARG000000002298	2.1	0.000	ankrd22	ankyrin repeat domain 22
ENSDARG000000013855	2.1	0.000	slc12a3	solute carrier family 12 (sodium/chloride transporter), member 3
ENSDARG000000089441	2.0	0.000	si:ch211-105c13.3	si:ch211-105c13.3

ENSDARG00000014047	2.0	0.000	cldn7b	claudin 7b
ENSDARG00000042816	2.0	0.001	mmp9	matrix metalloproteinase 9
ENSDARG00000099960	2.0	0.000	elovl1a	ELOVL fatty acid elongase 1a
ENSDARG000000101986	2.0	0.000	irf6	interferon regulatory factor 6
ENSDARG00000043128	2.0	0.000	cldne	claudin e
ENSDARG00000010347	2.0	0.001	acer1	alkaline ceramidase 1
ENSDARG000000105590	2.0	0.000	si:cabz01007794.1	si:cabz01007794.1
ENSDARG000000102299	2.0	0.001	cxcl8b.1	chemokine (C-X-C motif) ligand 8b, duplicate 1
ENSDARG00000002509	2.0	0.001	zgc:153911	zgc:153911
ENSDARG00000069888	2.0	0.000	cldna	claudin a
ENSDARG00000093048	1.9	0.001	si:ch211-158d24.4	si:ch211-158d24.4
ENSDARG00000042725	1.9	0.000	cebpb	CCAAT/enhancer binding protein (C/EBP), beta
ENSDARG00000017354	1.9	0.000	epha2a	ephrin receptor A2 a
ENSDARG000000059362	1.9	0.001	cavin1b	caveolae associated protein 1b
ENSDARG000000038025	1.9	0.000	cbx7a	chromobox homolog 7a
ENSDARG00000077069	1.9	0.000	srgn	serglycin
ENSDARG00000057644	1.9	0.000	adam8b	ADAM metalloproteinase domain 8b
ENSDARG00000071304	1.9	0.002	tbc1d2	TBC1 domain family, member 2
ENSDARG00000015709	1.9	0.000	hsd17b12a	hydroxysteroid (17-beta) dehydrogenase 12a
ENSDARG00000077573	1.9	0.002	tmprss13b	transmembrane protease, serine 13b
ENSDARG00000010752	1.9	0.000	acsl4b	acyl-CoA synthetase long-chain family member 4b
ENSDARG00000075993	1.9	0.000	clic5a	chloride intracellular channel 5a
ENSDARG000000103519	1.9	0.000	adamts1	ADAM metalloproteinase with thrombospondin type 1 motif, 1
ENSDARG00000098377	1.8	0.004	tnfrsf11b	tumor necrosis factor receptor superfamily, member 11b
ENSDARG00000013576	1.8	0.003	gadd45bb	growth arrest and DNA-damage-inducible, beta b
ENSDARG00000075045	1.8	0.007	cxcl18b	chemokine (C-X-C motif) ligand 18b
ENSDARG00000055365	1.8	0.006	si:dkey-25e12.3	si:dkey-25e12.3
ENSDARG00000059363	1.8	0.003	tgfb2a	transforming growth factor beta receptor 2a
ENSDARG00000012789	1.8	0.009	plek2	pleckstrin 2
ENSDARG00000079372	1.8	0.010	si:ch211-264f5.6	si:ch211-264f5.6
ENSDARG00000096717	1.8	0.004	AL732488.1	Chromosome 12: 28,822,190-28,831,248 forward strand
ENSDARG00000041645	1.8	0.011	sb:cb37	sb:cb37
ENSDARG000000103117	1.8	0.000	tmprss4a	transmembrane protease, serine 4a
ENSDARG00000086815	1.8	0.002	si:dkeyp-67a8.2	si:dkeyp-67a8.2
ENSDARG00000075027	1.8	0.011	fgfr1bl	fibroblast growth factor receptor 1b, like
ENSDARG00000013711	1.8	0.001	zgc:77486	zgc:77486
ENSDARG00000077419	1.8	0.002	si:ch211-119e14.9	si:ch211-119e14.9
ENSDARG00000040623	1.8	0.000	fosl2	fos-like antigen 2
ENSDARG00000087143	1.8	0.011	serpina7	serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 7
ENSDARG00000026611	1.8	0.000	socs3b	suppressor of cytokine signaling 3b
ENSDARG00000036371	1.8	0.000	acta1a	actin, alpha 1a, skeletal muscle
ENSDARG00000077540	1.8	0.020	f2rl1.2	coagulation factor II (thrombin) receptor-like 1, tandem duplicate 2
ENSDARG00000097208	1.8	0.000	alkbh3	si:ch1073-281m9.1
ENSDARG00000097137	1.8	0.000	CR753876.1	Chromosome 19: 35,781,482-35,782,717 forward strand
ENSDARG000000104773	1.7	0.000	junbb	jun B proto-oncogene b
ENSDARG000000102750	1.7	0.000	cdh1	cadherin 1, type 1, E-cadherin (epithelial)
ENSDARG00000010255	1.7	0.011	bin2b	bridging integrator 2b
ENSDARG00000005673	1.7	0.012	f3b	coagulation factor IIIb
ENSDARG00000038424	1.7	0.024	si:dkey-8k3.2	si:dkey-8k3.2

ENSDARG000000100968	1.7	0.002	si:ch211-1a19.3	si:ch211-1a19.3
ENSDARG000000076839	1.7	0.008	ftr86	finTRIM family, member 86
ENSDARG000000035852	1.7	0.013	cart3	cocaine- and amphetamine-regulated transcript 3
ENSDARG000000058992	1.7	0.015	cers2b	ceramide synthase 2b
ENSDARG000000054616	1.7	0.000	cldni	claudin i
ENSDARG000000100088	1.7	0.001	zmp:0000001114	zmp:0000001114
ENSDARG000000090873	1.7	0.022	ccl34a.4	chemokine (C-C motif) ligand 34a, duplicate 4
ENSDARG000000028096	1.7	0.000	si:ch211-95j8.2	si:ch211-95j8.2
ENSDARG000000070571	1.7	0.008	zgc:153953	zgc:153953
ENSDARG000000013415	1.7	0.004	lmna	lamin A
ENSDARG000000089543	1.7	0.015	CU984579.1	Chromosome 5: 36,888,191-36,896,815 forward strand
ENSDARG000000069377	1.7	0.039	si:dkey-242g16.2	si:dkey-242g16.2
ENSDARG000000028396	1.7	0.000	fkbp5	FK506 binding protein 5
ENSDARG000000025403	1.7	0.000	ftr83	finTRIM family, member 83
ENSDARG000000089156	1.7	0.014	egr3	early growth response 3
ENSDARG000000035858	1.7	0.000	cnn2	calponin 2
ENSDARG000000089124	1.7	0.038	hbae1.3	hemoglobin, alpha embryonic 1.3
ENSDARG000000104511	1.7	0.046	SCARNA2	Small Cajal body-specific RNA 2
ENSDARG000000088040	1.7	0.025	si:dkeyp-27c8.2	si:dkeyp-27c8.2
ENSDARG000000070950	1.7	0.049	si:dkey-14o18.6	si:dkey-14o18.6
ENSDARG000000038742	1.7	0.001	si:ch211-119o8.7	si:ch211-119o8.7
ENSDARG000000089086	1.6	0.038	mustn1b	musculoskeletal, embryonic nuclear protein 1b
ENSDARG000000037746	1.6	0.000	actb1	actin, beta 1
ENSDARG000000061173	1.6	0.000	st14a	suppression of tumorigenicity 14 (colon carcinoma) a
ENSDARG000000042874	1.6	0.002	phlda2	pleckstrin homology-like domain, family A, member 2
ENSDARG000000016691	1.6	0.000	cd9b	CD9 molecule b
ENSDARG000000074378	1.6	0.001	junba	jun B proto-oncogene a
ENSDARG000000033466	1.6	0.000	tagln2	transgelin 2
ENSDARG000000099195	1.6	0.004	ier2a	immediate early response 2a
ENSDARG000000037421	1.6	0.000	egr1	early growth response 1
ENSDARG000000039142	1.6	0.000	arpc5a	actin related protein 2/3 complex, subunit 5A
ENSDARG000000104693	1.6	0.002	il6st	interleukin 6 signal transducer
ENSDARG000000005481	1.6	0.007	nfkbiaa	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha a
ENSDARG000000100339	1.6	0.020	arf4b	ADP-ribosylation factor 4b
ENSDARG000000070052	1.6	0.004	tdrd6	tudor domain containing 6
ENSDARG000000061081	1.6	0.009	arpp21	cAMP-regulated phosphoprotein, 21
ENSDARG000000099385	1.6	0.003	CT030188.1	Chromosome 7: 39,139,162-39,169,054 forward strand
ENSDARG000000092115	1.6	0.000	eif4a1a	eukaryotic translation initiation factor 4A1A
ENSDARG000000061242	1.6	0.002	tuft1a	tuftelin 1a
ENSDARG000000009133	1.6	0.011	myo1eb	myosin IE, b
ENSDARG000000080020	1.6	0.037	il13ra1	interleukin 13 receptor, alpha 1
ENSDARG000000031683	1.5	0.034	fosab	v-fos FBJ murine osteosarcoma viral oncogene homolog Ab
ENSDARG000000086098	1.5	0.025	errfi1b	ERBB receptor feedback inhibitor 1b
ENSDARG000000098853	1.5	0.002	ehd1a	EH-domain containing 1a
ENSDARG000000059906	1.5	0.000	sdca4	syndecan 4
ENSDARG000000068589	1.5	0.000	zmp:00000000719	zmp:00000000719
ENSDARG000000036074	1.5	0.014	cebpa	CCAAT/enhancer binding protein (C/EBP), alpha
ENSDARG000000041051	1.5	0.013	mid1ip1a	MID1 interacting protein 1a
ENSDARG000000025254	1.5	0.000	s100a10b	S100 calcium binding protein A10b
ENSDARG000000003808	1.5	0.000	aqp3a	aquaporin 3a

ENSDARG00000017320	1.5	0.002	f11r.1	F11 receptor, tandem duplicate 1
ENSDARG00000018569	1.5	0.031	tnfrsf1a	tumor necrosis factor receptor superfamily, member 1a
ENSDARG00000070427	1.5	0.007	s100v1	S100 calcium binding protein V1
ENSDARG00000091699	1.5	0.003	capn2a	calpain 2, (m/II) large subunit a
ENSDARG00000103032	1.5	0.015	rap2b	RAP2B, member of RAS oncogene family
**Down-regulated (150 DEGs)**				
Ensembl_ID	Fold_<br>Change	Padj	ZFIN_Symbol	Description
ENSDARG00000058556	-5.5	0.000	muc5.2	mucin 5.2
ENSDARG00000070331	-3.6	0.000	muc5.1	mucin 5.1, oligomeric mucus/gel-forming
ENSDARG00000076830	-3.4	0.000	si:dkey-65b12.6	si:dkey-65b12.6
ENSDARG00000105341	-3.3	0.000	si:dkey-9l20.3	si:dkey-9l20.3
ENSDARG00000101473	-2.8	0.000	si:ch211-25g7.5	si:ch211-25g7.5
ENSDARG00000076192	-2.8	0.000	ankrd1b	ankyrin repeat domain 1b (cardiac muscle)
ENSDARG00000056873	-2.7	0.000	and3	actinodin3
ENSDARG00000023082	-2.7	0.000	krt1-19d	keratin, type 1, gene 19d
ENSDARG00000028098	-2.7	0.000	fut9d	fucosyltransferase 9d
ENSDARG00000090526	-2.7	0.000	zgc:158404	zgc:158404
ENSDARG00000003203	-2.7	0.000	rhcga	Rh family, C glycoprotein a
ENSDARG00000054753	-2.6	0.000	col10a1a	collagen, type X, alpha 1a
ENSDARG00000053761	-2.5	0.000	si:dkey-187j14.4	si:dkey-187j14.4
ENSDARG00000092730	-2.4	0.000	si:dkey-22i16.3	si:dkey-22i16.3
ENSDARG00000091996	-2.4	0.000	si:ch211-117m20.5	si:ch211-117m20.5
ENSDARG00000079227	-2.4	0.000	plekhs1	pleckstrin homology domain containing, family S member 1
ENSDARG00000097416	-2.4	0.000	si:ch73-306e8.2	si:ch73-306e8.2
ENSDARG00000068951	-2.3	0.000	si:ch211-219a15.4	si:ch211-219a15.4
ENSDARG00000057789	-2.3	0.000	lyz	lysozyme
ENSDARG00000088514	-2.3	0.000	and1	actinodin1
ENSDARG00000032801	-2.3	0.000	grk5	G protein-coupled receptor kinase 5
ENSDARG00000027088	-2.2	0.000	ptgdsb.1	prostaglandin D2 synthase b, tandem duplicate 1
ENSDARG00000052779	-2.2	0.000	zgc:153932	zgc:153932
ENSDARG00000093365	-2.2	0.000	si:ch211-226h7.3	si:ch211-226h7.3
ENSDARG00000101040	-2.1	0.000	ccl20a.3	chemokine (C-C motif) ligand 20a, duplicate 3
ENSDARG00000103199	-2.1	0.000	si:dkey-247k7.2	si:dkey-247k7.2
ENSDARG00000070041	-2.1	0.000	zgc:153920	zgc:153920
ENSDARG00000073936	-2.1	0.000	BX511021.2	Chromosome 3: 31,997,770-31,999,326 forward strand
ENSDARG00000021366	-2.1	0.000	fbp1a	fructose-1,6-bisphosphatase 1a
ENSDARG00000062221	-2.1	0.000	si:ch211-135f11.1	si:ch211-135f11.1
ENSDARG00000038185	-2.1	0.000	gh1	growth hormone 1
ENSDARG00000092704	-2.1	0.000	zmp:0000001031	zmp:0000001031
ENSDARG00000102548	-2.1	0.000	CR735107.1	Chromosome 12: 44,514,875-44,519,222 reverse strand
ENSDARG00000009153	-2.1	0.000	pla2g1b	phospholipase A2, group IB (pancreas)
ENSDARG00000069559	-2.1	0.001	muc13a	mucin 13a, cell surface associated
ENSDARG00000076623	-2.1	0.000	col14a1b	collagen, type XIV, alpha 1b
ENSDARG00000094210	-2.1	0.000	zgc:109934	zgc:109934
ENSDARG00000102435	-2.0	0.000	plekhf1	pleckstrin homology domain containing, family F (with FYVE domain) member 1
ENSDARG00000104642	-2.0	0.000	si:dkey-201i2.1	si:dkey-201i2.1
ENSDARG00000091757	-2.0	0.000	adgrf6	adhesion G protein-coupled receptor F6
ENSDARG00000036830	-2.0	0.000	krt17	keratin 17
ENSDARG00000095863	-2.0	0.001	afp4	antifreeze protein type IV

ENSDARG00000055514	-2.0	0.000	icn2	ictacalcin 2
ENSDARG000000101816	-2.0	0.002	col5a3b	collagen, type V, alpha 3b
ENSDARG000000092719	-2.0	0.002	AL954655.2	Chromosome 12: 46,103,512-46,121,565 reverse strand
ENSDARG000000098058	-2.0	0.001	im:7150988	im:7150988
ENSDARG000000099581	-1.9	0.001	txnbb	tenascin XBb
ENSDARG000000078832	-1.9	0.002	si:dkey-73p2.3	si:dkey-73p2.3
ENSDARG000000055504	-1.9	0.000	si:ch211-212k18.7	si:ch211-212k18.7
ENSDARG000000074642	-1.9	0.000	zgc:153932	zgc:153932
ENSDARG000000007024	-1.9	0.002	uox	urate oxidase
ENSDARG000000100190	-1.9	0.001	si:ch211-188p14.4	si:ch211-188p14.4
ENSDARG000000104359	-1.9	0.000	anxa1c	annexin A1c
ENSDARG000000094951	-1.9	0.003	BX072532.1	Chromosome 12: 46,386,343-46,402,220 reverse strand
ENSDARG000000094511	-1.9	0.002	ccl20b	chemokine (C-C motif) ligand 20b
ENSDARG000000097826	-1.9	0.003	si:dkey-239b22.2	si:dkey-239b22.2
ENSDARG000000069415	-1.9	0.000	col17a1a	collagen, type XVII, alpha 1a
ENSDARG000000045592	-1.9	0.001	tnni2a.1	troponin I type 2a (skeletal, fast), tandem duplicate 1
ENSDARG000000102442	-1.9	0.001	zgc:165502	zgc:165502
ENSDARG000000091715	-1.9	0.006	si:dkey-162h11.2	si:dkey-162h11.2
ENSDARG000000044512	-1.9	0.003	ca4c	carbonic anhydrase IV c
ENSDARG000000096712	-1.9	0.001	si:dkey-193p11.2	si:dkey-193p11.2
ENSDARG000000097157	-1.9	0.005	si:ch211-207n23.2	si:ch211-207n23.2
ENSDARG000000039684	-1.9	0.001	sirt5	sirtuin 5
ENSDARG000000068181	-1.8	0.004	dpep1	dipeptidase 1 (renal)
ENSDARG000000099448	-1.8	0.000	sh3d21	SH3 domain containing 21
ENSDARG000000044094	-1.8	0.010	gfpt2	glutamine-fructose-6-phosphate transaminase 2
ENSDARG000000094433	-1.8	0.007	caspl	caspase b, like
ENSDARG000000076146	-1.8	0.011	zgc:172075	zgc:172075
ENSDARG000000030896	-1.8	0.008	foxq1a	forkhead box Q1a
ENSDARG000000040683	-1.8	0.005	si:ch73-40a17.3	si:ch73-40a17.3
ENSDARG000000020364	-1.8	0.000	fbp1b	fructose-1,6-bisphosphatase 1b
ENSDARG000000098315	-1.8	0.011	cyp1a	cytochrome P450, family 1, subfamily A
ENSDARG000000095888	-1.8	0.016	BX248517.1	Chromosome 16: 29,581,348-29,595,739 reverse strand
ENSDARG000000104216	-1.8	0.014	CU929368.1	Chromosome 8: 235,035-243,867 forward strand
ENSDARG000000037748	-1.8	0.002	slc43a1b	solute carrier family 43 (amino acid system L transporter), member 1b
ENSDARG000000098197	-1.8	0.006	CU633999.1	Chromosome 19: 60,788-64,099 reverse strand
ENSDARG000000020956	-1.8	0.000	pck2	phosphoenolpyruvate carboxykinase 2 (mitochondrial)
ENSDARG000000101199	-1.8	0.000	rbp4	retinol binding protein 4, plasma
ENSDARG000000036840	-1.8	0.000	krt15	keratin 15
ENSDARG000000040747	-1.7	0.000	tm4sf4	transmembrane 4 L six family member 4
ENSDARG000000095147	-1.7	0.006	krt96	keratin 96
ENSDARG000000079745	-1.7	0.000	si:ch211-166a6.5	si:ch211-166a6.5
ENSDARG000000052437	-1.7	0.001	mia	melanoma inhibitory activity
ENSDARG000000044935	-1.7	0.000	hpdb	4-hydroxyphenylpyruvate dioxygenase b
ENSDARG000000090899	-1.7	0.023	syncn.3	syncollin, tandem duplicate 3
ENSDARG000000076221	-1.7	0.020	zgc:198419	zgc:198419
ENSDARG000000079175	-1.7	0.001	si:ch211-79k12.1	si:ch211-79k12.1
ENSDARG000000100075	-1.7	0.001	abcg2a	ATP-binding cassette, sub-family G (WHITE), member 2a
ENSDARG000000078622	-1.7	0.028	scpp5	secretory calcium-binding phosphoprotein 5

ENSDARG00000096445	-1.7	0.009	si:ch211-214p16.3	si:ch211-214p16.3
ENSDARG00000098011	-1.7	0.022	BX000438.2	Chromosome 15: 31,042,185-31,043,291 forward strand
ENSDARG00000079302	-1.7	0.000	and2	actinodin2
ENSDARG00000077982	-1.7	0.002	elf3	E74-like factor 3 (ets domain transcription factor, epithelial-specific)
ENSDARG00000013771	-1.7	0.008	ctss2.2	cathepsin S, ortholog 2, tandem duplicate 2
ENSDARG00000070000	-1.7	0.000	txnipb	thioredoxin interacting protein b
ENSDARG00000097738	-1.7	0.000	AL929222.2	Chromosome 3: 23,089,722-23,107,761 reverse strand
ENSDARG00000041108	-1.7	0.000	ctsh	cathepsin H
ENSDARG00000043093	-1.7	0.034	mpeg1.2	macrophage expressed 1, tandem duplicate 2
ENSDARG00000021720	-1.7	0.006	col7a1	collagen, type VII, alpha 1
ENSDARG00000095388	-1.7	0.039	BX323590.2	Chromosome 1: 18,996,812-19,001,783 reverse strand
ENSDARG00000038359	-1.7	0.002	enosf1	enolase superfamily member 1
ENSDARG00000087574	-1.7	0.040	nox1	NADPH oxidase 1
ENSDARG00000098997	-1.7	0.023	BX001050.2	Chromosome 10: 40,892,716-40,893,360 forward strand
ENSDARG00000012405	-1.7	0.000	col1a1a	collagen, type I, alpha 1a
ENSDARG00000029747	-1.7	0.028	mep1a.1	meprin A, alpha (PABA peptide hydrolase), tandem duplicate 1
ENSDARG00000040298	-1.7	0.018	apoa4b.1	apolipoprotein A-IV b, tandem duplicate 1
ENSDARG00000010478	-1.7	0.003	hsp90aa1.1	heat shock protein 90, alpha (cytosolic), class A member 1, tandem duplicate 1
ENSDARG00000076862	-1.7	0.050	fam198a	family with sequence similarity 198, member A
ENSDARG00000069381	-1.7	0.036	si:ch211-125e6.5	si:ch211-125e6.5
ENSDARG00000018351	-1.7	0.001	hpda	4-hydroxyphenylpyruvate dioxygenase a
ENSDARG00000093936	-1.7	0.014	si:dkeyp-1h4.6	si:dkeyp-1h4.6
ENSDARG00000005799	-1.7	0.011	smim14	small integral membrane protein 14
ENSDARG00000098239	-1.7	0.012	zgc:85932	zgc:85932
ENSDARG00000043806	-1.7	0.014	postna	periostin, osteoblast specific factor a
ENSDARG00000070480	-1.6	0.007	agr2	anterior gradient 2
ENSDARG00000104200	-1.6	0.022	BX901923.2	Chromosome 15: 17,950,176-18,000,106 forward strand
ENSDARG00000001993	-1.6	0.001	myhb	myosin, heavy chain b
ENSDARG00000053625	-1.6	0.006	anxa2b	annexin A2b
ENSDARG00000006427	-1.6	0.000	fabp2	fatty acid binding protein 2, intestinal
ENSDARG00000006840	-1.6	0.006	gnmt	glycine N-methyltransferase
ENSDARG00000067958	-1.6	0.018	sh3gl1a	SH3-domain GRB2-like 1a
ENSDARG00000053554	-1.6	0.025	wdr76	WD repeat domain 76
ENSDARG00000056314	-1.6	0.036	a2ml	alpha-2-macroglobulin-like
ENSDARG00000097513	-1.6	0.049	CT573383.1	Chromosome 25: 33,550,114-33,564,975 forward strand
ENSDARG00000088366	-1.6	0.011	zgc:77938	zgc:77938
ENSDARG00000103785	-1.6	0.013	sult2st2	sulfotransferase family 2, cytosolic sulfotransferase 2
ENSDARG00000012881	-1.6	0.014	slc4a1a	solute carrier family 4 (anion exchanger), member 1a (Diego blood group)
ENSDARG00000055539	-1.6	0.001	epdl2	ependymin-like 2
ENSDARG00000019498	-1.6	0.015	cry5	cryptochrome circadian clock 5
ENSDARG00000020143	-1.6	0.004	pah	phenylalanine hydroxylase
ENSDARG00000058799	-1.6	0.027	mybpha	myosin binding protein Ha
ENSDARG00000012729	-1.6	0.009	hcls1	hematopoietic cell-specific Lyn substrate 1
ENSDARG00000053684	-1.6	0.002	aldob	aldolase b, fructose-bisphosphate
ENSDARG00000053483	-1.5	0.012	zgc:113054	zgc:113054

ENSDARG00000017985	-1.5	0.045	zgc:77739	zgc:77739
ENSDARG00000019096	-1.5	0.036	myl7	myosin, light chain 7, regulatory
ENSDARG00000068374	-1.5	0.049	si:ch211-132b12.7	si:ch211-132b12.7
ENSDARG000000103687	-1.5	0.011	sycn.2	syncollin, tandem duplicate 2
ENSDARG000000103659	-1.5	0.050	bco1l	beta-carotene oxygenase 1, like
ENSDARG000000103878	-1.5	0.031	anpepb	alanyl (membrane) aminopeptidase b
ENSDARG00000039269	-1.5	0.004	arg2	arginase 2
ENSDARG00000018263	-1.5	0.012	pdia2	protein disulfide isomerase family A, member 2
ENSDARG00000070057	-1.5	0.030	si:dkey-69o16.5	si:dkey-69o16.5
ENSDARG00000020007	-1.5	0.000	col1a2	collagen, type I, alpha 2
ENSDARG00000022165	-1.5	0.009	mgst1.2	microsomal glutathione S-transferase 1.2
ENSDARG00000006029	-1.5	0.032	lta4h	leukotriene A4 hydrolase
ENSDARG00000004658	-1.5	0.014	zgc:101810	zgc:101810
ENSDARG00000009443	-1.5	0.037	zgc:92137	zgc:92137
ENSDARG00000056781	-1.5	0.009	zanl	zonadhesin, like

Supplementary Table S4. Full list of GO processes enriched in LPS-challenged larvae compared to the corresponding untreated control.

Incubation 24 °C × Challenge 24 °C

* Adjusted *p*-value (padj) < 0.05, Benjamin-Hochberg method

* Enrichment = GeneRatio/BgRatio

Up-regulated

GO ID	Description	Gene Ratio	BgRatio	Enrichment	Padj	Gene Name	Count
GO:0009617	response to bacterium	7/84	119/14763	10.3	0.001	tnfrsf1a/cebpb/mmp9/junba/cxcl18b/il1b/junbb	7
GO:0043207	response to external biotic stimulus	8/84	186/14763	7.6	0.001	nfbiaa/tnfrsf1a/cebpb/mmp9/junba/cxcl18b/il1b/junbb	8
GO:0032103	positive regulation of response to external stimulus	3/84	21/14763	25.1	0.005	mmp9/cxcl18b/il6st	3
GO:0002274	myeloid leukocyte activation	3/84	24/14763	22.0	0.007	cxcl18b/il1b/cxcl8b.1	3
GO:0097529	myeloid leukocyte migration	5/84	49/14763	17.9	0.001	mmp13a/cxcl18b/il1b/cxcl8b.1/cxcl8a	5
GO:0030595	leukocyte chemotaxis	5/84	52/14763	16.9	0.001	mmp13a/cxcl18b/il1b/cxcl8b.1/cxcl8a	5
GO:0016477	cell migration	10/84	467/14763	3.8	0.007	mmp13a/cnn2/cebpa/mmp9/sdc4/cxcl18b/il1b/cxcl8b.1/cdh1/cxcl8a	10
GO:0048870	cell motility	10/84	493/14763	3.6	0.009	mmp13a/cnn2/cebpa/mmp9/sdc4/cxcl18b/il1b/cxcl8b.1/cdh1/cxcl8a	10
GO:0006952	defense response	7/84	281/14763	4.4	0.017	ptgs2b/tnfrsf1a/mmp9/cxcl18b/il1b/cxcl8b.1/cxcl8a	7
GO:0009611	response to wounding	9/84	200/14763	7.9	0.001	f3b/mmp9/sdc4/hbegfa/f2rl1.2/cxcl8b.1/il6st/junbb/cxcl8a	9
GO:1901700	response to oxygen-containing compound	6/84	229/14763	4.6	0.026	tnfrsf1a/socs3b/junba/cxcl18b/il1b/junbb	6
GO:0042127	regulation of cell proliferation	6/84	237/14763	4.4	0.028	tnfrsf1a/junba/cxcl18b/hbegfa/igfbp1a/junbb	6
GO:0044255	cellular lipid metabolic process	8/84	411/14763	3.4	0.028	ptgs2b/acer1/hsd17b12a/si:ch211-119o8.7/cers2b/ptgis/elovl1a/cyp2k18	8
GO:0090130	tissue migration	3/84	49/14763	10.8	0.033	cnn2/acta1a/cdh1	3

Down-regulated

GO ID	Description	Gene Ratio	BgRatio	Enrichment	Padj	Gene Name	Count
GO:0009410	response to xenobiotic stimulus	4/91	49/14763	13.2	0.018	foxq1a/si:ch211-117m20.5/im:7150988/cyp1a	4
GO:0006952	defense response	7/91	281/14763	4.0	0.042	lta4h/mpeg1.2/lyz/elf3/caspbl/ccl20b/ccl20a.3	7
GO:0044712	single-organism catabolic process	10/91	283/14763	5.7	0.005	uox/pla2g1b/hpda/pah/fbp1b/fbp1a/gh1/enosf1/aldb/afp4	10
GO:0034637	cellular carbohydrate biosynthetic process	3/91	22/14763	22.1	0.019	fbp1b/fbp1a/si:ch211-219a15.4	3
GO:0006082	organic acid metabolic process	9/91	433/14763	3.4	0.042	lta4h/uox/hpda/pah/enosf1/arag2/hpda/aldb/afp4	9
GO:0098856	intestinal lipid absorption	2/91	10/14763	32.4	0.042	anxa2b/afp4	2

Incubation 24 °C × Challenge 32 °C* Adjusted *p*-value (padj) < 0.05, Benjamin-Hochberg method

* Enrichment = GeneRatio/BgRatio

Up-regulated

GO ID	Description	GeneRatio	BgRatio	Enrichment	Padj	Gene Name	Count
GO:0043207	response to external biotic stimulus	7/129	186/14763	4.3	0.020	lect2l/cyp51/mmp9/hadhaa/irg1l/junba/hspa5	7
GO:0009617	response to bacterium	5/129	119/14763	4.8	0.046	lect2l/mmp9/hadhaa/irg1l/junba	5
GO:0031099	regeneration	7/129	137/14763	5.8	0.005	apoa1a/mvp/apoeb/mmp9/hspd1/agr1/hbegfa	7
GO:0001666	response to hypoxia	4/129	45/14763	10.2	0.013	hsp90b1/mb/igfbp1a/hspa5	4
GO:0070482	response to oxygen levels	4/129	46/14763	10.0	0.013	hsp90b1/mb/igfbp1a/hspa5	4
GO:0003014	renal system process	3/129	22/14763	15.6	0.016	myo1eb/anln/myh9a	3
GO:0035383	thioester metabolic process	3/129	37/14763	9.3	0.046	elovl7a/elovl1a/elovl1b	3
GO:0097006	regulation of plasma lipoprotein particle levels	2/129	10/14763	22.9	0.045	apoa1a/apoeb	2
GO:0044255	cellular lipid metabolic process	14/129	411/14763	3.9	0.001	ptgs2b/acer1/apoa1a/hsd17b12a/apoeb/degs2/msmo1/hadhaa/elovl7a/fa2h/elovl1a/hmgcs1/elovl1b/cyp2k18	14
GO:0006082	organic acid metabolic process	13/129	433/14763	3.4	0.003	ugt1ab/odc1/ptgs2b/apoa1a/hsd17b12a/idh1/msmo1/hadhaa/elovl7a/fa2h/elovl1a/elovl1b/cyp2k18	13
GO:0045454	cell redox homeostasis	4/129	56/14763	8.2	0.022	pdia4/glrx/txn/pdia3	4
GO:1901615	organic hydroxy compound metabolic process	5/129	115/14763	5.0	0.045	apoa1a/apoeb/degs2/cyp51/msmo1	5

Down-regulated

GO ID	Description	GeneRatio	BgRatio	Enrichment	Padj	Gene Name	Count
GO:0048736	appendage development	4/51	90/14763	12.9	0.038	col2a1b/col1a1a/and2/and1	4

Incubation 32 °C × Challenge 24 °C* Adjusted *p*-value (padj) < 0.05, Benjamin-Hochberg method

* Enrichment = GeneRatio/BgRatio

Up-regulated

GO ID	Description	Gene Ratio	BgRatio	Enrichment	Padj	Gene Name	Count
GO:0009617	response to bacterium	3/14	119/14763	26.6	0.003	cebpb/mmp9/il1b	3
GO:0043207	response to external biotic stimulus	3/14	186/14763	17.0	0.005	cebpb/mmp9/il1b	3
GO:0001775	cell activation	2/14	107/14763	19.7	0.020	il1b/cxcl8b.1	2
GO:0002274	myeloid leukocyte activation	2/14	24/14763	87.9	0.003	il1b/cxcl8b.1	2
GO:0097529	myeloid leukocyte migration	3/14	49/14763	64.6	0.001	mmp13a/il1b/cxcl8b.1	3
GO:0030595	leukocyte chemotaxis	3/14	52/14763	60.8	0.001	mmp13a/il1b/cxcl8b.1	3
GO:0016477	cell migration	4/14	467/14763	9.0	0.005	mmp13a/mmp9/il1b/cxcl8b.1	4
GO:0048870	cell motility	4/14	493/14763	8.6	0.005	mmp13a/mmp9/il1b/cxcl8b.1	4
GO:0006935	chemotaxis	3/14	265/14763	11.9	0.010	mmp13a/il1b/cxcl8b.1	3
GO:0042330	taxis	3/14	278/14763	11.4	0.011	mmp13a/il1b/cxcl8b.1	3
GO:0006952	defense response	4/14	281/14763	15.0	0.002	ptgs2b/mmp9/il1b/cxcl8b.1	4
GO:0009611	response to wounding	3/14	200/14763	15.8	0.005	mmp9/hbegfa/cxcl8b.1	3
GO:0042246	tissue regeneration	2/14	93/14763	22.7	0.016	mmp9/hbegfa	2
GO:0031099	regeneration	2/14	137/14763	15.4	0.030	mmp9/hbegfa	2
GO:0002699	positive regulation of immune effector process	1/14	12/14763	87.9	0.039	mmp9	1

Supplementary Table S5. KEGG pathways enriched in LPS-challenged larvae compared to the corresponding untreated control.

Incubation 24 °C × Challenge 24 °C

* Adjusted *p*-value (padj) < 0.05, Benjamin-Hochberg method

* Enrichment = GeneRatio/BgRatio

Up-regulated

KEGG ID	Description	Gene Ratio	BgRatio	Enrichment	Padj	Gene Name	Count
dre04514	Cell adhesion molecules (CAMs)	7/37	139/5659	7.7	0.001	cldnb/cldn7b/f11r.1/cldne/sdc4/cldna/cdh1	7
dre04210	Apoptosis	7/37	174/5659	6.2	0.002	nfkbiaa/lmna/gadd45bb/tnfrsf1a/fosab/actb1/capn2a	7
dre05132	Salmonella infection	5/37	97/5659	7.9	0.006	fosab/actb1/arpc5a/si:dkey-181m9.8/cxcl8a	5
dre04933	AGE-RAGE signaling pathway in diabetic complications	5/37	128/5659	6.0	0.015	f3b/egr1/serpine1/si:dkey-181m9.8/cxcl8a	5
dre04530	Tight junction	6/37	217/5659	4.2	0.022	cldnb/cldn7b/f11r.1/actb1/cldne/cldna	6
dre04920	Adipocytokine signaling pathway	4/37	92/5659	6.6	0.022	nfkbiaa/acsl4b/tnfrsf1a/socs3b	4
dre04620	Toll-like receptor signaling pathway	4/37	101/5659	6.1	0.026	nfkbiaa/fosab/si:dkey-181m9.8/cxcl8a	4
dre04060	Cytokine-cytokine receptor interaction	5/37	175/5659	4.4	0.029	tnfrsf1a/il13ra1/si:dkey-181m9.8/il6st/cxcl8a	5
dre05168	Herpes simplex infection	5/37	187/5659	4.1	0.034	nfkbiaa/tnfrsf1a/socs3b/fosab/si:dkey-181m9.8	5

Down-regulated

KEGG ID	Description	Gene Ratio	BgRatio	Enrichment	Padj	Gene Name	Count
dre00360	Phenylalanine metabolism	3/41	16/5659	25.9	0.006	hpda/pah/hpdb	3
dre00051	Fructose and mannose metabolism	4/41	43/5659	12.8	0.006	fbp1b/fbp1a/enosf1/alDOB	4
dre00590	Arachidonic acid metabolism	4/41	51/5659	10.8	0.007	lta4h/pla2g1b/ptgdsb.1/si:ch211-214p16.3	4
dre00030	Pentose phosphate pathway	3/41	33/5659	12.5	0.019	fbp1b/fbp1a/alDOB	3
dre00010	Glycolysis / Gluconeogenesis	4/41	75/5659	7.4	0.019	fbp1b/pck2/fbp1a/alDOB	4
dre00130	Ubiquinone and other terpenoid-quinone biosynthesis	2/41	11/5659	25.1	0.022	hpda/hpdb	2
dre00592	alpha-Linolenic acid metabolism	2/41	18/5659	15.3	0.050	pla2g1b/si:ch211-214p16.3	2

Incubation 24 °C × Challenge 32 °C* Adjusted *p*-value (padj) < 0.05, Benjamin-Hochberg method

* Enrichment value = GeneRatio/BgRatio

Up-regulated

KEGG ID	Description	Gene Ratio	BgRatio	Enrichment	Padj	Gene Name	Count
dre04530	Tight junction	12/76	217/5659	4.1	0.002	oclna/tuba8l4/actn1/cldnb/cl<br>dn7b/f11r.1/actb1/cdc42l/tu<br>ba8l/cldne/myh9a/cldna	12
dre00982	Drug metabolism - cytochrome P450	5/76	36/5659	10.3	0.003	ugt1ab/ugt1ab/aldh3b1/gsto<br>2/mgst3b	5
dre04141	Protein processing in endoplasmic reticulum	10/76	181/5659	4.1	0.003	hsp90b1/pdia4/ddost/canx/b<br>cap31/capn2a/pdia3/calr3b/<br>hspa5/calr3a	10
dre00980	Metabolism of xenobiotics by cytochrome P450	5/76	39/5659	9.5	0.003	ugt1ab/ugt1ab/aldh3b1/gsto<br>2/mgst3b	5
dre04514	Cell adhesion molecules (CAMs)	8/76	139/5659	4.3	0.008	oclna/itgav/cldnb/cldn7b/f11<br>r.1/uck1/cldna/cdh1	8
dre00062	Fatty acid elongation	4/76	34/5659	8.8	0.013	hsd17b12a/hadhaa/elovl7a/e<br>lov1b	4
dre04145	Phagosome	8/76	158/5659	3.8	0.013	tuba8l4/itgav/cyba/canx/actb<br>1/tuba8/calr3b/calr3a	8
dre00100	Steroid biosynthesis	3/76	21/5659	10.6	0.025	cyp51/msmo1/sqlea	3

Down-regulated

KEGG ID	Description	Gene Ratio	BgRatio	Enrichment	Padj	Gene Name	Count
dre04512	ECM-receptor interaction	4/16	81/5659	17.5	0.002	col2a1b/col1a1a/col1a2/col1<br>a1b	4
dre00360	Phenylalanine metabolism	2/16	16/5659	44.2	0.012	pah/hpddb	2
dre04510	Focal adhesion	4/16	246/5659	5.8	0.029	col2a1b/col1a1a/col1a2/col1<br>a1b	4
dre04744	Phototransduction	2/16	37/5659	19.1	0.029	gnat2/calm3a	2
dre04933	AGE-RAGE signaling pathway in diabetic complications	3/16	128/5659	8.3	0.029	col1a1a/col1a2/col1a1b	3
dre00590	Arachidonic acid metabolism	2/16	51/5659	13.9	0.041	ptgdsb.1/ptgdsb.2	2

Supplementary Table S6. Comparison of DEGs and GO processes in control larvae between Incubation 32 °C × Challenge 24 °C and Incubation 24 °C × Challenge 24 °C.

Control: Incubation 32 °C × Challenge 24 °C vs Incubation 24 °C × Challenge 24 °C (200 DEGs)

* Adjusted *p*-value (padj) < 0.05, Benjamin-Hochberg method; |fold change| ≥ 1.5

Up-regulated (70 DEGs)

Ensembl_ID	Fold_Change	Padj	ZFIN_Symbol	Description
ENSDARG00000102364	4.0	0.000	si:dkey-202l22.6	si:dkey-202l22.6
ENSDARG00000033160	3.5	0.000	nr1d1	nuclear receptor subfamily 1, group d, member 1
ENSDARG00000056885	3.0	0.000	per1a	period circadian clock 1a
ENSDARG00000039099	3.0	0.000	aep1	aerolysin-like protein
ENSDARG00000088589	2.5	0.000	ponzr3	plac8 onzin related protein 3
ENSDARG00000058094	2.4	0.000	ciarta	circadian associated repressor of transcription a
ENSDARG00000003203	2.4	0.001	rhcg	Rh family, C glycoprotein a
ENSDARG00000007382	2.4	0.000	ubtd1a	ubiquitin domain containing 1a
ENSDARG00000103016	2.3	0.002	si:ch211-180m24.1	si:ch211-180m24.1
ENSDARG00000057652	2.2	0.000	dbpb	D site albumin promoter binding protein b
ENSDARG00000006008	2.2	0.000	dct	dopachrome tautomerase
ENSDARG00000100288	2.1	0.002	imp2b	interphotoreceptor matrix proteoglycan 2b
ENSDARG00000102403	2.1	0.000	cry2	cryptochrome circadian clock 2
ENSDARG00000041691	2.1	0.000	bhlhe41	basic helix-loop-helix family, member e41
ENSDARG00000055638	2.0	0.021	ankrd33aa	ankyrin repeat domain 33Aa
ENSDARG00000088171	2.0	0.021	ciartb	circadian associated repressor of transcription b
ENSDARG00000087873	2.0	0.000	eevs	2-epi-5-epi-valiolone synthase
ENSDARG00000020602	2.0	0.000	grk7a	G protein-coupled receptor kinase 7a
ENSDARG00000007480	2.0	0.000	rpe65a	retinal pigment epithelium-specific protein 65a
ENSDARG00000033760	2.0	0.021	pmelb	premelanosome protein b
ENSDARG00000069377	1.9	0.044	si:dkey-242g16.2	si:dkey-242g16.2
ENSDARG00000053315	1.9	0.036	tmprss3a	transmembrane protease, serine 3a
ENSDARG00000076554	1.9	0.037	cdkn1a	cyclin-dependent kinase inhibitor 1A
ENSDARG00000012499	1.9	0.000	per1b	period circadian clock 1b
ENSDARG00000094280	1.9	0.007	usp21	ubiquitin specific peptidase 21
ENSDARG00000063014	1.9	0.000	dbpa	D site albumin promoter binding protein a
ENSDARG00000005023	1.9	0.005	fkbp9	FK506 binding protein 9
ENSDARG00000019949	1.9	0.047	serpinh1b	serpin peptidase inhibitor, clade H (heat shock protein 47), member 1b
ENSDARG00000053509	1.9	0.009	kazald3	Kazal-type serine peptidase inhibitor domain 3
ENSDARG00000070157	1.8	0.007	tgm2a	transglutaminase 2, C polypeptide A
ENSDARG00000012126	1.8	0.035	zgc:109965	zgc:109965
ENSDARG00000026771	1.8	0.012	tmem41ab	transmembrane protein 41ab
ENSDARG00000045737	1.8	0.033	guca1g	guanylate cyclase activator 1g
ENSDARG00000097445	1.8	0.033	si:dkey-195m11.8	si:dkey-195m11.8
ENSDARG00000077652	1.8	0.019	zgc:194355	zgc:194355
ENSDARG00000101289	1.8	0.004	slc29a1a	solute carrier family 29 (equilibrative nucleoside transporter), member 1a
ENSDARG00000078095	1.7	0.003	cipcb	CLOCK-interacting pacemaker b
ENSDARG00000101597	1.7	0.049	si:dkeyp-57d7.4	si:dkeyp-57d7.4
ENSDARG00000096242	1.7	0.028	si:ch211-76l23.4	si:ch211-76l23.4

ENSDARG00000077388	1.7	0.015	obs11b	obscurin-like 1b
ENSDARG00000038658	1.7	0.004	murca	muscle-related coiled-coil protein a
ENSDARG00000098646	1.7	0.006	methfd2	methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 2, methenyltetrahydrofolate cyclohydrolase
ENSDARG00000038785	1.7	0.025	abcf2a	ATP-binding cassette, sub-family F (GCN20), member 2a
ENSDARG00000075942	1.7	0.004	si:ch211-69m14.1	si:ch211-69m14.1
ENSDARG00000028396	1.7	0.040	fkbp5	FK506 binding protein 5
ENSDARG00000077236	1.7	0.018	hspb6	heat shock protein, alpha-crystallin-related, b6
ENSDARG00000057427	1.7	0.004	sv2ba	synaptic vesicle glycoprotein 2Ba
ENSDARG00000055118	1.7	0.044	mylipb	myosin regulatory light chain interacting protein b
ENSDARG00000070107	1.6	0.010	six7	SIX homeobox 7
ENSDARG00000074396	1.6	0.046	fscn2b	fascin actin-bundling protein 2b, retinal
ENSDARG00000057683	1.6	0.014	mcm6	minichromosome maintenance complex component 6
ENSDARG00000068374	1.6	0.043	si:ch211-132b12.7	si:ch211-132b12.7
ENSDARG00000092115	1.6	0.002	eif4a1a	eukaryotic translation initiation factor 4A1A
ENSDARG00000091298	1.6	0.006	pmela	premelanosome protein a
ENSDARG00000056151	1.6	0.014	tyrp1b	tyrosinase-related protein 1b
ENSDARG00000006900	1.6	0.036	impdh2	IMP (inosine 5'-monophosphate) dehydrogenase 2
ENSDARG00000036832	1.6	0.036	cyt1l	type I cytokeratin, enveloping layer, like
ENSDARG00000056743	1.6	0.002	murcb	muscle-related coiled-coil protein b
ENSDARG00000075161	1.6	0.009	defbl1	defensin, beta-like 1
ENSDARG00000040334	1.6	0.001	mat2aa	methionine adenosyltransferase II, alpha a
ENSDARG00000013351	1.6	0.000	cirbpb	cold inducible RNA binding protein b
ENSDARG000000102798	1.6	0.022	mcm2	minichromosome maintenance complex component 2
ENSDARG00000060457	1.5	0.006	pmp22b	peripheral myelin protein 22b
ENSDARG000000104353	1.5	0.012	nop58	NOP58 ribonucleoprotein homolog (yeast)
ENSDARG00000024561	1.5	0.043	nolc1	nucleolar and coiled-body phosphoprotein 1
ENSDARG00000042322	1.5	0.043	si:dkey-177p2.6	si:dkey-177p2.6
ENSDARG00000044299	1.5	0.010	lmnb1	lamin B1
ENSDARG00000008732	1.5	0.012	zgc:66479	zgc:66479
ENSDARG00000036811	1.5	0.049	ifrd2	interferon-related developmental regulator 2
ENSDARG00000007141	1.5	0.008	psmc3	proteasome 26S subunit, ATPase 3

Down-regulated (130 DEGs)

Ensembl_ID	Fold_Change	Padj	ZFIN_Symbol	Description
ENSDARG00000042816	-3.8	0.000	mmp9	matrix metalloproteinase 9
ENSDARG00000045835	-3.3	0.000	si:dkey-14d8.6	si:dkey-14d8.6
ENSDARG00000096445	-3.3	0.000	si:ch211-214p16.3	si:ch211-214p16.3
ENSDARG00000017780	-2.9	0.000	rorcb	RAR-related orphan receptor C b
ENSDARG00000061858	-2.8	0.000	zgc:153968	zgc:153968
ENSDARG000000100795	-2.8	0.000	timp4a	TIMP metalloproteinase inhibitor 4a
ENSDARG00000040683	-2.8	0.000	si:ch73-40a17.3	si:ch73-40a17.3
ENSDARG00000091131	-2.7	0.000	cry1bb	cryptochrome circadian clock 1bb
ENSDARG00000016391	-2.7	0.000	calcoco1b	transcription elongation factor B (SIII), polypeptide 3

ENSDARG00000010420	-2.6	0.000	ndrg1b	N-myc downstream regulated 1b
ENSDARG00000015355	-2.6	0.000	fosl1a	FOS-like antigen 1a
ENSDARG00000030915	-2.5	0.000	cpa1	carboxypeptidase A1 (pancreatic)
ENSDARG00000038643	-2.4	0.000	alas2	aminolevulinate, delta-, synthase 2
ENSDARG000000101051	-2.4	0.000	ctsbb	cathepsin Bb
ENSDARG00000073936	-2.3	0.000		ferritin, middle subunit-like
ENSDARG000000100504	-2.3	0.002	ppp1r27b	protein phosphatase 1, regulatory subunit 27b
ENSDARG00000017490	-2.3	0.001	cel.1	carboxyl ester lipase, tandem duplicate 1
ENSDARG00000029587	-2.2	0.000	msra	methionine sulfoxide reductase A
ENSDARG00000042725	-2.2	0.000	cebpb	CCAAT/enhancer binding protein (C/EBP), beta
ENSDARG00000041433	-2.2	0.006	si:dkey-7c18.24	si:dkey-7c18.24
ENSDARG00000036028	-2.2	0.000	arrdc3b	arrestin domain containing 3b
ENSDARG00000055539	-2.2	0.001	epdl2	ependymin-like 2
ENSDARG00000079347	-2.1	0.001	zgc:194659	zgc:194659
ENSDARG00000096739	-2.1	0.010	si:dkey-219e21.2	si:dkey-219e21.2
ENSDARG00000077360	-2.1	0.010	zgc:173593	zgc:173593
ENSDARG00000044566	-2.1	0.001	fabp6	fatty acid binding protein 6, ileal (gastrotropin)
ENSDARG00000039547	-2.1	0.013	si:ch211-113a14.22	si:ch211-113a14.22
ENSDARG00000074613	-2.1	0.013	si:ch211-240l19.6	si:ch211-240l19.6
ENSDARG00000022466	-2.1	0.005	clcn5b	chloride channel, voltage-sensitive 5b
ENSDARG00000076563	-2.1	0.013	zgc:92249	zgc:92249
ENSDARG00000053526	-2.1	0.013	enpp7.1	ectonucleotide pyrophosphatase/phosphodiesterase 7, tandem duplicate 1
ENSDARG00000094557	-2.0	0.001	nupr1	nuclear protein 1
ENSDARG00000097533	-2.0	0.000	si:dkey-29l4.4	si:dkey-29l4.4
ENSDARG00000035519	-2.0	0.000	histh1l	histone H1 like
ENSDARG000000102059	-2.0	0.024	si:ch211-117l17.6	si:ch211-117l17.6
ENSDARG00000038559	-2.0	0.000	h1f0	H1 histone family, member 0
ENSDARG00000023759	-2.0	0.004	zgc:73226	zgc:73226
ENSDARG00000021339	-2.0	0.005	cpa5	carboxypeptidase A5
ENSDARG000000103498	-2.0	0.000	epd	ependymin
ENSDARG000000103277	-2.0	0.022	cyp24a1	cytochrome P450, family 24, subfamily A, polypeptide 1
ENSDARG00000080337	-2.0	0.000	AC024175.4	AC024175.4
ENSDARG000000104687	-2.0	0.004	slc16a9b	solute carrier family 16, member 9b
ENSDARG00000018351	-2.0	0.002	hpda	4-hydroxyphenylpyruvate dioxygenase a
ENSDARG00000023820	-2.0	0.002	faxdc2	fatty acid hydroxylase domain containing 2
ENSDARG00000043719	-2.0	0.036	c3a.6	complement component c3a, duplicate 6
ENSDARG00000055723	-2.0	0.035	hsp70l	heat shock cognate 70-kd protein, like
ENSDARG00000070000	-2.0	0.000	txnipb	thioredoxin interacting protein b
ENSDARG00000074345	-1.9	0.043	si:ch211-214b16.4	si:ch211-214b16.3
ENSDARG00000069630	-1.9	0.010	tat	tyrosine aminotransferase
ENSDARG00000094073	-1.9	0.043		CR381686.3
ENSDARG00000069074	-1.9	0.000	cry1ba	cryptochrome circadian clock 1ba
ENSDARG000000102593	-1.9	0.047	si:ch211-214b16.2	si:ch211-214b16.2
ENSDARG00000033854	-1.9	0.021	abrab	actin binding Rho activating protein b

ENSDARG00000103659	-1.9	0.018	bco1l	beta-carotene oxygenase 1, like
ENSDARG00000092033	-1.9	0.010	si:dkey-239h2.3	si:dkey-239h2.3
ENSDARG00000039730	-1.9	0.013	zgc:112160	zgc:112160
ENSDARG00000102907	-1.9	0.022	CABZ01072043.1	CABZ01072043.1
ENSDARG00000001953	-1.9	0.018	pfkfb3	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3
ENSDARG00000087911	-1.9	0.012	psme4a	proteasome activator subunit 4a
ENSDARG00000095633	-1.9	0.026	si:ch211-133l5.7	si:ch211-133l5.7
ENSDARG00000032469	-1.9	0.010	ampd3b	adenosine monophosphate deaminase 3b
ENSDARG00000019532	-1.9	0.033	fads2	fatty acid desaturase 2
ENSDARG00000033771	-1.9	0.015	hsbpap1	hsbp associated protein 1
ENSDARG00000105408	-1.8	0.002	si:ch211-237b12.4	si:ch211-237b12.4
ENSDARG00000102558	-1.8	0.000	pde6h	phosphodiesterase 6H, cGMP-specific, cone, gamma
ENSDARG00000104037	-1.8	0.001	si:dkey-74k8.4	si:dkey-74k8.4
ENSDARG00000099519	-1.8	0.001	zgc:66475	zgc:66475
ENSDARG00000003281	-1.8	0.001	pik3ip1	phosphoinositide-3-kinase interacting protein 1
ENSDARG00000075727	-1.8	0.007	map1lc3cl	microtubule-associated protein 1 light chain 3 gamma, like
ENSDARG00000037551	-1.8	0.049	pm20d1.1	peptidase M20 domain containing 1, tandem duplicate 1
ENSDARG00000092870	-1.8	0.000	si:dkey-100n23.4	si:dkey-100n23.4
ENSDARG00000052690	-1.8	0.004	arrdc3a	arrestin domain containing 3a
ENSDARG00000042112	-1.8	0.038	dio1	deiodinase, iodothyronine, type I
ENSDARG00000035810	-1.8	0.002	rgcc	regulator of cell cycle
ENSDARG00000104929	-1.8	0.018	si:ch211-153f2.7	si:ch211-153f2.7
ENSDARG00000005085	-1.8	0.000	ggctb	gamma-glutamylcyclotransferase b
ENSDARG00000038153	-1.8	0.022	lgals2b	lectin, galactoside-binding, soluble, 2b
ENSDARG00000070057	-1.8	0.050	si:dkey-69o16.5	si:dkey-69o16.5
ENSDARG00000055595	-1.8	0.043	clul1	clusterin-like 1 (retinal)
ENSDARG00000012881	-1.8	0.016	slc4a1a	solute carrier family 4 (anion exchanger), member 1a (Diego blood group)
ENSDARG00000022832	-1.8	0.040	bnip4	BCL2/adenovirus E1B interacting protein 4
ENSDARG00000011373	-1.8	0.041	mknk2a	MAP kinase interacting serine/threonine kinase 2a
ENSDARG00000022660	-1.8	0.000	armc2	armadillo repeat containing 2
ENSDARG00000023712	-1.8	0.007	mao	monoamine oxidase
ENSDARG00000054058	-1.8	0.007	h1fx	H1 histone family, member X
ENSDARG00000055510	-1.8	0.002	ypel3	yippee-like 3
ENSDARG00000002405	-1.7	0.004	si:ch211-225b11.1	si:ch211-225b11.1
ENSDARG00000009779	-1.7	0.001	mcl1a	myeloid cell leukemia 1a
ENSDARG00000074378	-1.7	0.010	junba	jun B proto-oncogene a
ENSDARG00000013794	-1.7	0.010	klf11b	Kruppel-like factor 11b
ENSDARG00000054848	-1.7	0.003	pdk4	pyruvate dehydrogenase kinase, isozyme 4
ENSDARG00000002758	-1.7	0.000	dedd1	death effector domain-containing 1
ENSDARG00000045522	-1.7	0.022	si:dkeyp-89c11.3	si:dkeyp-89c11.3
ENSDARG00000071626	-1.7	0.000	ptgdsb.2	prostaglandin D2 synthase b, tandem duplicate 2

How the deposited data were processed for this re-analysis (not part of the article)

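Whole AB zebrafish larvae were measured by RNA-seq in 18 libraries of 5 pooled larvae each, in 6 groups of 3, which are the LPS-challenged and control larvae of the 24 × 24 °C, 24 × 32 °C and 32 × 24 °C combinations of incubation and challenge temperature. The authors converted the reads with bcl2fastq2, trimmed them with cutadapt, aligned them with TopHat2 2.1.0 to GRCz10, and deposited raw counts per Ensembl gene made with HTSeq 0.6.1p1, without normalization. The strand setting of the counting is not given in the sources used here. The table holds 31624 genes and 64840786 counts in total, with 1868228 to 8261920 counts per library. No library was left out, and 4328 genes had no count in any library. Names came from the supplementary tables for 1458 genes and from a gene table for 24757, and 5409 genes had none. Before matching, 421 supplementary IDs with a surplus zero and 30 names were respelled. Of the genes the paper names, lect2l and cyp51 could not be matched and were not analysed.

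Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes were filtered with edgeR's filterByExpr over the 6 groups (minimum count 10, minimum total count 15), which kept 15722. They were scaled by TMM and fitted with robust quasi-likelihood on the mean of each of the 6 groups, with the spread of all 18 libraries. The comparisons were LPS against control in each temperature group, the 32 × 24 °C and 24 × 32 °C controls against the 24 × 24 °C controls, and the differences between LPS effects by incubation and by challenge temperature. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. The log2 CPM values used a prior count of 2. The common biological coefficient of variation was 0.176 over all 18 libraries. In fits of the 6 libraries of one comparison, it was 0.124 at 24 × 24 °C, 0.182 at 24 × 32 °C and 0.22 at 32 × 24 °C.

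The 37 gene lists, with 1403 members, were written from general knowledge of zebrafish genes, after the paper and its supplementary tables had been read. Members that the paper lists are therefore not independent of its calls, which come from these same libraries. Members were matched to the table by name, 164 of them by the base of a symbol, and 133 had no match. Lists with at least 5 tested genes were tested with camera (inter-gene correlation 0.01, and estimated) and fry. Named genes were the 10 largest changes per direction and comparison with a mean of at least 1 CPM, up to 4 called or 2 uncalled members of each list, and every gene the paper names, whose values in the paper's tables had been seen. Not every gene that meets this rule is reported here. The design, the sample assignment, the alternatives and the rule for named genes were set before the data were examined.

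The alternatives were DESeq2 size factors, no low-count filter, DESeq2 with and without a fold change prior on all 18 libraries, edgeR or DESeq2 on the 6 libraries of a comparison, a replicate block, counts thinned to the smallest library (seed 20), no fold change threshold, other principal component settings, and each library left out in turn. All 18 libraries share 1 fit, so counts were also read without libraries of other groups, and calls of single genes are given without those of their comparison. Another 4 were chosen after seeing the data, namely DESeq2 with a prior on the 6 libraries, a replicate block on the 6 libraries, the same block after thinning, and removal of both 32 × 24 °C libraries numbered 1. Supplementary Table S1 numbers 3 replicates, each with a control and an LPS beaker per temperature combination, and the methods describe 3 repeats with randomly chosen broodstock, so a library's number was read as that of a repeat, which is not stated for the libraries. Whether libraries of one number deviate together was also checked from the data. The 45 same-number pairs had a median correlation of 0.018 (-0.235 to 0.559) and the 90 other pairs one of -0.014. The LPS and control libraries of one number correlated at 0.195 to 0.559 in the 32 × 24 °C group, -0.1 to 0.117 at 24 × 24 °C and -0.032 to 0.182 at 24 × 32 °C. At 32 × 24 °C, those numbered 1 deviated together most (0.559). Control replicate 2 correlated at 0.28 with LPS replicate 2 and 0.139 with LPS replicate 3. Control replicate 3 did so at 0.386 and 0.195, so numbers 2 and 3 are not shown to be pairs. At the other combinations, not every same-number pair deviated together.

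The procedure was tested on simulated data with 1 spread per gene, taken from the fit of all 18 libraries. The simulated groups thus differed in depth and not in spread, and libraries of one number did not deviate together. Of genes changed 1.5-, 2- and 4-fold, edgeR called 10.4%, 53.7% and 100% at the depth of the 24 × 24 °C larvae, 4.5%, 35.8% and 83.3% at 24 × 32 °C and 16.4%, 56.7% and 93.9% at 32 × 24 °C. It called 9, 3 and 9 unchanged genes. A simulated list of 40 genes with a log2 change of 0.6 at the 24 × 24 °C depth had a camera adjusted p of 1.01e-54, and 0 of 40 random lists were called. At this depth and spread, many changes of 2-fold or less are missed. The common coefficient of variation of the real libraries was 0.124 at 24 × 24 °C and 0.22 at 32 × 24 °C. The simulated rates therefore do not compare the power in the real groups. The 3 pools of a group were read as 3 repeats of the experiment, and the p-values measure the spread between them.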

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

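The replicate block on the 6 libraries of a comparison was chosen after the results were seen, and the other tests in this part were set before. Several large changes lie in genes that the paper does not discuss, where they stood out as signals above the controls. The gene scpp8, a member of the secretory calcium-binding phosphoprotein family, rose with LPS by a log2 fold change of 4.28 at 24 × 24 °C and 5.59 at 24 × 32 °C. In the edgeR fit of all 18 libraries, these were the highest among called genes with a mean of at least 1 CPM. At 24 × 24 °C, arf4b was close behind at 4.25, and the order was not compared under other settings. At 32 × 24 °C, si:ch211-117l17.6 rose by 3.77. Without single libraries of the comparison, the call of si:ch211-117l17.6 ended for LPS replicates 2 and 3 and control replicates 1, 2 and 3 (edgeR adjusted p of 0.0631 to 0.2). The call of si:ch211-117l17.6 also ended under edgeR on the 6 libraries of the comparison and edgeR without the low-count filter (adjusted p of 0.064 to 0.0827, and 7.26e-08 to 0.0827 over its 8 alternatives set before).

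Between controls, ponzr3 had a log2 fold change of 3.1 at 32 × 24 °C (standard error 0.64, edgeR adjusted p = 0.0304). The heat-inducible chaperone gene hspa1b had one of 6.11 at 24 × 32 °C (standard error 0.92, edgeR adjusted p = 0.00205), and its level is uncertain because it has near-identical copies. Both are against the 24 × 24 °C controls. When libraries of the comparison were left out in turn, the call of ponzr3 ended for 24 × 24 °C control replicates 1, 2 and 3 and 32 × 24 °C control replicates 2 and 3 (edgeR adjusted p of 0.104 to 0.149). The call of hspa1b ended under edgeR on the 6 libraries of the comparison and edgeR with a replicate block on the 6 libraries (adjusted p of 0.0732 to 0.12, and 1.78e-14 to 0.0732 over its 7 alternatives set before), where edgeR with a replicate block on the 6 libraries was chosen after seeing the data.

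A pair of results stood out because the LPS effect differed between challenge temperatures in a test of the difference itself. The disulfide isomerase gene PDIA3 had an LPS effect 1.07 higher at 32 °C than at 24 °C on the log2 scale (standard error 0.16, edgeR adjusted p = 0.0281). Its call held without 24 × 32 °C control replicate 1 and without 24 × 32 °C LPS replicate 1, and ended without any of the 10 other libraries of the comparison (edgeR adjusted p of 0.0588 to 0.156). It also ended without 32 × 24 °C control replicate 2 or LPS replicate 3, which share the fit. The list of endoplasmic reticulum chaperones and the unfolded protein response had a median difference of 0.583 (fry adjusted p = 0.0315, camera adjusted p = 9.47e-18 upwards, and adjusted p = 0.124 with an estimated correlation).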

How the results depend on the processing

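The 4 alternatives chosen after seeing the data are named as such below. Of the values of named genes over all fits, 1378 kept their side of the threshold with 1 library left out, 616 no longer passed it and 15 newly passed it, and under the other settings 2674 kept it, 324 newly passed it and 172 no longer did. No called result reversed its direction. Counts are given for the 24 × 24 °C (67), 24 × 32 °C (307) and 32 × 24 °C (5) larvae, the 32 × 24 °C (77) and 24 × 32 °C (976) controls, the challenge interaction (1), and the DEGs that the 24 × 24 °C larvae shared with the 24 × 32 °C (27) and 32 × 24 °C (4) larvae. Those that moved by over 1.5 times follow. Without the low-count filter, they were 1 at 32 × 24 °C, 132 between 32 × 24 °C controls, 2 for the interaction and 1 shared with 32 × 24 °C. With DESeq2 on all 18 libraries, they were 133 at 24 × 24 °C, 58 at 32 × 24 °C, 191 between 32 × 24 °C controls, 30 for the interaction, and 62 and 41 shared. A fold change prior gave 135, 575 and 58 in the 3 LPS comparisons, 184 between 32 × 24 °C controls, and 63 and 41 shared. With edgeR on 6 libraries, they were 327 at 24 × 24 °C, 3 at 32 × 24 °C, 1616 between 24 × 32 °C controls, and 73 and 2 shared. With DESeq2 on 6 libraries, they were 332 at 24 × 24 °C, 33 at 32 × 24 °C, 205 between 32 × 24 °C controls, and 97 and 31 shared. After thinning, they were 15 at 32 × 24 °C, 44 between 32 × 24 °C controls, 3 for the interaction and 10 shared with 32 × 24 °C. A replicate block on all 18 libraries gave 2 for the interaction and 6 at 32 × 24 °C, and changed no other count by over 1.5 times. The replicate block on 6 libraries, chosen after seeing the data, gave 372 at 24 × 24 °C, 121 at 32 × 24 °C, 242 and 1477 between controls, and 113 and 68 shared. The same block after thinning, chosen then too, gave 289 at 24 × 24 °C and 118 at 32 × 24 °C. DESeq2 with a prior on 6 libraries, also chosen then, gave 291 at 24 × 24 °C, 33 at 32 × 24 °C, 201 between 32 × 24 °C controls, and 88 and 31 shared. Removal of both 32 × 24 °C libraries numbered 1, chosen then too, gave 30 at 32 × 24 °C, 124 between 32 × 24 °C controls and 27 shared. Leaving out 1 library of the comparison gave 18 to 52 at 24 × 24 °C, 93 to 355 at 24 × 32 °C, 0 to 31 at 32 × 24 °C, 12 to 54 and 400 to 599 between controls, 0 to 2 for the challenge interaction, 0 for the incubation interaction in every fit, 6 to 39 and 0 to 21 shared, and -0.07 to -0.49 for the difference in response score. Leaving out 1 library of another group, which shares the fit, gave 56 to 140, 245 to 455 and 3 to 17 in the 3 LPS comparisons, 52 to 138 and 861 to 1199 between controls, 0 to 1 for the challenge interaction, 0 for the incubation interaction, and 25 to 51 and 3 to 14 shared. It ended 43 of 254 calls of named genes, each of which also ended without a library of the comparison, and newly called 42. PC1 explained 29.9% over the 500 most variable genes. Of 245 list tests with camera, 113 were called and 1 with an estimated correlation. Beyond these settings and the tests among the observations, no cause was tested.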

Differences from the paper's values

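DESeq2 with a fold change prior on 6 libraries, the replicate block on 6 libraries, the same block after thinning, and the removal of both 32 × 24 °C libraries numbered 1 were chosen after seeing the values, and all other alternatives were set before the data were examined. Counts are at the paper's thresholds. For LPS at 24 × 24 °C, the paper gives 294 DEGs (144 up-/150 down-regulated), against 67 (37/30) here. Of the alternatives set before, edgeR (327) and DESeq2 (332) on 6 libraries fall within 1.5 times of the paper's, and the others do not. At 32 × 24 °C, the paper gives 33 (20 up-/13 down-regulated), against 5 (3/2), and of the alternatives set before, DESeq2 on 6 libraries gives 33 (20/13), the paper's values. Without 32 × 24 °C LPS replicate 1 (31, of which 28 up-regulated), the count falls within 1.5 times for all and for the up-regulated, and without control replicate 1 (24) for all, while none of the others set before does so. The sum of the 3 groups is 605 in the paper and 379 here, and of the alternatives set before, those that keep all libraries fall within 1.5 times of it except thinning (318). With 1 library left out, the sum falls within 1.5 times without 32 × 24 °C control replicate 1 (615), LPS replicate 1 (577) or LPS replicate 2 (472) or without 24 × 32 °C LPS replicate 3 (453), and outside it without any of the other libraries (161 to 366). Of the settings chosen after seeing the values, DESeq2 with a fold change prior on 6 libraries (603) and the replicate block on 6 libraries after thinning (813) fall within 1.5 times. This block after thinning, chosen after seeing the values, gives 289 at 24 × 24 °C, and it drops 82 of the paper's DEGs there.

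The paper's DEGs shared by the 24 × 24 °C and 24 × 32 °C larvae are 87 (55 up-/32 down-regulated), against 27 (18/9). DESeq2 on all 18 libraries (62), with a fold change prior (63) and on 6 libraries (97) fall within 1.5 times for all, up- and down-regulated, edgeR on 6 libraries (73) for all but the down-regulated (20), edgeR without 32 × 24 °C control replicate 1 for the down-regulated alone (22), and the rest of those set before do not. Those shared with the 32 × 24 °C larvae are 31 (20/11) in the paper, against 4 (3/1), and DESeq2 on 6 libraries gives 31 (20/11). DESeq2 on all 18 libraries without and with a prior (41 each) falls within 1.5 times for all and for the up-regulated, not for the down-regulated (17 and 18). Without 32 × 24 °C control replicate 1, it does for all (21), and without LPS replicate 1 for the up-regulated (17), and no other one set before does. The paper has 207 DEGs of the 24 × 24 °C larvae outside the 24 × 32 °C list, against 40, and 263 outside the 32 × 24 °C list, against 63, and of those set before, edgeR (254 and 325) and DESeq2 (235 and 301) on 6 libraries alone fall within 1.5 times. The paper has 2 in the 32 × 24 °C list outside the 24 × 24 °C list, against 1. DESeq2 on 6 libraries and edgeR without 24 × 24 °C control replicate 2 or 24 × 32 °C control replicate 2, LPS replicate 1 or LPS replicate 2 give 2, edgeR without 24 × 24 °C or 32 × 24 °C control replicate 1 or 24 × 32 °C LPS replicate 3 gives 3, within 1.5 times, and the others set before do not. Between controls, the paper lists 200 DEGs at 32 × 24 °C, against 77, and 143 outside the 24 × 32 °C list, against 52. DESeq2 on all 18 libraries (191 and 139), with a prior (184 and 134) and on 6 libraries (205 and 139) fall within 1.5 times, edgeR without 32 × 24 °C LPS replicate 1 (138) does for the former alone, and the others set before do not. Of the DEGs here, 66 of 67 at 24 × 24 °C, 68 of 77 between 32 × 24 °C controls and 782 of 976 between 24 × 32 °C controls are in the paper's lists, in the same direction, and DESeq2 on 6 libraries shares 288, 194 and 1091 with them. DESeq2 with a fold change prior on 6 libraries, chosen after seeing the values, gives 291 and 33 for LPS at 24 × 24 °C and 32 × 24 °C and 201 between 32 × 24 °C controls, and it drops 5, 3 and 23 of the paper's DEGs at 24 × 24 °C, between 32 × 24 °C controls and between 24 × 32 °C controls. It shares 289, 197 and 1086 DEGs with the paper's lists in that order. It gives 88 and 31 DEGs shared with the 24 × 32 °C and 32 × 24 °C larvae, 203 and 260 DEGs of the 24 × 24 °C larvae outside these lists, 2 of the 32 × 24 °C larvae outside the 24 × 24 °C list, and 142 of the 32 × 24 °C controls outside the 24 × 32 °C list. Removal of both 32 × 24 °C libraries numbered 1, chosen after seeing the values, gives 30 DEGs at 32 × 24 °C and 27 shared, and the paper's list for these larvae was not used here. The replicate block on 6 libraries, chosen after seeing the values, gives 372 at 24 × 24 °C, 242 between 32 × 24 °C controls (168 outside the 24 × 32 °C list), 113 shared with the 24 × 32 °C larvae, and 259 and 304 DEGs of the 24 × 24 °C larvae outside the 24 × 32 °C and 32 × 24 °C lists, and it drops 29 of the paper's DEGs at 24 × 24 °C and 23 between 32 × 24 °C controls.

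Several folds are over 1.5 times apart and differ by more than the standard error. At 24 × 24 °C, the paper gives 8.5 for mmp13a (15.2 here), 5.3 for il1b (8.93), 2.2 for cxcl8a (5.44), 2.0 for cxcl8b.1 (8.31), -5.5 for muc5.2 (-14.8), -3.6 for muc5.1 (-5.57), -2.1 for ccl20a.3 (-4.76), -1.8 for caspbl (-6.08) and -1.7 for mpeg1.2 (-3.44). At 32 × 24 °C, it gives 5.8 for mmp9 (19.8 here), 4.5 for mmp13a (24.1), 3.0 for ptgs2b (10.1), 2.5 for fosl1a (9.32), 2.3 for cxcl8b.1 (14.1), 2.2 for anxa2a (3.45), 2.1 for il1b (12.1), -3.7 for muc5.2 (-23.1) and -2.3 for muc5.1 (-4.97). The paper gives, at 24 × 32 °C, 4.8 for mmp9 (9.11 here), 4.4 for timp2b (7.72), 2.5 for tnfrsf11b (4.53) and -3.5 for muc5.2 (-9.9). Of the alternatives set before, DESeq2 with a fold change prior on all 18 libraries does not differ in this way for any of these except mmp13a and cxcl8b.1 at 24 × 24 °C, cxcl8b.1 and muc5.2 at 32 × 24 °C, and timp2b. The other settings without such a difference are no filter, the replicate block and thinning for timp2b, the replicate block for muc5.1 at 24 × 24 °C, and the replicate block and thinning for anxa2a at 32 × 24 °C. With 1 library left out, there is no such difference for muc5.1 at 24 × 24 °C without control replicate 3 (-4.41) or LPS replicate 1 (-4.76), nor, at 32 × 24 °C, for anxa2a without control replicate 1 (3.16) or LPS replicate 2 (2.48) and muc5.1 without control replicate 2 (-3.29). At 24 × 32 °C, there is none for mmp9 without LPS replicate 3 (7.26), for timp2b without control replicate 2 (6.59), control replicate 3 (5.98), LPS replicate 2 (7.57) or LPS replicate 3 (7.62) or without 24 × 24 °C LPS replicate 3 (7.63), and for tnfrsf11b without control replicate 2 (3.48) or LPS replicate 3 (3.46). The remaining ones set before differ. For all of these folds, DESeq2 with a fold change prior on 6 libraries, chosen after seeing the values, does not differ in this way, and it drops 5 of the paper's DEGs at 24 × 24 °C. DESeq2 on the same 6 libraries without the prior is among the settings that differ. The prior, and not the choice of libraries alone, therefore changes these folds. The replicate block on 6 libraries, chosen after seeing the values too, does not differ for muc5.1 at 24 × 24 °C and anxa2a at 32 × 24 °C, and it drops 29 of the paper's DEGs at 24 × 24 °C.

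Of the genes the paper names as regulated and that were tested, edgeR calls 13 of 45 at 24 × 24 °C, 15 of 32 at 24 × 32 °C, 3 of 14 at 32 × 24 °C, 2 of 6 between 32 × 24 °C controls and 11 of 17 between 24 × 32 °C controls, and all have the paper's direction. Of the 32 not called at 24 × 24 °C, DESeq2 size factors calls 1, DESeq2 with a fold change prior on all 18 libraries calls 7, DESeq2 on the 6 libraries calls 32, DESeq2 on all 18 libraries calls 6, edgeR on the 6 libraries of the comparison calls 26, edgeR without the low-count filter calls 1, edgeR with a replicate block calls 4 and edgeR on counts thinned to the smallest library calls 1. Of the settings chosen after seeing the values, DESeq2 with a fold change prior on the 6 libraries calls 32 and edgeR with a replicate block on the 6 libraries calls 27 of these 32. Of the 17 not called at 24 × 32 °C, DESeq2 size factors calls 1, DESeq2 with a fold change prior on all 18 libraries calls 13, DESeq2 on the 6 libraries calls 17, DESeq2 on all 18 libraries calls 12, edgeR on the 6 libraries of the comparison calls 10 and edgeR with a replicate block calls 4. Of the settings chosen after seeing the values, DESeq2 with a fold change prior on the 6 libraries calls 17 and edgeR with a replicate block on the 6 libraries calls 16 of these 17. Of the 11 not called at 32 × 24 °C, DESeq2 with a fold change prior on all 18 libraries calls 10, DESeq2 on the 6 libraries calls 11, DESeq2 on all 18 libraries calls 10 and edgeR on counts thinned to the smallest library calls 1. Of the settings chosen after seeing the values, DESeq2 with a fold change prior on the 6 libraries calls 11, edgeR with a replicate block on the 6 libraries calls 11 and removal of both 32 × 24 °C libraries numbered 1 calls 2 of these 11. Of the 4 not called between 32 × 24 °C controls, DESeq2 with a fold change prior on all 18 libraries calls 2, DESeq2 on the 6 libraries calls 4, DESeq2 on all 18 libraries calls 2, edgeR without the low-count filter calls 2 and edgeR with a replicate block calls 1. Of the settings chosen after seeing the values, DESeq2 with a fold change prior on the 6 libraries calls 4 and edgeR with a replicate block on the 6 libraries calls 4 of these 4. Of the 6 not called between 24 × 32 °C controls, DESeq2 on the 6 libraries calls 6 and edgeR on the 6 libraries of the comparison calls 5. Of the settings chosen after seeing the values, DESeq2 with a fold change prior on the 6 libraries calls 6 and edgeR with a replicate block on the 6 libraries calls 5 of these 6.

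The paper sees more of the variance between challenged and control larvae of each temperature group in PC2. Pooled over the groups, that difference takes up 89.3% of PC1 and 0.4% of PC2 here. Within the groups, LPS minus control on PC2 is 3.38 at 24 × 24 °C, -4.89 at 24 × 32 °C and 3.61 at 32 × 24 °C. These opposite signs cancel in the pooled share. On PC1, it is -18.24, -25.01 and -15.91 in the same order. The paper proposes, from its enriched processes and the immune-related share of its DEGs, a stronger immune response to LPS after incubation at 32 °C. Here the response score, from genes of the 24 × 32 °C larvae, minus that after incubation at 24 °C is -0.29 (exact permutation p = 0.39). Its genes were not chosen for immune function, so the score does not measure the immune response alone. Of 14 genes that the paper gives as regulated after both incubations, counted after seeing the values, 11 had the larger effect after 32 °C, with no difference called by edgeR (1 at an unadjusted p under 0.05) or DESeq2. These genes had passed the paper's tests of the same libraries, and few passed at 32 × 24 °C, which favours large estimated effects there. The paper also lists mmp9, fosl1a and cebpb as lower in the 32 × 24 °C controls, so the larger effects may come in part from the control levels. The direction is left open.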

Other observations

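The tests of sampling at another time of day, of control DEGs in LPS-challenged larvae, of overlap with shared controls, of the spread and of the response score with replicate numbers as pairs, of the replicate block on 6 libraries, and of spread with depth as the whole cause were chosen after the results were seen, and the other tests in this part were set before. The 24 × 32 °C controls differed from the 24 × 24 °C controls in several tissue gene lists. Of 36 lens crystallins, 7 rose (13 adjusted over the list alone, camera adjusted p = 1.16e-11 upwards, and adjusted p = 0.488 with an estimated correlation). Of 48 skeletal muscle markers, 8 rose and 3 fell (10 and 3 adjusted over the list alone, camera adjusted p = 4.94e-06 upwards, and adjusted p = 0.488 with an estimated correlation). The sarcomeric actin gene acta1a had a log2 fold change of 1.72 (standard error 0.18, edgeR adjusted p = 6.05e-06) and the myosin-binding protein gene mybpha one of -2.05 (standard error 0.31, edgeR adjusted p = 0.000505). Of 48 genes of the cell cycle and DNA replication, 6 fell (10 adjusted over the list alone, camera adjusted p = 3.9e-09 downwards, and adjusted p = 0.488 with an estimated correlation), among them the helicase gene mcm2 at -1.01 (standard error 0.24, edgeR adjusted p = 0.0124). Of 17 neutrophil markers, 5 fell (6 adjusted over the list alone, camera adjusted p = 0.000164 downwards, and adjusted p = 0.488 with an estimated correlation). In fits that left out 1 library of the comparison, the call of mcm2 ended for 24 × 32 °C control replicate 1 (edgeR adjusted p = 0.0688), and those of acta1a and mybpha held.

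The 32 × 24 °C controls differed from the 24 × 24 °C controls in retina genes, where 4 of 43 photoreceptor and retina markers rose and 1 fell (6 and 1 adjusted over the list alone, camera adjusted p = 0.000753 upwards, and adjusted p = 0.511 with an estimated correlation). These groups also differed in age, at 96 against 171 h after fertilization, which cannot be told apart from incubation temperature for any list in this paragraph. The interphotoreceptor matrix gene impg2b was at 1.54 (standard error 0.25, edgeR adjusted p = 0.0063) and the cone opsin kinase gene grk7a at 1.06 (standard error 0.17, edgeR adjusted p = 0.0063). Pigment cell markers had a median of 0.63 (camera adjusted p = 1.81e-06 upwards, and adjusted p = 0.423 with an estimated correlation), and exocrine pancreas markers one of -1.31 (camera adjusted p = 3.75e-07 downwards, and adjusted p = 0.511 with an estimated correlation). On leaving out 1 library of the comparison at a time, the calls of impg2b and grk7a ended for 24 × 24 °C control replicate 2 (edgeR adjusted p of 0.0507 to 0.0563). The call of impg2b also ended under edgeR on counts thinned to the smallest library (adjusted p = 0.118, and 0.000201 to 0.118 over its 8 alternatives set before).

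Between LPS-challenged larvae of the 32 × 24 °C and 24 × 24 °C groups, 75 of the 77 DEGs of the matching controls had the same sign, and 19 were called. Of the 976 DEGs between the 24 × 32 °C and 24 × 24 °C controls, 893 had the same sign and 211 were called. Among these, 19 of 19 heat shock protein genes had the same sign, against 9 of 17 endoplasmic reticulum chaperone genes.

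Of the DEGs of LPS at 24 × 32 °C, 78 were DEGs between the 24 × 32 °C and 24 × 24 °C controls in the opposite direction and 5 in the same direction, and both comparisons use the 24 × 32 °C controls. Of the 78, 63 were up- and 15 down-regulated with LPS, where independent lists would share 6.85 and 2.8 in these opposite directions, and 6.44 up- and 2.98 down-regulated genes in the same direction. Fold changes across all genes, which are not independent replicates, had a covariance of -0.117, against -0.0589 in 20 simulations of unchanged groups with these controls, a difference of -0.0581. The correlations were -0.418 and -0.538. The simulations called at most 0 genes in both comparisons, in either direction, and they hold no real effects. Part of the excess of opposite changes may come from the shared controls, and how much was not measured, since 3 control libraries cannot be divided into groups of at least 2.

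Fewer DEGs were found with LPS at 32 × 24 °C (5) than at 24 × 24 °C (67). Leaving out 1 library of the comparison gave 31 without 32 × 24 °C LPS replicate 1, 24 without control replicate 1 and 0 to 1 without the others, against 18 without 24 × 24 °C LPS replicate 2, 19 without control replicate 1, 36 and 37 without control replicate 3 and LPS replicate 3, and 48 and 52 without control replicate 2 and LPS replicate 1. Without 1 library of another group, the counts were 3 to 17 at 32 × 24 °C and 56 to 140 at 24 × 24 °C, with the 140 and a 32 × 24 °C count of 24 without 32 × 24 °C control replicate 1. Lower sequencing depth is argued against as the whole cause, as after thinning every library to the smallest the 24 × 24 °C count was 3 times that at 32 × 24 °C (45 against 15). Larger spread between replicate libraries is a candidate explanation for part of it, as the median SD of log2 CPM after thinning was 1.27 times as large at 32 × 24 °C. The residual SD over both treatments was 1.24 times as large without and 1.03 times as large with the numbers as pairs. Pairing by number thus took up most of this excess, although only the pair numbered 1 (correlation 0.559) stood apart from pairs of unlike numbers. With a replicate block on the 6 libraries, the counts were 372 at 24 × 24 °C and 121 at 32 × 24 °C. That block after thinning gave 289 against 118, 2.45 times as many (2.14 to 3.3 times over 5 random thinnings). Whether spread and depth together are the whole cause cannot be told from this, as the thinnings redraw reads and not libraries. Without the block, leaving out single libraries moved the counts over overlapping ranges, 18 to 52 at 24 × 24 °C and 0 to 31 at 32 × 24 °C. A smaller LPS response after incubation at 32 °C cannot be told apart from an equal one, with a response score difference of -0.29 (two-sided exact permutation test, p = 0.39). Within replicate numbers 1 to 3, the difference was -0.736, -0.055 and -0.082, all of one sign (exact sign-flip permutation test over 3 pairs, p = 0.25, the smallest possible), so 3 pairs are too few to decide.

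Clock genes differed between control larvae incubated at 32 °C and at 24 °C. Chance difference confined to the control libraries is argued against, as the called clock genes differed between the LPS libraries of these groups with a median change 1.02 times as large. LPS and control libraries of one number correlated at 0.195 to 0.559 at 32 × 24 °C, so a deviation shared by a repeat is not addressed. Sampling at another time of day cannot be told apart from incubation temperature or age, as the larvae were sampled at 96 and 171 hours post fertilization, 3 h apart in the hour of the day. Between the 24 × 24 °C and 24 × 32 °C controls, sampled at the same hour, 11 clock genes were also called.

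The 6 libraries of a comparison can be split in 10 ways, too few for a share under 0.05. With LPS at 24 × 24 °C, 1 split reached the real count of 67, with 0 as the highest other. With LPS at 24 × 32 °C, 1 split reached the real 307, with 4 as the highest other. At 32 × 24 °C, 3 splits reached the real 5, with 114 as the highest other, from control replicates 1 and 2 with LPS replicate 1 against the rest. This points to a structure of the samples other than LPS. Splits that, like the real one, part all same-number pairs gave at most 0 there with edgeR, and those that exceeded the real count kept the number 1 pair together. Between controls, 1 split reached the real count at 32 × 24 °C (77) and at 24 × 32 °C (976), with 0 as the highest other in both. For the interactions, 50 splits were drawn. For the challenge temperature, 4 reached the real 1, with 37 as the highest other, so chance cannot be excluded. For the incubation temperature, the test is void, as all 50 reach a real count of 0 by construction.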
